# Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring

**DOI:** 10.1371/journal.pone.0115778

**Published:** 2014-12-26

**Authors:** Henriikka Salomäki, Merja Heinäniemi, Laura H. Vähätalo, Liisa Ailanen, Kim Eerola, Suvi T. Ruohonen, Ullamari Pesonen, Markku Koulu

## Abstract

**Aims:**

Despite the wide use of metformin in metabolically challenged pregnancies, the long-term effects on the metabolism of the offspring are not known. We studied the long-term effects of prenatal metformin exposure during metabolically challenged pregnancy in mice.

**Materials and Methods:**

Female mice were on a high fat diet (HFD) prior to and during the gestation. Metformin was administered during gestation from E0.5 to E17.5. Male and female offspring were weaned to a regular diet (RD) and subjected to HFD at adulthood (10-11 weeks). Body weight and several metabolic parameters (e.g. body composition and glucose tolerance) were measured during the study. Microarray and subsequent pathway analyses on the liver and subcutaneous adipose tissue of the male offspring were performed at postnatal day 4 in a separate experiment.

**Results:**

Prenatal metformin exposure changed the offspring's response to HFD. Metformin exposed offspring gained less body weight and adipose tissue during the HFD phase. Additionally, prenatal metformin exposure prevented HFD-induced impairment in glucose tolerance. Microarray and annotation analyses revealed metformin-induced changes in several metabolic pathways from which electron transport chain (ETC) was prominently affected both in the neonatal liver and adipose tissue.

**Conclusion:**

This study shows the beneficial effects of prenatal metformin exposure on the offspring's glucose tolerance and fat mass accumulation during HFD. The transcriptome data obtained at neonatal age indicates major effects on the genes involved in mitochondrial ATP production and adipocyte differentiation suggesting the mechanistic routes to improved metabolic phenotype at adulthood.

## Introduction

Metformin, a biguanide class anti-diabetic agent, is the most commonly prescribed oral drug for type 2 diabetes. Its main pharmacological effect in type 2 diabetes is mediated by decreased hepatic gluconeogenesis [1], [2]. Additionally, metformin has been shown to improve insulin sensitivity, lipid profile, endothelial function, body weight control and reduce inflammation [2]–[4]. There is evidence that metformin acts *via* AMP-activated protein kinase (AMPK) at cellular level [5], [6]. Nevertheless, recent data has described that the glucose-lowering effect of metformin may not recruit AMPK in all cases [7] which demonstrate that the knowledge of metformin's molecular and cellular mechanisms are still incomplete.

The prevalence of obesity and obesity-associated diseases has increased not only in adults, but also in children and adolescents [8]. In 2010, an estimated 42 million children under the age of five were overweight worldwide [9]. The trend in obesity development has been associated with trans-generational effects (i.e. fetal programming) as diabetic environment *in utero* can predispose the offspring to impaired metabolism starting already at childhood [10]–[13]. Thus, metabolically challenged pregnancies clearly benefit from active intervention [14]. Insulin is commonly used to decrease many of the diabetes-associated complications in gestational diabetes mellitus (GDM). However, insulin treatment increases the risk of hypoglycemia and might also result in poor compliance.

Metformin was introduced to the treatment of GDM for the first time already in the 1970's [15]. At present, clinical data exists of the use of metformin in GDM and in pregnancies complicated by polycystic ovary syndrome (PCOS) [16]–[21]. These results show improvements to routine care. The role of metformin treatment during pregnancy has however remained disputable due to the lack of information of the long-term effects of the maternal drug treatment on the offspring.

Rodent models have been utilised extensively to investigate fetal programming induced by maternal malnutrition, stress, obesity, obesogenic diet and hyperglycemia [22], [23]. We have previously studied the long-term effects of prenatal metformin exposure with pregnant mice on a regular diet without any metabolic challenge during the gestation [24]. In this model the metformin exposed offspring had increased adipose tissue accumulation and impaired glucose tolerance during HFD at adulthood. However, since the metabolic status of the pregnant mice was normal, this model might not reflect the clinical use of metformin during pregnancy. Therefore we wanted to test our hypothesis of the programming effect of prenatal metformin exposure in a metabolically challenged model. In the current study, we administered metformin from E0.5 until E17.5 to female mice which were challenged with HFD prior to and during the gestation to mimic the metabolic situation in which metformin treatment is used in humans. Importantly, the offspring were followed until adulthood to characterise their future metabolic phenotype. In addition, we performed a microarray analysis on the liver and adipose tissue of the male offspring at postnatal day 4 to reveal any early changes in the gene expression pattern.

## Materials and Methods

### Ethics statement

Animal work was planned and performed according to the Finnish Act on the Use of Animals for Experimental Purposes. The study scheme was approved by the Finnish Animal Experiment Board (Permit ESAVI-2010-06188). During the studies, the mice were monitored for any signs of morbidity and all efforts were made to minimise suffering.

### Mice and diets

C57/BL6NHsd mice (Harlan Laboratories, NL) were housed on a 12 h:12 h dark:light cycle and fed either a regular diet (i.e. RD; 69 kcal% carbohydrates, 22 kcal% protein and 9 kcal% fat resulting in digestible energy of 2.97 kcal/g and metabolisable energy of 2.71 kcal/g; CRM(E), SDS, UK) or high fat diet (i.e. HFD; 20 kcal% carbohydrates, 20 kcal% protein and 60 kcal% of fat resulting in total energy of 5.24 kcal/g; D12492, Research Diets, NJ, USA) *ad libitum*.

### Study design

Female mice (age 7–8 weeks) were placed on a HFD for one month prior to mating and they were maintained on the HFD during the gestation. Metformin (Sigma-Aldrich, St. Louis, MO, USA) was administered p.o. (300 mg/kg) to the dams from E0.5 to E17.5 as described previously [24]. The dose of metformin was selected according to previous studies [24]–[29]. Food intake was measured daily during the dosing. The diet was gradually changed to RD by mixing RD and HFD diet from E18.5 and changing the diet solely to RD after the parturition for the dams to acclimatise. Control groups fed with RD were included for the pre-gestational time period and for the gestation. The long-term follow-up was performed with adjusted litter sizes 6–10 (pups from six dams in both groups). At the age of three weeks, offspring were weaned to RD. From the age of 10–11 weeks until 17 weeks the offspring continued on HFD. Body weight was recorded once a week. Food intake was measured during the experiment in cages inhabited by 2–5 mice. At the study endpoint, the offspring of metformin and vehicle treated dams were randomised to receive a dose of metformin (300 mg/kg p.o.) or vehicle 24 hours and one hour prior to tissue collection to study whether the long-term prenatal metformin exposure affects the response to a later acute exposure. Terminal anesthesia was induced with a mixture of medetomidine and ketamine in saline as described previously [24]. Surrogate groups until E18.5 (birth weight) and postnatal day 4 were included in the study. At postnatal day 4, subcutaneous adipose tissue (SAT) and liver was collected from the male offspring for the microarray analyses. Study design and timeline are shown in Fig. 1.

**Figure 1:**
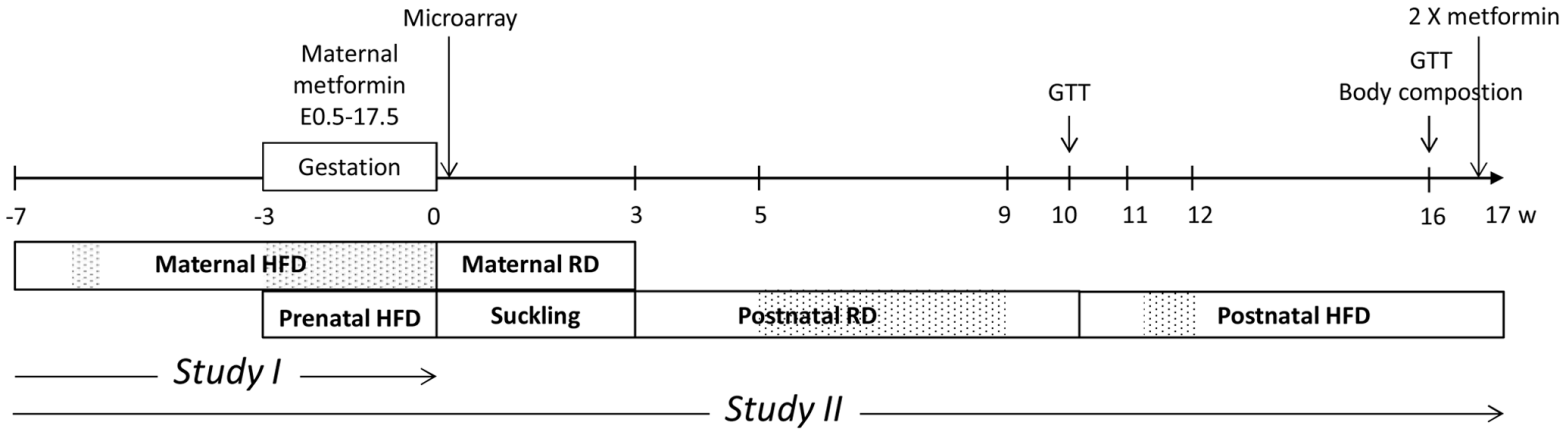
Study design. Female mice were fed with HFD prior to (weeks −7– −3) and during the gestation. Metformin was administered from E0.5 to 17.5. Week 0 denotes the birth of the offspring. The data were obtained from two separate set of mice, study I and II as indicated below the timeline. Study I: gestational glucose measurement, microarray samples and a surrogate group until E18.5; Study II: the long-term follow of the offspring and a surrogate group until E18.5. Only male offspring were used for the microarray analyses. At the end of the study, the offspring in the long-term study II were subjected to an acute metformin administration (2×300 mg/kg). Dotted areas  =  periods of food intake measurement. GTT =  glucose tolerance test.

### Blood glucose measurements and glucose tolerance test (GTT)

Maternal blood glucose was measured (Precision Xceed, Abbot Diabetes Care Ltd, Witney, Oxon, UK) on the second week of gestation (E11.5–12.5) after a 3–4 -hour fast and administration of metformin (300 mg/kg p.o.) or vehicle. Prior to tissue collection, blood glucose of the offspring was measured one hour from the last acute metformin dose.

GTT for the offspring were performed at the age of 10 weeks (RD phase) and 15–16 weeks (HFD phase). Following a 4-hour fast, the basal level of blood glucose was measured. Glucose (1 g/kg) was injected i.p. and the blood glucose concentration was measured from a blood sample obtained from the tail vein 20, 40, 60 and 90 minutes after the glucose injection.

### Body composition

Body composition was measured by quantitative nuclear magnetic resonance (NMR) scanning (EchoMRI-700, Echo Medical Systems) at the age of 16 weeks during the HFD as described previously [24].

### Tissue collection and serum lipid and adipokine quantifications

Serum was obtained *via* cardiac puncture under terminal anesthesia. Subsequent to decapitation, following tissues were collected and weighed: liver, inguinal (iWAT), gonadal/epididymal (gWAT and eWAT, respectively), mesenteric (mWAT) and retroperitoneal white adipose tissue (rWAT). Serum triglycerides, non-esterified fatty acids (NEFA) and total cholesterol were quantified as described previously [24]. Serum leptin, resistin and insulin were measured with Mouse Adipokine Magnetic Bead Panel (EMD Millipore Corporation, MA, USA) in single replicate or duplicates.

### Adipocyte size analysis

Adipocyte size was determined from the gWAT of the female offspring at the study endpoint. 4 µm sections were prepared form paraffin-embedded gWAT and stained with hematoxylin and eosin. The slides were scanned with Pannoramic 250 Whole Slide Digital Scanner (PerkinElmer, MA, USA) and 20× images were taken with Pannoramic Viewer (www.3dhistech.com/pannoramic_viewer). The areas of the adipocytes were quantified by a semi-automated method described in Parlee et al. [30] with minor modifications. RGB-images were split in ImageJ (http://imagej.nih.gov/ij/) to red, green and blue colour channels from which the green channel was selected for further analysis. Background and noise substraction were performed accordingly [30], and the threshold was adjusted to 250. Six out of 25 samples were analysed with two grades higher threshold (252) due to a lower level of staining signal. After the binary transformation of the image the colours were inverted and masks of the adipocytes were created with Analyze Particles -command with the following criteria: circularity of 0.35–1, size from 350 µm^2^ to infinity, exclude edges [30]. Five representative 20× images or at least 100 cells were counted from each mouse (sample size 137±18 and 155±12 in Ctr and Met, respectively). The frequency distribution was performed with frequency function (Microsoft Excel) in the scale of 0–15000 µm^2^ on every 500 µm^2^. The volumes of the adipocytes were calculated by assuming a circular and spherical form. The volume of the gWAT depot was calculated based on the adipose tissue density (0.9 g/ml).

### Illumina microarray analyses

Samples were obtained from the liver and SAT of 4-day old male offspring in the surrogate group. Total RNA was isolated according to the manufacturer's instructions (Qiagen RNAeasy Mini Kit and miRNeasy Micro Kit) with an additional DNase I digestion step. For the microarray, 400 ng of total RNA was amplified with Illumina TotalPrep-96 RNA Amplification Kit (Applied Biosystems). cRNA was hybridised to the Illumina Sentrix Mouse WG-6 v2 Expression Bead Chip -microarray chip. Hybridisation was detected with Cyanine3-strepavidin. The microarray data was analysed using the R software package (http://www.r-project.org/) and the Bioconductor lumi and limma packages (www.bioconductor.org) in combination with our previous microarray dataset [24] to increase the power of the analysis relevant for the liver data. Following variance stabilization transformation and robust splines normalization (available as lumiT and lumiN functions in the lumi package), the quality of samples was assessed using boxplots. Sample grouping according to experimental groups was ascertained using multidimensional scaling. One outlier sample with considerably lower signal value distribution from the high fat diet metformin SAT group was discarded. From the remaining data matrix, probes with a detection P-value <0.05 in at least one sample group were included to the analysis. For each comparison, differentially expressed genes were identified using moderated t-statistics with a false discovery rate <0.05 (Benjamini-Hochberg method, available in the limma package). Using the list of differentially expressed genes, the enrichment of functional terms from KEGG and REACTOME databases and genes characteristic of the browning phenotype of adipocytes (*Prdm16, Ucp1, CIDEA, Cox8b, GLUT4, Ppargca1, Elovl3, Fabp4, AdipoQ)* [31] was analysed using the hypergeometric test available in the Graphite Web tool (http://graphiteweb.bio.unipd.it/).

### Quantitative Real-Time PCR (qPCR)

To validate the microarray data, 500 ng of the RNA was transcribed to cDNA using SuperScript VILO (Life Technologies) cDNA synthesis kit. qPCR was performed using the SYBR green (Kapa Biosystems, MA, USA) method in a ABI 7300 Real Time PCR system. The final concentration of forward and reverse primers in the reaction was 0.2 µM. The data was analysed according to the 2^−ΔΔCt^ method using *Rps29* as a reference gene (relative expression to *Rps29*). Primer sequences are shown in S1 Table.

### Statistical analyses

Body weight development, food intake and glucose tolerance were analysed with 2-way RM-ANOVA with Tukey's and Sidak's *post-hoc* tests. Regular 2-way ANOVA with Tukey's and Sidak's *post-hoc* tests was used for adipocyte size distribution and endpoint analyses after the acute metformin dosage. In order to compare two groups with continuous variables, Student's t-test or Mann-Whitney test was used. Statistical analyses were performed with GraphPad Prism 6.0. The data are expressed as mean ±SEM. Results were considered statistically significant if P<0.05.

## Results

### The effect of HFD and metformin treatment on the dams and weight of the fetuses (E18.5)

Body weight development of the female mice was similar between RD and HFD feeding groups during the pre-gestational period (Fig. 2A), although the caloric intake tended to be higher in the HFD group based on a 4-day follow-up (P = 0.061; data not shown). Moreover, HFD elevated the fasting blood glucose level compared to the RD group (Fig. 2B).

**Figure 2:**
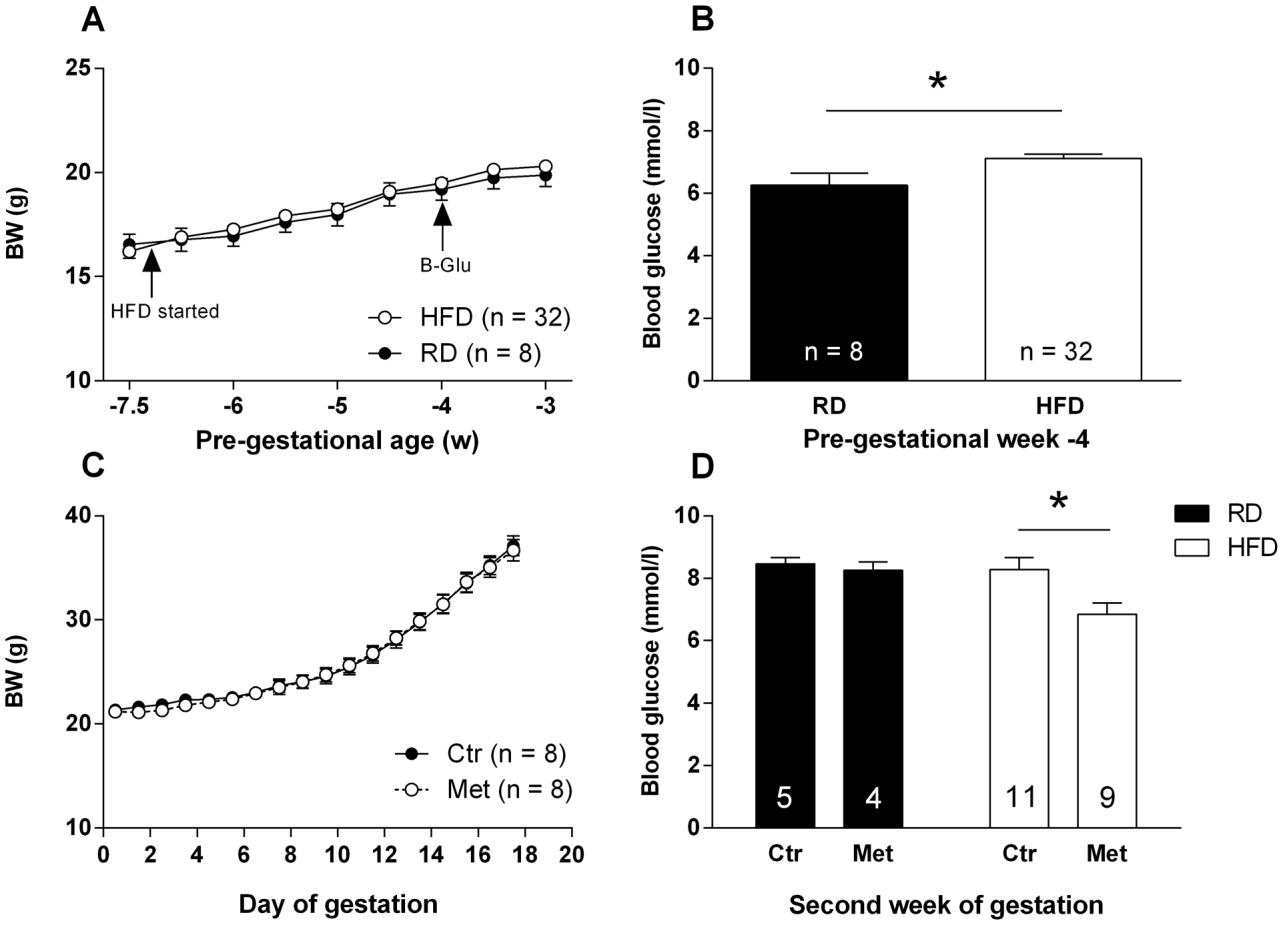
The effect of HFD and metformin treatment on the metabolism of the dams. Body weight during pre-gestational HFD period (A). Fasting blood glucose after three weeks of HFD consumption (B). Body weight development during E0.5–17.5 (C). Blood glucose on the second week (E11.5–12.5) of the gestation (D). * = P<0.05 by Student's t-test.

During the gestation, metformin and vehicle treated HFD dams gained weight similarly (Fig. 2C) and their food intake was equal (data not shown). After 3–4 hours of oral metformin administration, the fasting blood glucose was decreased compared to the vehicle treated dams on HFD examined on the second week of gestation (E11.5–12.5; Fig. 2D). In the RD group no blood glucose lowering effect of metformin was observed. Furthermore, the fetuses exposed to metformin were significantly (P<0.01) lighter at E18.5 compared to those of vehicle treated dams (Fig. 3).

**Figure 3:**
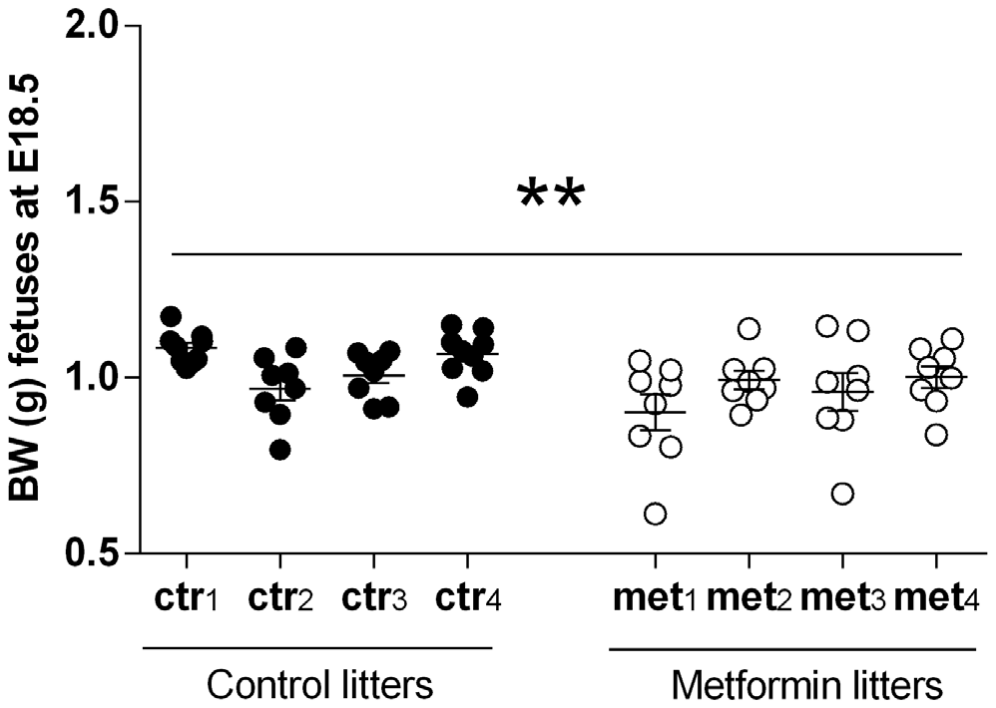
Weight of the fetuses (E18.5). Body weight of litters at E18.5; ctr1-4 denotes prenatal control litters and met1-4 prenatal metformin litters, Litter size 8–9. ** = P<0.01 by Mann-Whitney test when individual fetal weights are tested (pooled results from two separate studies).

### The metabolic effects of prenatal metformin exposure on the offspring

Body weights of the control and metformin offspring did not differ during the RD phase in either gender (Fig. 4A–B). Additionally, there was no difference in the food intake during the RD phase (5–9 weeks, data not shown).

**Figure 4:**
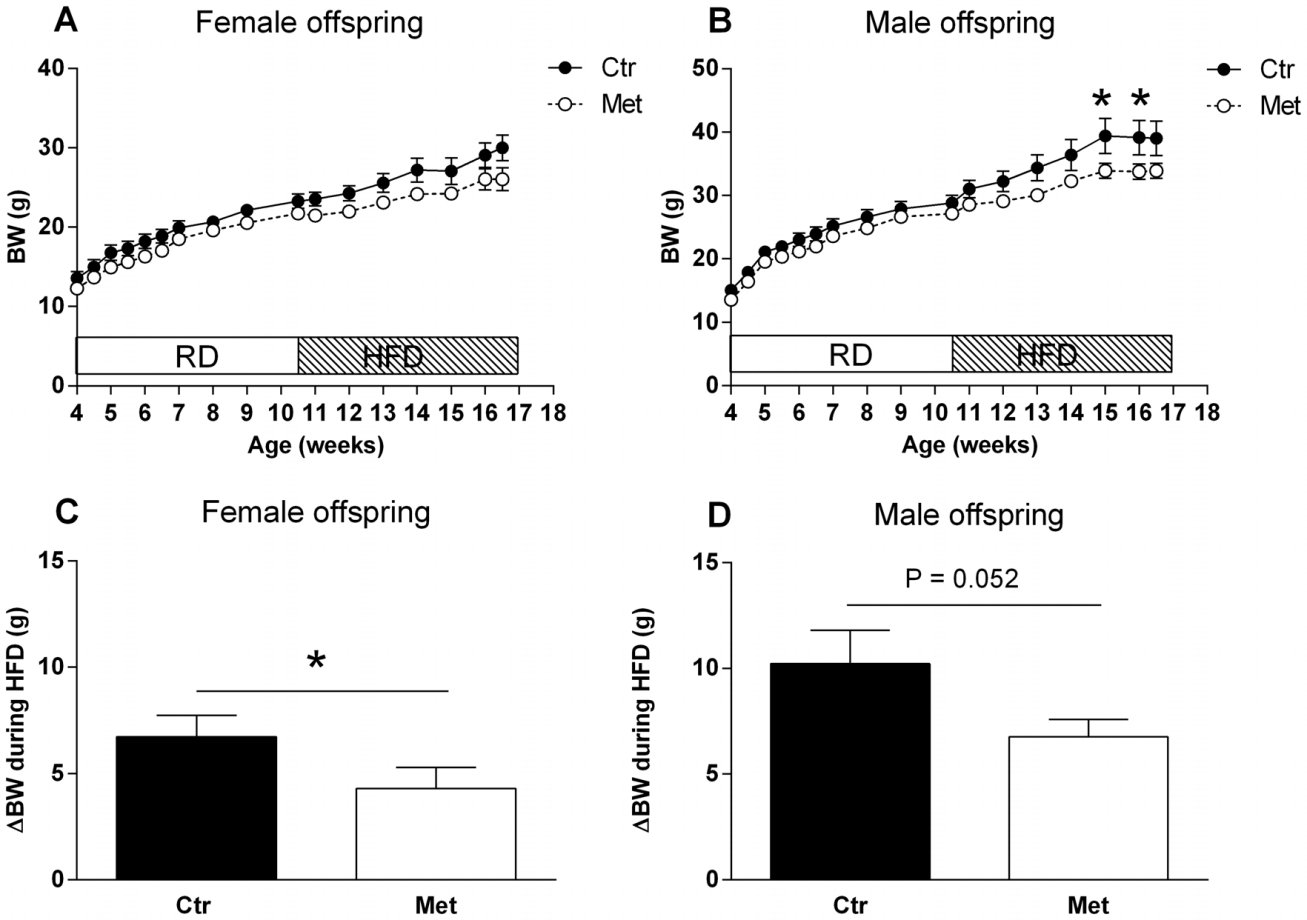
The effect of prenatal metformin exposure on the body weight of the offspring during RD and HFD phases. Female (A) and male offspring (B) during RD and HFD. Black circles (•)  =  Control offspring, open circles (○)  =  Metformin offspring. * = P<0.05 by 2-way RM-ANOVA and Sidak's multiple comparisons test. The body weight change during the HFD in the female (C) and male (D) offspring. n = 13–16, * = P<0.05 by Mann-Whitney test.

During the HFD, metformin exposed offspring gained less body weight and adipose tissue. The net body weight change during the HFD phase in the female control and metformin offspring was 6.7 g±1.0 g and 4.3 g±1.0 g, respectively (P<0.05; Fig. 4C). In the male offspring the net body weight change in the control offspring was 10.2 g±1.6 g and 6.8 g±0.8 g in the metformin offspring (P = 0.052; Fig. 4D). Female metformin offspring had also significantly reduced fat% (P<0.01) and increased lean mass% (P<0.05) after six weeks of HFD (Table 1) and a decreased weight in all WAT depots weighed one week subsequent to the NMR analysis (Table 2). Metformin exposed male offspring had tendency (P = 0.09) to lower total adipose tissue mass in grams (NMR scan, Table 1) and to mWAT weight (P = 0.08; Table 2). On the other hand, liver weight was decreased in the metformin exposed male offspring but not in the female offspring (Table 2). There were no significant differences in the food intake during seven consecutive days recorded one week after the start of the HFD. An average cumulative food intake in the control and metformin offspring during the period was 105±7 kcal vs. 97±3 kcal (P = 0.354) in the males and 93±8 kcal vs. 112±11 kcal (P = 0.258) in the females.

**Table 1:** Body composition analysis.

	Female offspring			Male offspring		
	Ctr	Met	P	Ctr	Met	P
Body composition	n = 13	n = 16		n = 13	n = 16	
Fat mass (g)	8.2±1.1	5.2±0.8	<0.05	11.4±1.8	8.0±1.0	*NS*
Fat mass (%)	26.8±2.3	18.6±1.8	<0.05	26.9±2.8	22.4±2.1	*NS*
Lean mass (g)	18.6±0.5	18.3±0.5	*NS*	24.5±0.9	23.0±0.4	*NS*
Lean mass (%)	65.0±2.1	71.5±1.6	<0.05	64.6±2.7	68.5±1.9	*NS*
Total water (%)	52.8±2.2	58.6±1.7	<0.05	52.4±2.7	55.0±2.0	*NS*

Fat mass (g, %), lean mass (g, %) and total water (%) in the female and male offspring by NMR scanning after six weeks of HFD consumption. P <0.05 and <0.01 by Student's t-test. *NS* =  not significant.

**Table 2:** Absolute (g) and relative (% of BW) tissue weights of the offspring.

	Female offspring			Male offspring		
	Ctr	Met	P	Ctr	Met	P
**Tissue weight (g)**	**n = 13**	**n = 16**		**n = 13**	**n = 16**	
iWAT	0.632±0.088	0.338±0.068	<0.05	0.691±0.131	0.427±0.064	*NS*
gWAT/eWAT	0.821±0.122	0.409±0.082	<0.01	1.181±0.184	0.873± 0.126	*NS*
rWAT	0.431±0.069	0.205±0.046	<0.01	0.415±0.064	0.422±0.088	*NS*
mWAT	0.583±0.084	0.331±0.066	<0.05	0.967±0.205	0.603±0.073	*NS*
Liver	1.165±0.101	1.078±0.06	*NS*	1.616±0.134	1.318±0.059	<0.05
**Tissue weights relative to body weight (%)**						
iWAt	2.0 ±0.2	1.2±0.2	<0.05	1.6±0.2	1.3±0.1	*NS*
gWAT/eWAT	2.6±0.3	1.5±0.2	<0.01	2.8±0.3	2.4±0.3	*NS*
rWAT	1.3±0.2	0.7±0.1	<0.01	1.0±0.1	1.2±0.2	*NS*
mWAT	1.9±0.2	1.1±0.2	<0.05	2.2±0.4	1.7±0.2	*NS*
Liver	3.9±0.2	4.2±0.09	*NS*	4.1±0.1	3.9±0.1	*NS*

The weights (g) of iWAT, g/eWAT, rWAT and mWAT and liver after seven weeks of HFD consumption (upper rows of the table). Tissue weights relative to the body weight (%; lower rows of the table). P-values by Student's t-test or Mann-Whitney test. *NS* =  not significant.

### The adipocyte size distribution in gWAT of the female offspring

The adipocyte size distribution was different in the female control and metformin offspring measured at the end of the HFD phase (Fig. 5A). Metformin offspring had a higher percentage of adipocytes ≤3000 µm^2^ and smaller percentage of adipocytes ≥3000 µm^2^ (Fig. 5B). Furthermore, a calculated estimation of the number of adipocytes in the gWAT depots demonstrated that there was a strong tendency (P = 0.072) to hypoplasia in the metformin offspring (Fig. 5C).

**Figure 5:**
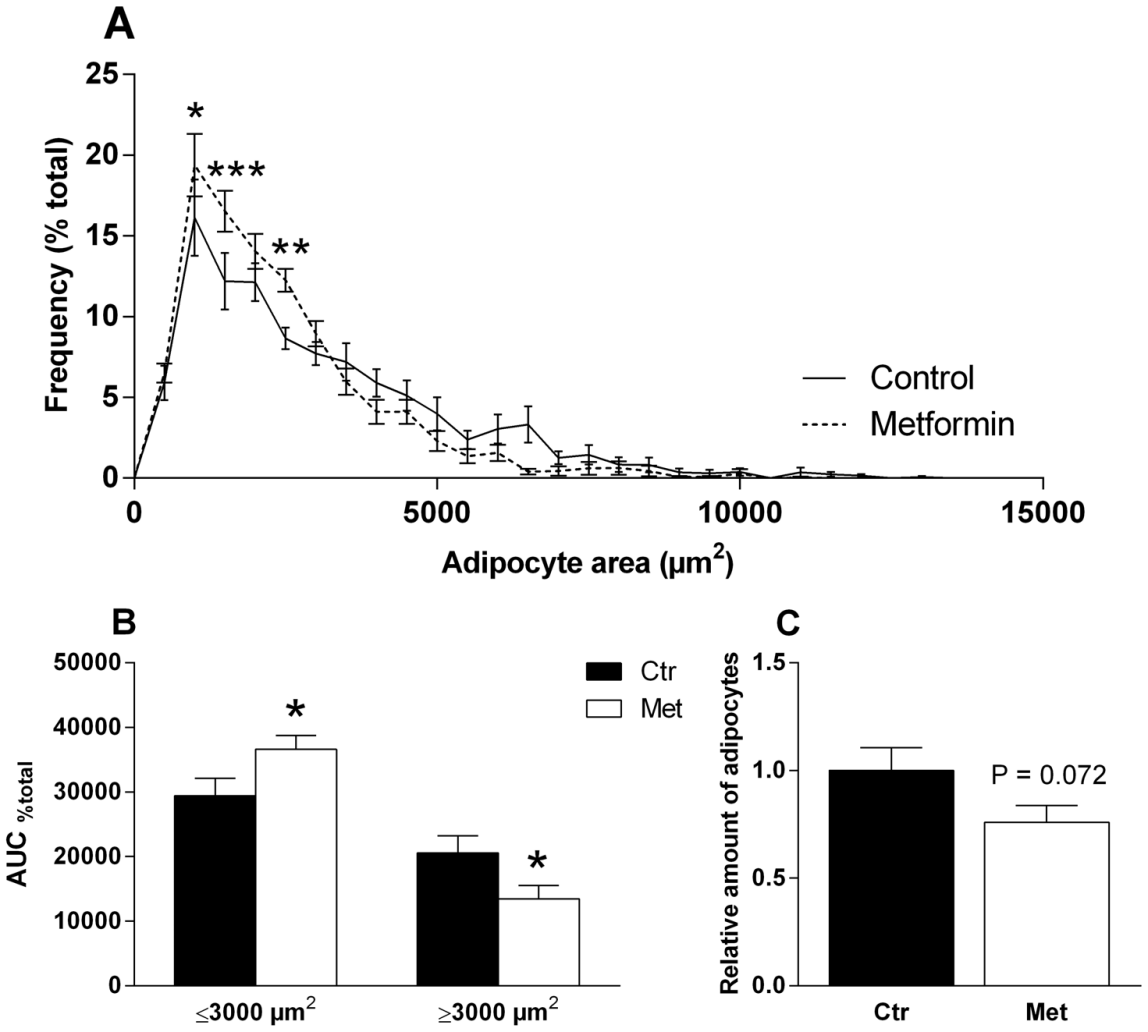
Adipocyte size distribution in gWAT at the end of the postnatal HFD phase. The percentage of the adipocytes on every 500 µm^2^. * = P<0.05, ** = P<0.01 and *** = P<0.001 by 2-way ANOVA and Sidak's multiple comparisons test (A). AUC of the adipocyte size distribution curve ≤3000 µm^2^ and ≥ 3000 µm^2^ (B). Relative amount of adipocytes (C). n = 11–14. * = P<0.05 by Student's t-test.

### Prenatal metformin exposure in glucose tolerance during RD and HFD

Prenatal metformin treatment did not have a significant effect on the glucose tolerance in either gender measured during the RD at 10 weeks of age (Fig. 6A–B). Six weeks of HFD led to higher blood glucose values in GTT (Fig. 6A–B), however, glucose tolerance was impaired significantly only in the control offspring (Fig. 6C–D). Thus, prenatal exposure to metformin prevented the diet-induced impairment of the glucose tolerance in both genders. ΔAUC^0–90 min (mmol/l)^ from RD to HFD was 120±37 vs. 36±25 (P = 0.063) in the female offspring and 364±74 vs. 123±66 (P<0.05) in the male offspring.

**Figure 6:**
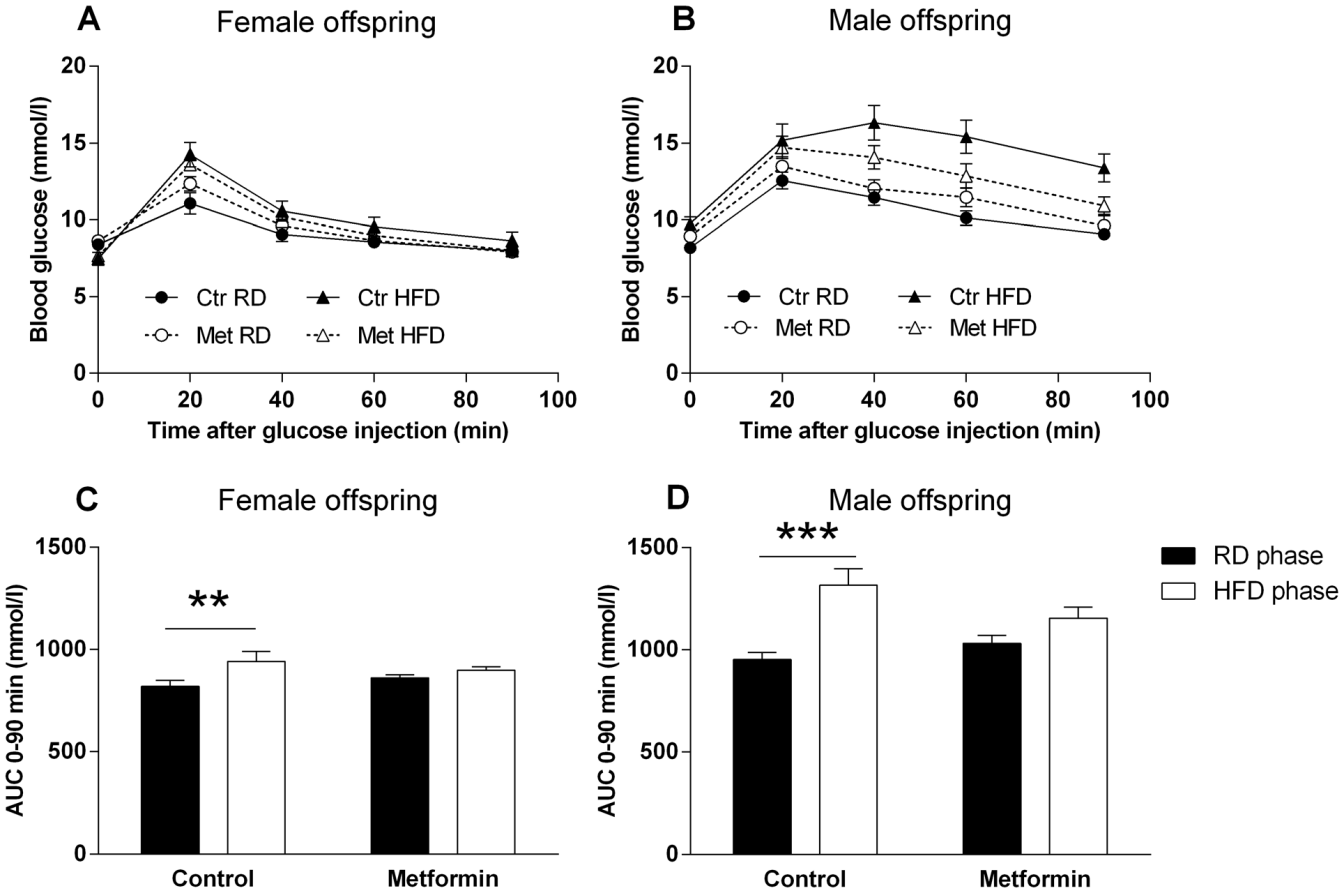
Glucose tolerance of the offspring during RD and HFD. GTT of the female (A) and male offspring (B) at 10 weeks of age during RD and after 5–6 weeks of HFD. Black circles (•)  =  Control offspring on RD, open circles (○)  =  Metformin offspring on RD, Black triangles (▴)  =  Control offspring on HFD, open triangles (Δ)  =  Metformin offspring on HFD. n = 12–16. AUC values of the GTT of the female (C) and male (D) offspring. ** = P<0.01 and *** = P<0.001 by 2-way RM-ANOVA and Sidak's multiple comparisons test. P-value of interaction 0.063 in C and <0.05 in D.

### Serum adipokines, lipids and blood glucose of the offspring

Serum leptin and resistin were quantified from the female and male offspring during the RD (10 weeks of age, n = 7–8). Of note, leptin level of metformin exposed male offspring was decreased (P = 0.051). Leptin levels were not changed in the metformin exposed female offspring (S1A–B Fig.). Resistin, an indicator of insulin resistance in mice [32], was unaffected in both genders at this time point (data not shown).

At the end of the study, the offspring were subjected to two doses of metformin. The glucose lowering effect of the acute metformin was retained in the female offspring (P<0.05, post-treatment; S2 Table) and the male offspring tended to response in a similar way (P = 0.12, post-treatment; S3 Table). Analyses of the serum showed that the metformin exposed male offspring had decreased level of circulating triglycerides (P<0.05, prenatal treatment; S3 Table) and total cholesterol (P<0.05; S3 Table). There was no change in the circulating leptin, insulin and resistin levels. Female offspring exposed prenatally to metformin had decreased level of leptin which was in line with the decreased adiposity (P<0.05; S2 Table). Other serum parameters were not affected in the female offspring.

### Prenatal metformin exposure in neonatal hepatic and SAT pathways of metabolism

To assess the global transcriptome change, microarray profiling was performed on the neonatal liver and SAT derived from the metformin and vehicle exposed 4-day old male offspring. 

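Prenatal metformin was compared with vehicle in 12 livers (6 control and 6 metformin) and 11 SAT samples (6 control and 5 metformin) of 4-day-old male offspring of HFD dams. The metformin dams had received 300 mg/kg p.o. from E0.5 to E17.5. By their animal codes, liver and SAT came from the same animals, apart from 1 metformin animal with a liver array alone. The earlier dataset analysed with them holds 12 livers of RD offspring (3 control and 3 metformin of each sex) and 6 brains of male RD offspring (3 and 3). The Y-linked *Eif2s3y* was 7.78 to 9.47 (log2 intensity) on the 35 arrays labelled male and 4.29 to 4.54 on the 6 labelled female.
Each Illumina Mouse WG-6 v2 array gave a bead intensity and a detection p for each of 45281 probes. The authors deposited the non-normalized intensities with these detection p-values, and also the values that they had variance-stabilized and normalized by robust splines with lumi, which are on a log2 scale. The authors' values and the non-normalized intensities had the same rank order on every array (rank correlation of 1). Probes with a detection p under 0.05 made up 34.0% to 37.8% of all probes in the control livers (median 36.9%) and 31.0% to 39.9% in the metformin livers (median 36.7%). In SAT they made up 29.9% to 43.4% in the controls (median 41.0%) and 40.6% to 42.9% in the metformin group (median 41.5%). The lowest shares were on the livers 3R-6 (metformin, 31.0%) and 1R-4 (control, 34.0%) and on the control SAT samples 1R-4 (29.9%) and 1T-1 (31.5%).
For the values given here, the non-normalized intensities were background-corrected and quantile normalized with limma (neqc, offset of 16), with the 24 livers in 1 model of 6 groups and the 11 SAT samples in a model of 2 groups. A probe was kept when its detection p was under 0.05 on every array of at least 1 group. This left 17547 probes of 10046 genes in the liver and 15848 probes of 9360 genes in SAT. A gene was counted as changed when any of its kept probes had an adjusted p under 0.05, and its log2 value is that of its brightest kept probe. The gene lists, the camera test and the liver and SAT models were fixed before the data were examined, but the values in the S4–S5 and S7–S8 Tables had been seen. The hypergeometric test and the values without dim arrays were added after the data had been seen. Centring each array on its median, in place of quantile normalization, moved the median log2 fold change of all genes to -0.22 in the liver and 0.55 in SAT, so every change is relative to the other genes on the array. The animal codes 1R and 1T hold controls alone and 10K and 3R hold metformin animals alone, and the number of arrays limits the precision.

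**Figure D1:**
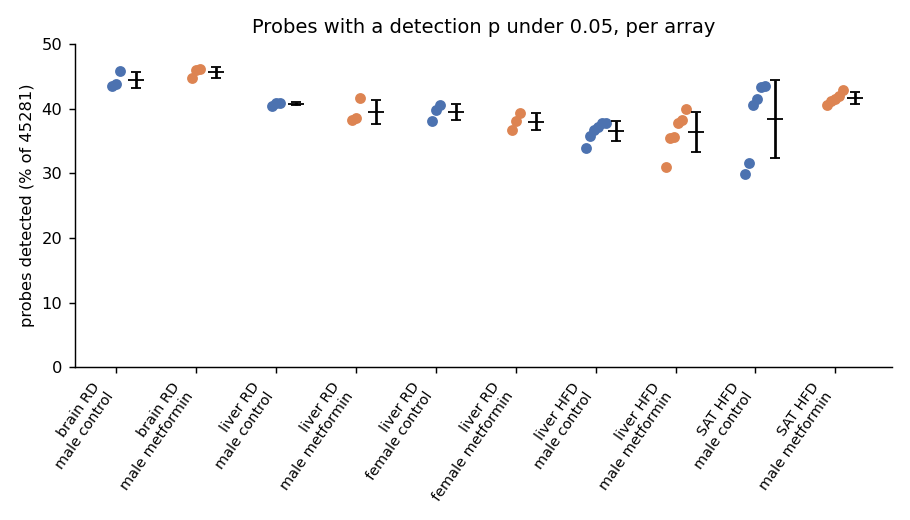
Share of the 45281 probes with a detection p under 0.05 (percent) on each array, by tissue, diet of the dam, sex and treatment. Each dot is 1 array with the mean and SD of the group beside it, and the lowest is a control SAT sample at 29.9%.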

The male offspring were studied due to feasibility. 

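In the liver, 38 genes were higher and 69 lower after prenatal metformin. The largest falls among genes whose 6 metformin livers all lay below the 6 control livers were in *Nnmt*, which methylates nicotinamide (log2 fold change of -1.66), *Hhex*, a transcription factor of liver development (-1.10), *Cps1*, which starts the urea cycle (-0.95), and *Gnmt*, which methylates glycine (-0.78). Among the largest rises were those of *Mid1*, a ubiquitin ligase of microtubules (1.69), *Neat1*, a nuclear non-coding RNA (0.94), and *Rep15*, which binds Rab15 (0.91). *Nnmt* fell from 7.12 ± 1.02 (SD, n = 6) to 5.47 ± 0.467 (SD, n = 6) and *Mid1* rose from 4.96 ± 0.395 (SD, n = 6) to 6.65 ± 0.559 (SD, n = 6). In SAT, 1 probe of *Hspa8*, a chaperone, rose from 9.93 ± 0.201 (SD, n = 6) to 10.9 ± 0.104 (SD, n = 5).
The calls were made at an adjusted p under 0.05 from limma. The adjusted p was 0.0198 for *Nnmt*, 0.0037 for *Hhex*, 0.0358 for *Cps1*, 0.036 for *Gnmt*, 0.0112 for *Mid1*, 0.0274 for *Neat1* and 0.00107 for *Rep15*. *Hspa8*, picked out after its values were seen, had a log2 fold change of 1.01 at that probe (adjusted p = 0.0392) and of 0.08 at its brightest probe (adjusted p = 0.776), and it was the only SAT gene to pass. Without adjustment, 1024 liver genes were higher and 1271 lower at the same threshold, against 1165 higher and 818 lower in SAT. The 2 groups were completely separate at 1.44% of the liver genes (0.216% by chance) and at 3.53% of the SAT genes (0.433% by chance). The shares by chance take the animals as independent of each other, which animals of 1 code may not be, so they do not separate metformin from the codes.
With arrays centred on their medians, or with the joint mean of the erythroid and granulocyte markers as a covariate, no liver gene passed limma, and with the 12 HFD livers alone 14 passed. With all 41 arrays in 1 model, 136 liver genes and 1042 SAT genes passed, and with array weights in the SAT model 804 passed. Leaving out 1 liver at a time gave 27 genes without 3R-2, 43 without 3R-1, 44 without 1T-4, 53 without 1R-1, 66 without 1R-4, 312 without 1T-2 and 349 without 10K-2. When 1 SAT sample was left out at a time, *Hspa8* passed without 1T-1 or 3R-2 and no gene passed without any other sample.

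**Figure D2:**
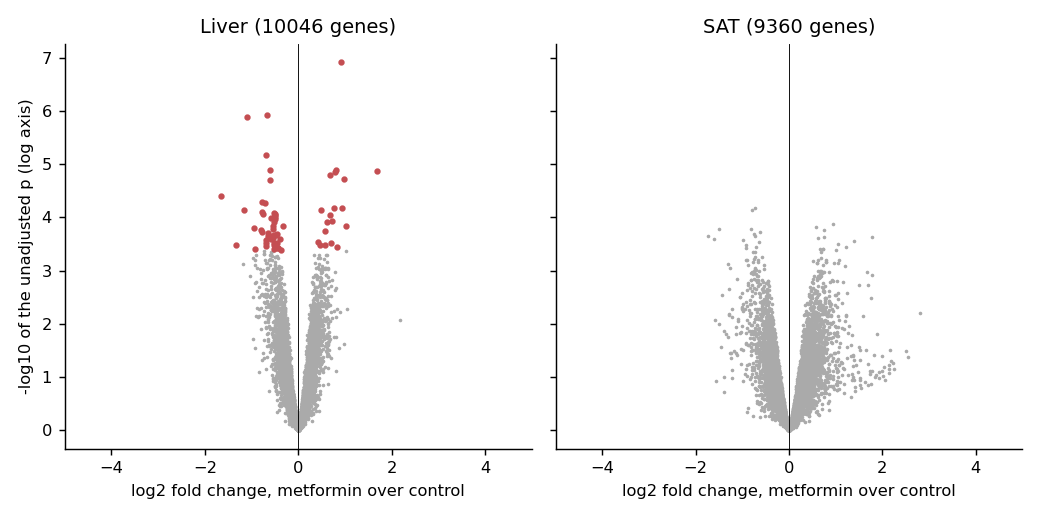
Minus log10 of the unadjusted p from limma against the log2 fold change (metformin over control) of each gene's brightest probe, in liver and SAT. Each dot is 1 gene, and red dots are genes whose brightest probe passed an adjusted p under 0.05, 64 in the liver and 0 in SAT, where the lone call rests on another probe of *Hspa8*.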

Overall, the gene expression level changes were more pronounced in the SAT as there were 1009 unique differentially expressed genes in the SAT compared to 165 genes in the liver (Fig. 7A–B, S4–S5 Tables).

**Figure 7:**
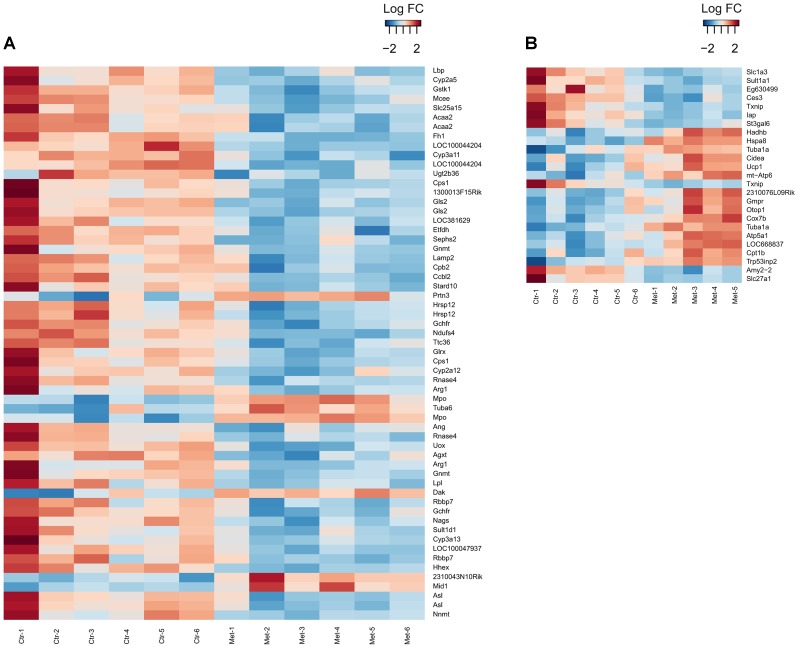
Heatmaps of the liver and SAT gene expression. Hepatic gene expression profile of vehicle and metformin exposed male offspring at the age of 4 days, n = 6 in both groups. Genes with adjusted P-value <0.05 and LogFC cut-off ≥0.5 are shown (A). SAT gene expression profile of vehicle and metformin exposed male offspring at the age of 4 days, n = 6 in the control offspring, n = 5 in the metformin offspring. Genes with adjusted P-value <0.01 and LogFC cut-off ≥1 are shown (B).

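Among the liver genes below every control, *Chpt1*, which makes phosphatidylcholine, fell by 0.72 on the log2 scale (adjusted p = 0.0233 from limma), *Gstk1*, a mitochondrial glutathione transferase, by 0.69 (adjusted p = 0.00922), *Cyp3a11*, the main drug-metabolizing cytochrome of mouse liver, by 0.60 (adjusted p = 0.0121) and *Fermt1*, an integrin adaptor, by 0.59 (adjusted p = 0.0411). *Cyp3a11* was 10.9 ± 0.138 (SD, n = 6) in control livers and 10.3 ± 0.224 (SD, n = 6) in metformin livers. Above every control were *Zc3hav1*, an antiviral RNA-binding protein (log2 fold change of 0.83, adjusted p = 0.0477), *Zgrf1*, a DNA helicase (0.82, adjusted p = 0.0112), the non-coding *Gm26588* (0.76, adjusted p = 0.0274), *Slc14a1*, the urea transporter of erythrocytes (0.70, adjusted p = 0.0428), *Mpo*, a granule enzyme of neutrophil precursors (0.69, adjusted p = 0.0112), and *Stxbp3*, which acts in vesicle fusion (0.68, adjusted p = 0.0289). *Mpo* was 11.2 ± 0.248 (SD, n = 6) in control livers and 11.9 ± 0.163 (SD, n = 6) in metformin livers. Of the liver calls, 91 had a log2 fold change of at least 0.5 in size, and 9 genes had an adjusted p under 0.01.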

In order to expose the pathways affected by the transcriptome change, enrichment analyses were performed using curated pathway databases KEGG and REACTOME (hypergeometric test, adjusted P-value <0.05). 

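In the liver, the genes of the ETC and of BCAA degradation were lower after metformin as groups. The TCA cycle in the liver and the ETC and TCA cycle in SAT passed camera only at its preset correlation (adjusted p = 0.115, 0.393 and 0.393 with an estimated correlation), and of these the liver list also passed fry (adjusted p = 0.00359). *Etfdh*, *Ndufs4* and *Atp5c1* were the 3 of 73 tested ETC genes whose brightest probe fell in the liver (22 when adjusted over the list alone), with a negative log2 fold change in 66 and a median of -0.19. By the same count *Fh1* was the only one of 20 TCA cycle genes to fall there (4 over the list alone, median -0.14), and *Mcee*, which acts on methylmalonyl-CoA, the only one of 25 genes of BCAA degradation (6 over the list alone, median -0.26). *Mcee* fell from 10.7 ± 0.232 (SD, n = 6) to 10.2 ± 0.149 (SD, n = 6, adjusted p = 0.0289 from limma). In SAT, 66 of 75 ETC genes had a positive log2 fold change (median 0.27). None of these 75 passed limma at an adjusted p under 0.05, while 23 were higher at an unadjusted p under 0.05 and 9 over the list alone. The 20 TCA cycle genes had a median of 0.36 in SAT (5 higher over the list alone). The 26 genes of BCAA degradation had a median of 0.14 and a mean of 0.08 in SAT, where the test pointed down (adjusted p = 0.872), with 2 higher and 2 lower over the list alone.
The lists were tested with camera of limma at its preset correlation. In the liver the adjusted p was 6.48e-13 for the ETC (adjusted p = 0.0109 with an estimated correlation), 0.00199 for the TCA cycle and 6.12e-06 for BCAA degradation (adjusted p = 0.0322 with an estimated correlation). In SAT it was 8.33e-09 for the ETC and 7.99e-05 for the TCA cycle. For the SAT list of the ETC, chance was not excluded by other splits of the samples. At the preset correlation a camera p under 0.05 for the ETC list was common. Of 100 splits in each tissue, 50 of the other liver splits and 72 of the other SAT splits gave one. In the same livers the median of 23 erythroid markers was 0.37 (adjusted p = 1.07e-08 from camera, adjusted p = 0.163 with an estimated correlation). In the same SAT samples the median of 30 skeletal muscle markers was 1.46 (adjusted p = 1.84e-05 from camera, adjusted p = 0.438 with an estimated correlation).

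**Figure D3:**
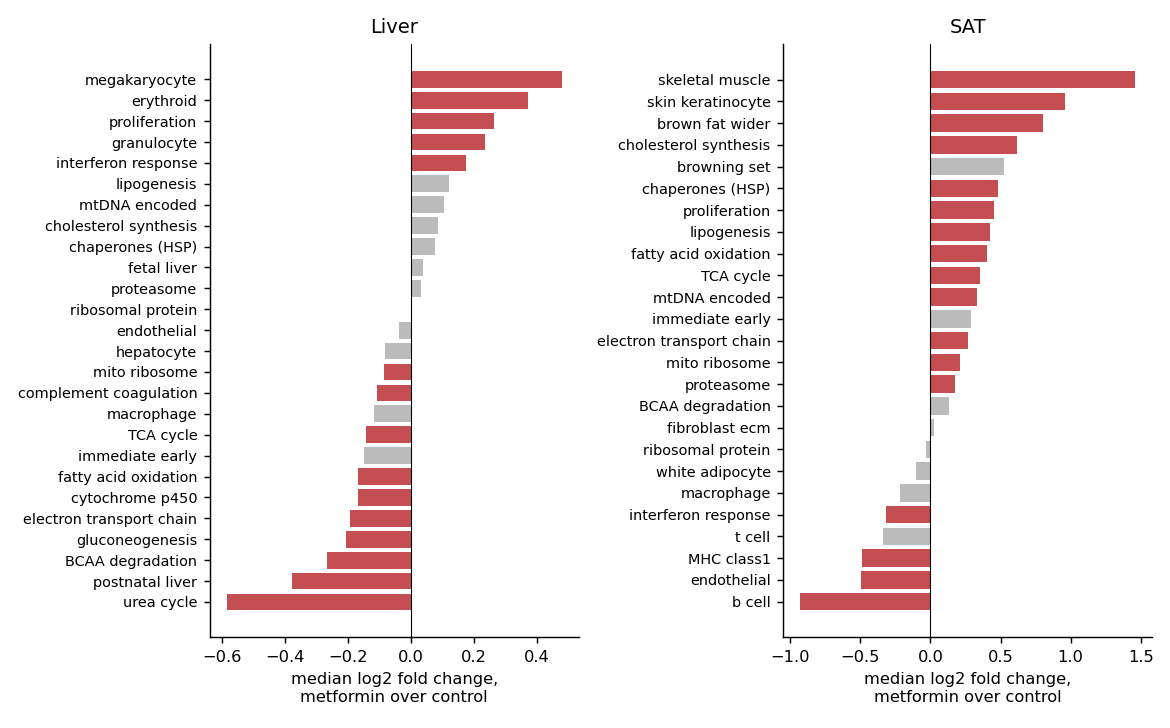
Median log2 fold change (metformin over control) of the genes of each list in liver and SAT, as bars from 0. Red bars passed camera at an adjusted p under 0.05, with the ETC at -0.19 in the liver and 0.27 in SAT.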

The pathways enriched in both tissues were: The citric acid cycle and respiratory electron transport and respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins (REACTOME) and Valine, leucine and isoleucine degradation (KEGG). Furthermore in SAT, pathways associated to immune responses; Antigen Presentation: Folding, assembly and peptide loading of class I MHC, Class I MHC mediated antigen processing & presentation and Antigen processing-Cross presentation were enriched in the metformin group (REACTOME). 

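In SAT, MHC class I and antigen-loading genes were lower as a group only at the preset correlation of camera (adjusted p = 0.393 with an estimated correlation), with *H2-D1*, *H2-T23*, *Nlrc5* and *Tap1* having the smallest p (when arrays were centred on their medians the list's median turned to 0.07, against 0.55 for all genes). *H2-D1*, a classical class I heavy chain, was 11.5 ± 0.524 (SD, n = 6) in the controls and 10.6 ± 0.254 (SD, n = 5) after metformin, a log2 fold change of -0.89 (adjusted p = 0.157 from limma), with every metformin sample below every control. *H2-T23*, a non-classical heavy chain, was 8.35 ± 0.715 (SD, n = 6) and 7.37 ± 0.24 (SD, n = 5), a log2 fold change of -0.99 (adjusted p = 0.183). *Nlrc5*, the transactivator of class I genes, had a log2 fold change of -0.78 (adjusted p = 0.168). *Tap1*, which carries peptides to class I molecules, was 6.47 ± 0.555 (SD, n = 6) and 5.67 ± 0.263 (SD, n = 5), a log2 fold change of -0.81 (adjusted p = 0.184). Of the 18 genes tested none passed limma over all genes, 8 were lower at an unadjusted p under 0.05 and 6 were lower over the list alone, with a median of -0.49. As a list they had an adjusted p of 6.93e-05 from camera. The control SAT sample 1R-4 had a mean of 9.22 over the list, against 8.30 to 8.55 in the other controls. In the same samples, 10 B-cell markers had a median of -0.93 (adjusted p = 1.84e-05 from camera), which was lost at adjusted p = 0.393 with an estimated correlation. The mean of these markers was 8.14 and 7.89 in the controls 1R-1 and 1R-4. In the controls of code 1T it was 6.01 to 6.90, which overlapped the 5.64 to 6.84 of the metformin samples.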

All the enriched pathways (P<0.05) are presented in S6 Table. Moreover, due to the vast amount of genes detected related to TCA and ETC pathway and based on previously reported effects of metformin on the cellular respiration and ATP production [7], [33], illustrations of metformin targeted genes in the aforementioned pathways are provided in Fig. 8A–D and listing of individual genes in S7–S8 Tables.

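In the liver the median log2 fold changes of complexes I to V of the ETC were -0.18, -0.20, -0.17, -0.16 and -0.25, and complexes I and V were lower at both correlations of camera. Complexes II, III and IV passed camera only at its preset correlation (adjusted p = 0.115, 0.116 and 0.115 with an estimated correlation), and they passed fry (adjusted p = 0.00431, 0.00359 and 0.00282). *Sdhb*, the iron-sulfur subunit of complex II, had a log2 fold change of -0.41 (adjusted p = 0.0585 from limma). Of the TCA cycle enzymes, *Mdh1*, a malate dehydrogenase, had -0.65 (adjusted p = 0.0808) and *Pdhb*, a subunit of pyruvate dehydrogenase, -0.35 (adjusted p = 0.103). In SAT the medians were 0.25, 0.31, 0.29, 0.36 and 0.33 for complexes I to V (adjusted p = 0.393 for each with an estimated correlation). *Atp5md*, a small subunit of ATP synthase, was 5.79 ± 0.55 (SD, n = 6) in control SAT and 7.17 ± 0.476 (SD, n = 5) after metformin (log2 fold change of 1.38). *Ndufb2* of complex I (1.22), *Idh2*, a mitochondrial isocitrate dehydrogenase (0.96), and *Sdhd* of complex II (1.04) shared its adjusted p of 0.147.
From camera, the adjusted p in the liver was 1.19e-06 for complex I (adjusted p = 0.0322 with an estimated correlation) and 9.11e-06 for complex V (adjusted p = 0.0109 with an estimated correlation). For complexes II, III and IV it was 0.0399, 0.00341 and 0.00166. In SAT it was 1.84e-05, 0.0391, 0.00825, 0.00318 and 0.00137 for complexes I to V. The genes encoded by mitochondrial DNA had medians of 0.10 in the liver (adjusted p = 0.335) and 0.33 in SAT (adjusted p = 0.00512, and adjusted p = 0.393 with an estimated correlation).

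**Figure D4:**
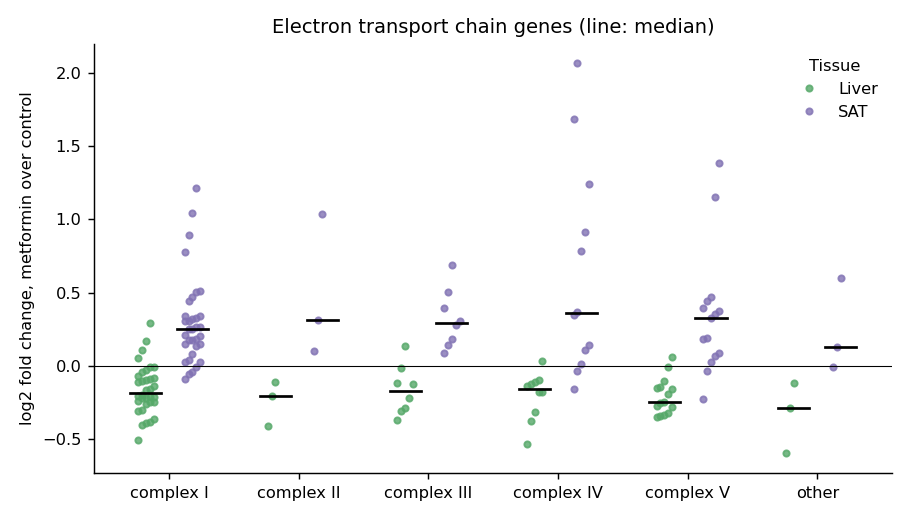
Log2 fold change (metformin over control) of each tested ETC gene in liver and SAT, by complex. Each dot is 1 gene and each line the median of a complex, from -0.25 to -0.16 in the liver and from 0.25 to 0.36 in SAT.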

**Figure 8:**
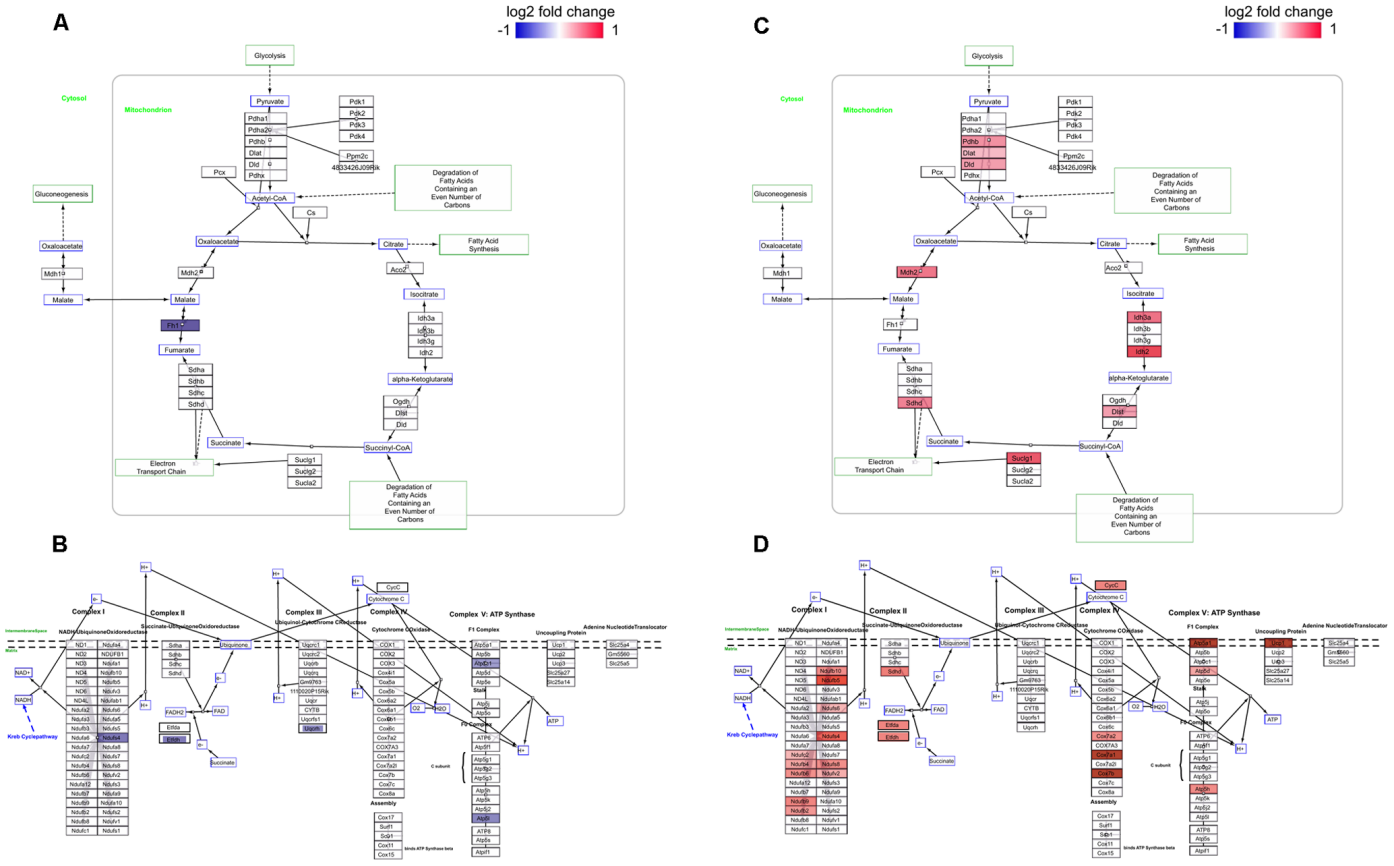
Prenatal metformin exposure in neonatal TCA and ETC pathways. Differentially (P<0.05) expressed genes in TCA cycle and ETC in the liver (A–B) and SAT (C–D) in response to prenatal metformin exposure are shown coloured.

The results of the pathway analyses support the physiological changes in the metabolic phenotype, and can be used further to study the underlying regulatory mechanism. Several genes of metabolism were validated by qPCR. Related to TCA and ETC pathway, the expression of *Fh1, Ndufs4* (complex I), *Etfdh* (mitochondrial electron transfer flavoprotein complex), *Uqcrh* (complex III) and *Atp5c1* (ATP synthase) were down-regulated in the liver in response to metformin exposure (Fig. 9A) indicating a down-shift in the ATP production. 

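On the arrays of the livers, *Fh1*, *Ndufs4*, *Etfdh* and *Atp5c1* were lower after metformin, with all 6 metformin livers below all 6 control livers. *Fh1*, the fumarase of the TCA cycle, fell from 11.2 ± 0.201 (SD, n = 6) to 10.5 ± 0.118 (SD, n = 6), a log2 fold change of -0.66 (standard error 0.102, adjusted p = 0.0037 from limma). *Ndufs4*, an accessory subunit of complex I, fell from 11.1 ± 0.171 (SD, n = 6) to 10.6 ± 0.147 (SD, n = 6), a change of -0.50 (standard error 0.106, adjusted p = 0.0289). *Etfdh*, which passes electrons from fatty acid oxidation to ubiquinone, fell from 10.3 ± 0.142 (SD, n = 6) to 9.70 ± 0.262 (SD, n = 6), a change of -0.60 (standard error 0.108, adjusted p = 0.0112). *Atp5c1*, the gamma subunit of ATP synthase, fell from 12.8 ± 0.0409 (SD, n = 6) to 12.4 ± 0.0777 (SD, n = 6), a change of -0.32 (standard error 0.0708, adjusted p = 0.0339). *Uqcrh*, the hinge subunit of complex III, was 13.1 ± 0.164 (SD, n = 6) and 12.7 ± 0.18 (SD, n = 6), a log2 fold change of -0.37 (standard error 0.105, adjusted p = 0.0722).
Fainter probes of *Fh1* and *Etfdh* had log2 fold changes of -0.23 (adjusted p = 0.665) and 0.34 (adjusted p = 0.361), and the 3 fainter probes of *Ndufs4* had -0.26 (adjusted p = 0.167), -0.33 (adjusted p = 0.0603) and 0.02 (adjusted p = 0.957). *Ndufs4* did not pass without the livers 1R-1 (adjusted p = 0.0644), 1R-4 (0.0511), 3R-1 (0.0604) or 3R-2 (0.0793), nor *Atp5c1* without 1R-1 (0.0567), 1T-4 (0.0595), 3R-1 (0.0719) or 3R-2 (0.0847). Median centring, which put all genes at a median of -0.22, ended all 4 calls (adjusted p = 0.849 each) although the log2 fold changes were larger in size, at -1.10 for *Fh1*, -0.96 for *Ndufs4*, -0.97 for *Etfdh* and -0.86 for *Atp5c1*. Leaving out the animals of code 3R, 4 of the 6 metformin livers, also ended them, at -0.63 for *Fh1* (adjusted p = 0.168), -0.35 for *Ndufs4* (0.521), -0.47 for *Etfdh* (0.231) and -0.32 for *Atp5c1* (0.326). With the joint mean of the erythroid and granulocyte markers as a covariate the log2 fold changes were -0.74 for *Fh1* (adjusted p = 0.0985), -0.37 for *Ndufs4* (0.439), -0.61 for *Etfdh* (0.237) and -0.34 for *Atp5c1* (0.252). The qPCR values were not analysed here. From the lower expression of these genes the paper reasons that ATP production shifted down in the liver.

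**Figure D5:**
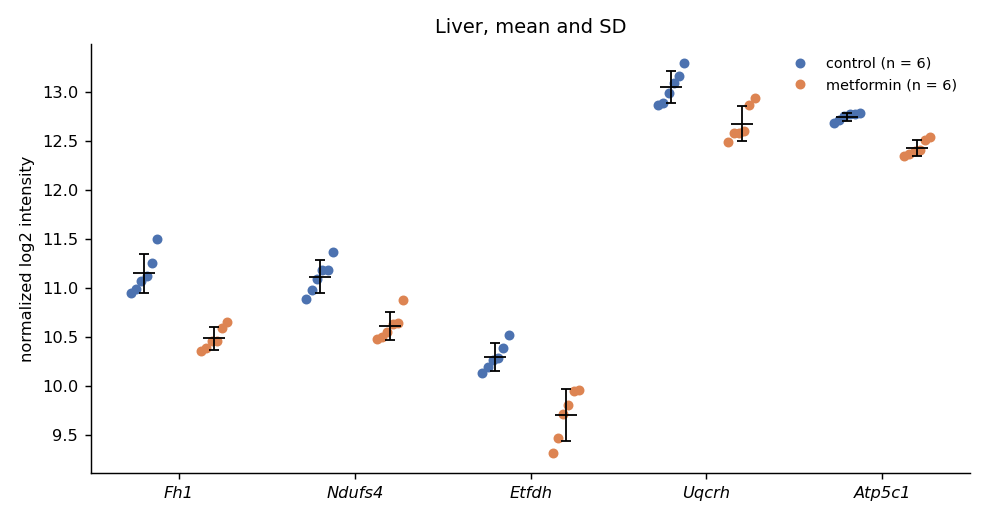
Normalized log2 intensity of *Fh1*, *Ndufs4*, *Etfdh*, *Uqcrh* and *Atp5c1* in control and metformin livers. Dots are arrays and bars the mean and SD (n = 6 in both groups), with *Fh1* at 11.2 and 10.5.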

In the SAT, *Ndufs4*, *Cox7b* (complex IV), Cycs* (cytochrome c) together with Ucp1* were up-regulated (*P-value 0.052, Fig. 9B–C). Additionally, the expression of *Cidea* was up-regulated (P = 0.052) and *AdipoQ* down-regulated in the SAT in the metformin exposed offspring (Fig. 9B–C). 

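On the SAT arrays, *Cox7b*, *Ucp1*, *Cycs* and *Ndufs4* had higher means after metformin, and none passed the test over all genes. *Cox7b*, a subunit of complex IV, was 7.15 ± 0.883 (SD, n = 6) in the controls and 8.83 ± 0.576 (SD, n = 5) after metformin, a log2 fold change of 1.68 (standard error 0.398, adjusted p = 0.147 from limma), and all 5 metformin samples lay above every control. *Ucp1*, the uncoupling protein of brown fat, was 9.29 ± 2.10 (SD, n = 6) and 12.1 ± 0.888 (SD, n = 5), a log2 fold change of 2.80 (standard error 0.854, adjusted p = 0.183). *Cycs*, cytochrome c, was 11.6 ± 0.478 (SD, n = 6) and 12.3 ± 0.293 (SD, n = 5), a log2 fold change of 0.69 (standard error 0.227, adjusted p = 0.202). *Ndufs4* was 11.5 ± 0.221 (SD, n = 6) and 11.8 ± 0.293 (SD, n = 5), a log2 fold change of 0.34 (standard error 0.161, adjusted p = 0.315), and 0.59, 0.69 and 0.94 at its 3 fainter probes.
With all 41 arrays in 1 model, *Ucp1* (adjusted p = 0.00144), *Cox7b* (0.000501) and *Cycs* (0.00819) passed at their brightest probes. *Ndufs4* did not pass at its brightest probe (0.0929) and passed at its 3 fainter ones (adjusted p = 0.00559, 0.000762 and 0.000327). With array weights *Cox7b* passed (0.0113). With the mean of the skeletal muscle markers as a covariate the log2 fold changes were 1.79 for *Ucp1*, 1.25 for *Cox7b*, 0.57 for *Cycs* and 0.30 for *Ndufs4*, and without the 2 dim control arrays, a choice made after the data had been seen, *Ucp1* was at 1.57, *Cox7b* at 1.16 and *Cycs* at 0.45.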

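*Cidea*, a lipid droplet protein abundant in brown fat, was 10.1 ± 1.05 (SD, n = 6) on the arrays of control SAT and 11.7 ± 0.836 (SD, n = 5) after metformin, a log2 fold change of 1.59 (standard error 0.498, adjusted p = 0.187 from limma). *Adipoq*, the adiponectin gene, was 13.9 ± 0.294 (SD, n = 6) and 13.5 ± 0.159 (SD, n = 5), a log2 fold change of -0.32 (standard error 0.156, adjusted p = 0.327). With all 41 arrays in 1 model *Cidea* passed (adjusted p = 0.00199) and *Adipoq* did not (0.0867). *Adipoq* was at 0.34 when arrays were centred on their medians, below the 0.55 for all genes, and *Cidea* was at 1.08 with the muscle markers as a covariate. The 23 white adipocyte markers tested had a median of -0.10 (adjusted p = 0.109 from camera, 2 lower over the list alone).

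**Figure D6:**
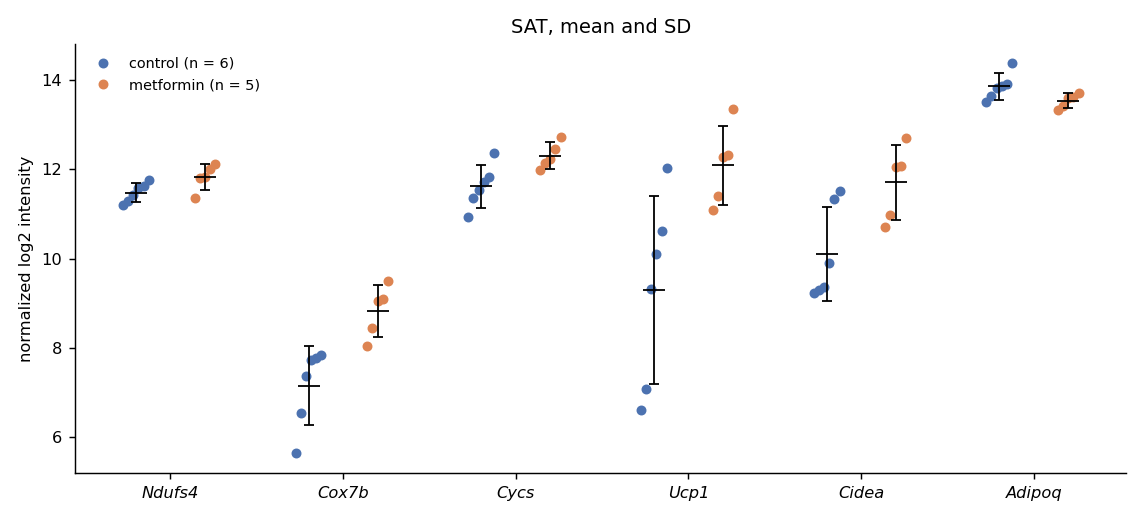
Normalized log2 intensity of *Ndufs4*, *Cox7b*, *Cycs*, *Ucp1*, *Cidea* and *Adipoq* in control and metformin SAT. Dots are arrays and bars the mean and SD (n = 6 controls and n = 5 metformin), with *Ucp1* at 9.29 and 12.1.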

The combined effects in the SAT suggest a phenotypic change towards brown adipose tissue. This was assessed by a comparison (P<0.001) of a set of browning-associated genes (*Prdm16, Ucp1, CIDEA, Cox8b, GLUT4, Ppargca1, Elovl3, Fabp4, AdipoQ*) according to Seale et al. [31].

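Of the set, *Ucp1*, *Cidea*, *Prdm16* and *Cox8b* were higher in metformin SAT when adjusted over the list alone, and *Slc2a4*, *Ppargc1a*, *Fabp4* and *Adipoq* were not. *Prdm16*, which drives the brown fat programme, was 5.49 ± 0.6 (SD, n = 6) in the controls and 6.29 ± 0.302 (SD, n = 5) after metformin, a log2 fold change of 0.81 (adjusted p = 0.204 over all genes from limma). *Cox8b*, a complex IV subunit of brown fat and muscle, was 12.4 ± 0.751 (SD, n = 6) and 13.3 ± 0.526 (SD, n = 5), a log2 fold change of 0.91 (adjusted p = 0.246). The glucose transporter *Slc2a4* was 7.39 ± 0.462 (SD, n = 6) and 7.40 ± 0.471 (SD, n = 5). *Ppargc1a*, a coactivator of mitochondrial genes, was 7.76 ± 1.18 (SD, n = 6) and 7.74 ± 0.803 (SD, n = 5), and the fatty acid binding protein *Fabp4* was 8.06 ± 0.557 (SD, n = 6) and 8.30 ± 0.467 (SD, n = 5). *Elovl3* was not kept by the detection filter.
The median of the 8 genes tested was 0.52 (adjusted p = 0.0549 from camera, adjusted p = 0.393 with an estimated correlation). A wider list of 19 brown fat genes had a median of 0.81 (adjusted p = 0.00038 from camera, adjusted p = 0.393 with an estimated correlation), with 7 higher over the list alone, among them *Plin5*, a coat protein of lipid droplets (log2 fold change of 1.51, adjusted p = 0.151), and *Cpt1b*, which is shared with muscle (1.35, adjusted p = 0.226). With all 41 arrays, 4 of the 8 genes of the set were among the genes called, against 0.673 by chance (hypergeometric exact test, p = 0.00264, added after the data had been seen). For the camera test of the set, chance was not excluded by other splits of the samples. In the same samples the muscle genes *Mylpf*, *Myh8* and *Acta1* had log2 fold changes of 2.56, 2.01 and 1.83, with *Mylpf* at 10.6 ± 2.94 (SD, n = 6) and 13.2 ± 0.45 (SD, n = 5). With the muscle markers as a covariate *Prdm16* was at 0.51 and *Cox8b* at 0.52. From the combined effects in SAT, and with the test of this set, the paper proposes that SAT had shifted towards brown adipose tissue.

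**Figure D7:**
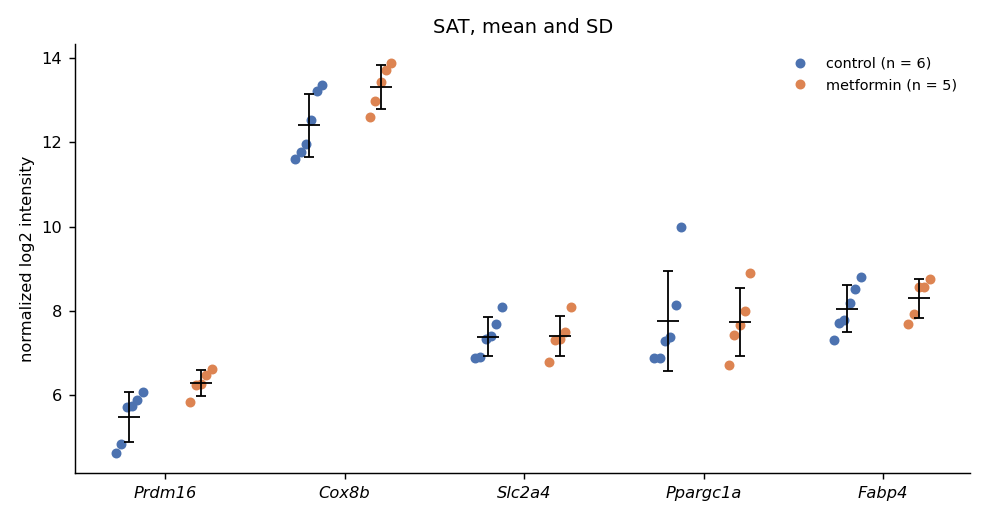
Normalized log2 intensity of *Prdm16*, *Cox8b*, *Slc2a4*, *Ppargc1a* and *Fabp4* in control and metformin SAT. Dots are arrays and bars the mean and SD (n = 6 controls and n = 5 metformin), with *Prdm16* at 5.49 and 6.29.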

**Figure 9:**
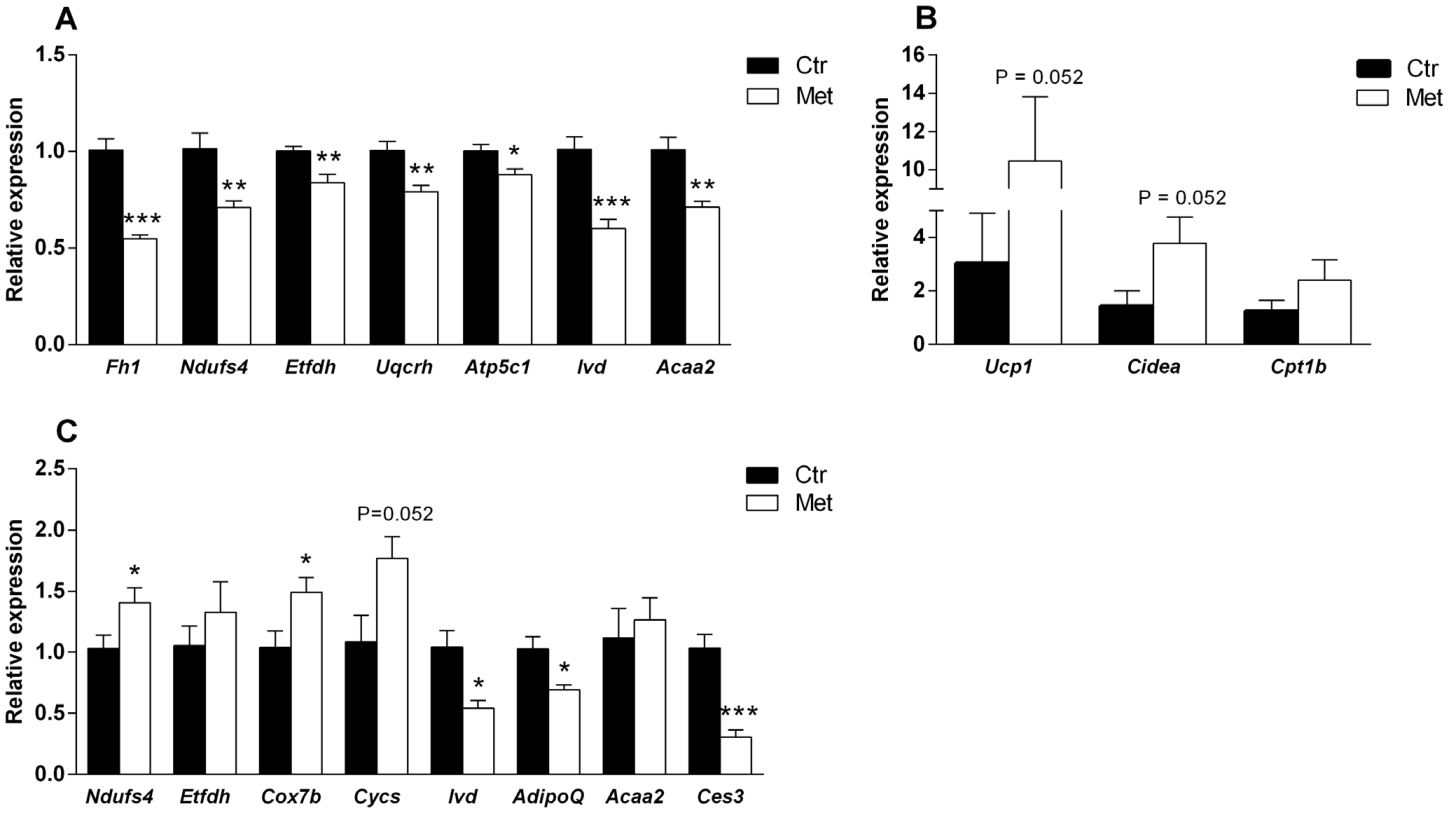
qPCR validation on the microarray-based gene expression profile in the neonatal liver and SAT. The expression of *Fh1* (fumarate hydratase 1), *Ndufs4* (NADH dehydrogenase (ubiquinone) Fe-S protein 4), *Etfdh* (electron transferring flavoprotein, dehydrogenase), *Uqcrh* (ubiquinol-cytochrome c reductase hinge protein), *Atp5c1* (ATP synthase, H^+^transporting, mitochondrial F1 complex, gamma polypeptide 1), *Ivd* (isovaleryl coenzyme A dehydrogenase) and *Acaa2* (acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)) in the neonatal liver (A) by qPCR. n = 6 in both groups. * = P<0.05, ** = P<0.01 and *** = P<0.001. The expression of *Ucp1* (uncoupling protein 1), *Cidea* (cell death-inducing DNA fragmentation factor, alpha subunit-like effector A), *Cpt1b* (carnitine palmitoyltransferase 1b) (B), *Ndufs4* (NADH dehydrogenase (ubiquinone) Fe-S protein 4), *Etfdh* (electron transferring flavoprotein, dehydrogenase), *Cox7b* (cytochrome c oxidase subunit VIIb), *Cycs* (cytochrome c), *Ivd* (isovaleryl coenzyme A dehydrogenase), *AdipoQ* (adiponectin), *Acaa2* (acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)) and *Ces3* (carboxylesterase 1D) in the neonatal SAT (C) by qPCR. n = 5 in Met and 6 in Ctr group. * = P<0.05 and *** = P<0.001 by Student's t-test or Mann-Whitney test. *Ucp1, Cidea* and *Cpt1b* presented separately due to a different scale in the expression levels.

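On the liver arrays, *Ivd*, which oxidizes isovaleryl-CoA from leucine, was 10.1 ± 0.271 (SD, n = 6) in the controls and 9.63 ± 0.19 (SD, n = 6) after metformin, a log2 fold change of -0.45 (standard error 0.118, adjusted p = 0.0602 from limma). *Acaa2*, a mitochondrial thiolase of fatty acid oxidation, was 11.2 ± 0.32 (SD, n = 6) and 10.6 ± 0.376 (SD, n = 6) at its brightest probe, a log2 fold change of -0.67 (standard error 0.178, adjusted p = 0.0602). Of its 3 fainter probes, 1 fell by 0.72 on the log2 scale (adjusted p = 0.0481), so the gene was counted as lower, and the others had log2 fold changes of -0.72 (adjusted p = 0.0518) and -0.09 (adjusted p = 0.667). *Ivd* passed with the authors' normalized values (adjusted p = 0.0308).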

Concerning the valine, leucine and isoleucine degradation pathway (i.e. branched-chain amino acid (BCAA) metabolism), *Ivd* (isovaleryl coenzyme A dehydrogenase) and *Acaa2* (acetyl-Coenzyme A acyltransferase 2) showed down-regulation in the liver (Fig. 9A). *Ivd* was also down-regulated in the SAT (Fig. 9C). Furthermore, microarray profiling showed *Bcat2* and *Bckdha* to be down-regulated in the SAT (not validated by qPCR) indicating the engagement of BCAA metabolism in the processes at neonatal age.

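In SAT, *Ivd* was 10.2 ± 0.187 (SD, n = 6) in the controls and 9.53 ± 0.16 (SD, n = 5) after metformin on the arrays, a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.147 from limma), with every metformin sample below every control. It passed with all 41 arrays in 1 model (adjusted p = 0.000753) and with array weights (adjusted p = 0.0113), and it was at 0.06 when arrays were centred on their medians, against 0.55 for all genes.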

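*Bcat2*, the mitochondrial transaminase that starts BCAA breakdown, was 10.7 ± 0.502 (SD, n = 6) in control SAT and 10.1 ± 0.114 (SD, n = 5) after metformin, a log2 fold change of -0.58 (standard error 0.216, adjusted p = 0.234 from limma). *Bckdha*, a subunit of the branched-chain ketoacid dehydrogenase, was 10.3 ± 0.335 (SD, n = 6) and 9.83 ± 0.21 (SD, n = 5), a log2 fold change of -0.44 (standard error 0.174, adjusted p = 0.253). *Auh*, a hydratase of leucine breakdown, had a log2 fold change of -0.71 (adjusted p = 0.147), whereas *Hadhb*, a thiolase that the pathway shares with fatty acid oxidation, was at 0.99 (adjusted p = 0.178), and *Acaa2* at 0.80 (adjusted p = 0.253). *Bcat2* (adjusted p = 0.0186) and *Bckdha* (adjusted p = 0.0483) passed with all 41 arrays in 1 model. They were at 0.15 and 0.27 when arrays were centred on their medians, below the 0.55 for all genes.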

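*Ces1d*, the lipid droplet carboxylesterase that the platform lists as *Ces3*, was 11.9 ± 0.489 (SD, n = 6) in control SAT and 10.4 ± 0.586 (SD, n = 5) after metformin. This is a log2 fold change of -1.51 (standard error 0.287, adjusted p = 0.147 from limma). It passed with array weights (adjusted p = 0.0427) and with all 41 arrays in 1 model (adjusted p = 6.6e-05), and it was at -0.77 when arrays were centred on their medians, against 0.55 for all genes. *Pnpla2*, the lipase that starts triglyceride breakdown, had a log2 fold change of -0.81 (adjusted p = 0.147).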

Finally, *Ces3* (also *Ces1d, TGH*) was strongly down-regulated in response to metformin in the SAT (Fig. 9C). *Ces3* codes for carboxylesterase 1D, which has recently been connected to obesity, diabetes and lipid metabolism [34], [35]. In addition to this, *Txnip* (thioredoxin-interacting protein; not validated by qPCR) was down-regulated in the metformin offspring. 

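*Txnip*, which binds thioredoxin and restrains glucose uptake, was 12.8 ± 0.725 (SD, n = 6) in control SAT and 11.8 ± 0.215 (SD, n = 5) after metformin at its brightest probe, with every metformin sample below every control. The log2 fold change was -1.01 (standard error 0.299, adjusted p = 0.183 from limma) at this probe and -1.20 at the other (adjusted p = 0.183). *Txnip* passed with all 41 arrays in 1 model (adjusted p = 0.00888), and it was at -0.35 when arrays were centred on their medians, against 0.55 for all genes.

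**Figure D8:**
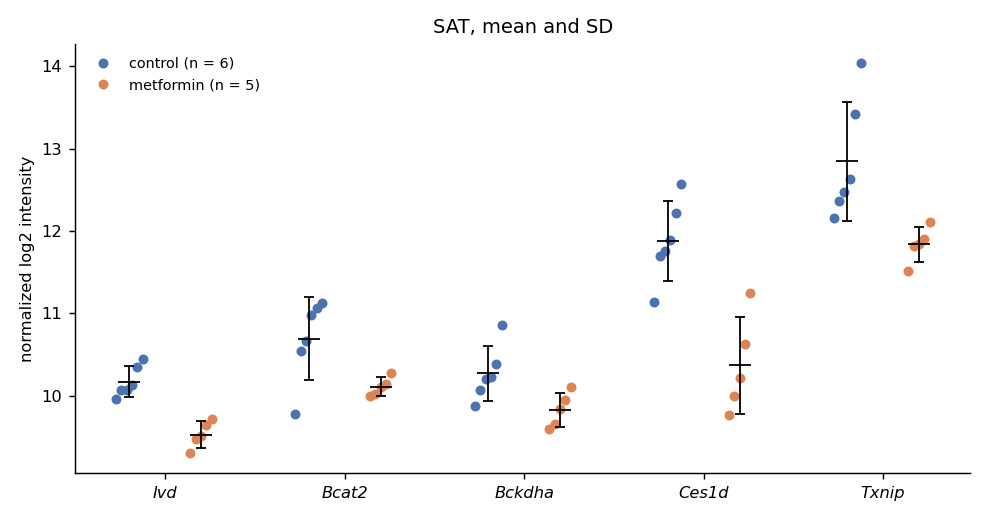
Normalized log2 intensity of *Ivd*, *Bcat2*, *Bckdha*, *Ces1d* and *Txnip* in control and metformin SAT. Dots are arrays and bars the mean and SD (n = 6 controls and n = 5 metformin), with *Ces1d* at 11.9 and 10.4.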

*Txnip* has been shown to inhibit cellular glucose uptake [36] and convey hyperglycemia induced inflammation [37].

## Discussion

Diabetic environment *in utero* predisposes fetuses and newborn to macrosomia, hypoglycemia and other perinatal complications [10], [14]. Importantly, it also increases the risk for later metabolic disorders in the offspring [11], [12]. Thus, it is important to normalise the maternal metabolism in diabetic pregnancies with diet, insulin or, as recent studies suggest, with metformin [18], [20]. Our previous study showed that when metformin is administered to dams on a regular diet, the offspring are predisposed to diet-induced obesity [24]. Furthermore, the male offspring have impaired glucose metabolism on HFD. With the current mouse model we demonstrated that prenatal metformin exposure has largely a protective effect on the metabolic phenotype of the offspring during HFD. This was more prominently seen in the female offspring by a decrease in the adipose tissue accumulation and in the prevention of HFD-induced impairment in glucose tolerance in both genders. Moreover, microarray profiling revealed major changes in the gene expression pattern at neonatal age with possible implications to the phenotype observed during HFD.

At present, there are several clinical studies that report the efficacy and safety of metformin treatment in GDM and pregnancies complicated by PCOS [16]–[18], [20], [21]. However, there are few experimental set-ups which include the long-term follow-up of the offspring. Rowan et al. have reported that when women with GDM were treated with metformin, alone or in combination with insulin, the offspring at two years had more subcutaneous fat without the expense of the total amount of fat compared to those exposed only to insulin [38]. These changes in the fat distribution were discussed to provide a protection against later accumulation of ectopic fat. However, in humans, this hypothesis cannot be validated in adult life for a long time.

Rodent models have been used extensively to investigate the effects of maternal obesity, obesogenic diet and hyperglycemia to the metabolic profile of the offspring [22]. The benefit of rodent studies rely on feasible performance and study designs which include several approaches aiming at a comprehensive characterisation of a phenomenon. However, it must be noted that the metabolism and the external environment in rodents and humans (e.g. during pregnancy) are also different and all the effects observed during the course of the studies may not be translatable. Nevertheless, the value of the studies resides in the characterisation of target organs and systems affected. In the present study, we used a metabolic model (pre-conceptual and gestational HFD) characterised by Liang et al. to model human GDM and vasculopathy of the placenta [39]. In our study, fasting blood glucose was significantly elevated in the mice on HFD compared to those on RD indicating that HFD does induce metabolic changes. However, similar to Liang et al., we did not see an effect of the HFD on the body weight before the conception. Female C56BL/6 mice have been shown to be relatively resistant to diet-induced obesity and the effects on the body weight might need a longer HFD period [40].

The dose (300 mg/kg) for metformin administration was selected based on previously published rodent studies [24]–[29]. The dose was well tolerated with no signs of toxicity, and allometrically scales up to human clinical doses of 1.7 g/day to a 70 kg man [24]. Yet, we detected a small but significant decrease in the weight of metformin exposed fetuses at E18.5 (considered as birth weight). This might be attributed to the blood glucose lowering effect of metformin that was observed in the pregnant dams after metformin administration. Other major changes in the phenotype of the offspring were not observed during the RD phase as assessed by the body weight gain, food intake, adipokine measurements at the age of four weeks (male offspring), and glucose tolerance at the age of 10 weeks. One interesting finding during the RD phase at 10 weeks of age was however decreased serum leptin levels in the metformin exposed male offspring without a significant difference in the body weight. Body composition was not measured at this time point but the result could indicate lower amount of adipose tissue. It seems that the phenotypic differences between control and metformin exposed offspring do not manifest without a clear metabolic challenge. During the HFD phase, a preventive effect of prenatal metformin exposure to diet-induced impairment of glucose tolerance was observed. As there were no changes in the insulin levels at the end of the study, we hypothesise that the effects on the glucose metabolism may be mediated by improved insulin sensitivity. However, we did not perform insulin sensitivity tests and our *GLUT4* expression data in eWAT of the male offspring does not demonstrate significant effects on the receptor expression in the adipose tissue (S2 Fig.).

A study of the long-term effects of metformin in a metabolic model was recently published by Tong et al [29]. In their research, the offspring were exposed to metformin during the pregnancy and lactation as we administered metformin only during the gestation in order to investigate the prenatal effects of metformin exposure. Nevertheless, similar to our current data Tong et al. describe a largely improved metabolic profile of the metformin exposed offspring. Specifically, there was an increased mitochondrial content and higher oxidative phosphorylation (OXPHOS) capacity of the muscle. Our study on the other hand extended the knowledge of prenatal metformin exposure on the adipose tissue accumulation and improved metabolism. Moreover, the cues for the altered phenotype were found from the neonatal gene expression pattern.

To study the neonatal gene expression pattern and potential metabolic pathways responsible for the effects on the phenotype, we performed microarray analyses of the liver and SAT of the 4-day old male offspring. Perinatal time frame is a critical period for development in mice and provides a sensitive time window for environmental influences [41]. Studies exploring the mechanisms of energy balance show that giving a suitable stimulus (e.g. leptin) during the perinatal period can have persistent effects on the metabolic phenotype, i.e. programming [42], [43]. Programming occurs most likely *via* epigenetic modulation of the gene expression [44]. Thus, we were prompted to investigate particularly the early changes in the gene expression levels. Whether the changes observed at the neonatal age are permanent, remains unclear and require further studies.

Liver is a target tissue of metformin as it is the principal tissue delivering glucose to the body. 

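Averaged over all tested genes of the mitochondrial ETC, the mean log2 intensity was 10.9 ± 0.0515 (SD, n = 6) in control livers and 10.8 ± 0.0307 (SD, n = 6) in metformin livers, each of which lay below every control. The control liver 1T-3 was the highest at 11.1. In the same livers the mean of the erythroid markers was 9.36 ± 0.325 (SD, n = 6) in the controls and 9.74 ± 0.131 (SD, n = 6) after metformin. Among the markers, *Alas2*, which starts haem synthesis in erythroblasts, had a log2 fold change of 0.43, and the granulocyte proteinase gene *Prtn3* rose by 0.57 (adjusted p = 0.036 from limma). With the joint mean of the erythroid and granulocyte markers as a covariate the median log2 fold change of the ETC genes was -0.14. In RD livers of males the mean of the ETC genes was 11.0 in the controls and 11.1 after metformin (n = 3 in both groups).

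**Figure D9:**
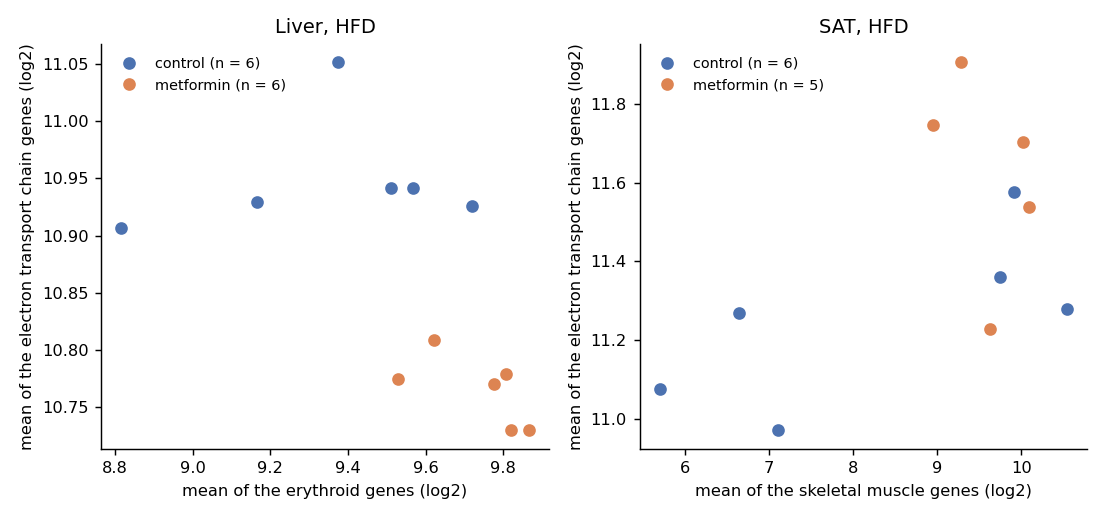
Mean log2 intensity of the ETC genes on each array against that of the erythroid markers in the liver and of the skeletal muscle markers in SAT. Each dot is 1 array, and the metformin livers lie below the control livers, with group means of 10.8 and 10.9.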

Interestingly in our data, several ETC pathway genes were down-regulated in the liver in response to metformin. Effects were detected e.g. in the down-regulated expression of genes associated with ETC complex I (*Ndufs4*), complex III (*Uqcrh*) and ATP synthase (*Atp5c1*). Previously, the inhibitory effects of metformin on the complex I of the ETC have been reported in a few individual studies [33], [45]. Moreover, it has been demonstrated that metformin affects the rate of gluconeogenesis by decreasing cellular ATP levels in the liver [7]. Furthermore, the level of mitochondrial functionality in metabolic disorders is a matter of great interest [46]. Although defects in the cellular respiration have been held as a cause for impaired metabolism, a recent mouse model of mitochondrial OXPHOS deficiency (*AIF* KO) shows that a reduction in OXPHOS protects against metabolic disturbances [47]. Our analyses support the effects of metformin on the ETC complexes and indicate further a therapeutic effect of metformin in the fetal liver which might have long-term effects in our model.

In contrast to the liver, adipose tissue is not considered as a primary target tissue of metformin. However, adipocytes have an essential role in major metabolic disorders and based on our previous and present results of adipose tissue accumulation, we considered vital to investigate the gene expression pattern of the adipose tissue. In the SAT, there were several pathways of metabolism affected by prenatal metformin exposure (S6 Table). In contrast to the data obtained from the liver, the effects on the ETC were the opposite. 

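In SAT, genes of mitochondrial ribosomes, cholesterol synthesis, fatty acid oxidation and lipogenesis were higher as groups only at the preset correlation of camera. The 71 genes of mitochondrial ribosomes had a median log2 fold change of 0.21 (adjusted p = 2.31e-06 from camera, adjusted p = 0.393 with an estimated correlation), with 2 higher over the list alone. *Mrpl20*, of the large subunit, had the log2 fold change 0.75 (adjusted p = 0.147 from limma). The 15 genes of cholesterol synthesis had a median of 0.62 (adjusted p = 4.62e-05, and adjusted p = 0.393 with an estimated correlation), with *Hsd17b7*, which acts late in the pathway, at 0.83. The 17 genes of fatty acid oxidation had a median of 0.40 (adjusted p = 0.00512, and adjusted p = 0.438 with an estimated correlation). The 15 genes of lipogenesis had a median of 0.43 (adjusted p = 0.0367, and adjusted p = 0.476 with an estimated correlation). In the same samples the muscle marker *Myl1* was 13.5 ± 1.64 (SD, n = 6) in the controls and 14.9 ± 0.262 (SD, n = 5) after metformin (adjusted p = 0.299).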

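Of the 73 ETC genes tested in both tissues, 58 had a lower mean in the liver and a higher mean in SAT after metformin, 1 had the reverse, 8 were lower in both and 6 higher in both. The metformin effect in SAT minus that in the liver had a median of 0.47 over the 75 ETC genes kept in the model of both tissues (adjusted p = 3.3e-21 from camera, adjusted p = 0.102 with an estimated correlation). *Fh1* had a difference of 0.88 (standard error 0.17, adjusted p = 0.0673 from limma), *Etfdh* of 1.16 (standard error 0.257, adjusted p = 0.0822), *Ndufs4* of 0.85 (standard error 0.191, adjusted p = 0.0822) and *Cox7b* of 1.78 (standard error 0.421, adjusted p = 0.087). *Slc13a3*, a carrier of dicarboxylates, was the only gene whose difference passed, and it was picked out after its values were seen. It was detected on 0 of the 11 SAT arrays, so its difference restates the liver, where it was 5.22 ± 0.365 (SD, n = 6) in the controls and 6.41 ± 0.238 (SD, n = 6) after metformin.
Liver and SAT of 1 animal were also fitted as a replicate block in the model of the 23 HFD arrays, and *Slc13a3* again was the only gene to pass. The paired tissues of an animal had a median correlation of 0.171 over genes, and 7 of 11 SAT samples matched their own liver best. The TCA cycle list had a difference of 0.64.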

Genes associated to the mitochondrial ETC pathway (*Ndufs4*, *Cycs, Cox7b* and *Ucp1)* were up-regulated by metformin exposure. Moreover, there was a strong link in our dataset with what is previously known about the “browning” of white adipocytes [31]. Recent reports have identified a special population of white adipocytes able to transform to a brown-like phenotype under suitable stimuli such as cold exposure, pharmacological β_3_ -adrenergic stimulation and anti-diabetic thiazolidinedione treatment [31], [48]–[52]. A mouse model of white and brown fat specific *Ucp1* expression shows that the induction of *Ucp1* together with other mitochondrial genes in white adipose tissue attributes to a lean phenotype [53]. Studies have shown that this type of phenotypic shift may also lead to resistance to diet-induced obesity [31], [54] as can be indicated also in our study. Body composition measurement after six weeks of HFD at adulthood revealed that prenatal metformin exposure resulted in a decreased amount of adipose tissue, especially in the female offspring.

Microarray data revealed also that a novel obesity-associated gene, *Ces3*, was down-regulated by metformin exposure in the neonatal adipose tissue. *Ces3* is a regulator of lipolysis and was recently found to promote lipid storage in adipocytes [34]. Interestingly, we observed that metformin exposed female offspring have a higher percentage of smaller and a minor percentage of larger adipocytes at the end of the HFD phase. Furthermore, the analysis of the number of the adipocytes in gWAT depot showed a strong tendency to hypoplasia in the metformin offspring. The down-regulation of *Ces3* may be a link in the observed hypotrophy and hypoplasia although further studies are needed to verify this.

Given all our data on the effects of metformin on the dams and offspring, it is most probable that the effects are both direct and indirect. The fact that metformin lowered the blood glucose of the HFD dams is a mark of beneficial effects on the maternal glucose metabolism and it contributes also to the growth environment of the fetuses. However, as metformin readily crosses the placenta [24], the direct effects are also undoubtedly present in the fetus. It must be noted that the distinction between these two mechanisms is utterly challenging with experimental set-ups.

In summary, the present study provides evidence that prenatal exposure to metformin in the maternal HFD mouse model has beneficial influences on the glucose tolerance, body weight development and fat mass accumulation in the offspring during HFD. Furthermore, metformin exposure affects the expression of several metabolic genes and pathways at neonatal age indicating that it modifies a large network of metabolic processes like the ETC pathway. 

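In the liver, genes of the urea cycle, of the postnatal liver programme, of fatty acid oxidation and of cytochromes P450 were lower as groups at the preset correlation of camera, and the urea cycle and cytochromes P450 lost the call with an estimated correlation (adjusted p = 0.0537 and 0.15) and passed fry (adjusted p = 0.00211 and 0.0157). *Asl*, which cleaves argininosuccinate, fell from 8.60 ± 0.505 (SD, n = 6) to 7.44 ± 0.518 (SD, n = 6), a log2 fold change of -1.16 (adjusted p = 0.0276 from limma). *Arg1*, which releases urea, had a log2 fold change of -0.84 (adjusted p = 0.0773) and the ornithine carrier *Slc25a15* of -0.57 (adjusted p = 0.0531). *Uox*, which oxidizes urate, fell by 0.55 (adjusted p = 0.0339) and *Cyp4f14*, an omega-hydroxylase, by 0.79 (adjusted p = 0.036). Of the 9 urea cycle genes 2 fell (7 over the list alone, median -0.58, adjusted p = 5.34e-06 from camera). Of the 14 postnatal genes 4 fell (7 over the list alone, median -0.38, adjusted p = 6.12e-06, adjusted p = 0.0322 with an estimated correlation). Of the 18 genes of fatty acid oxidation 1 fell (6 over the list alone, median -0.17, adjusted p = 0.000729, adjusted p = 0.0483 with an estimated correlation). Of the 36 cytochromes P450 2 fell (6 over the list alone, median -0.17, adjusted p = 0.000266). The control liver 1T-1 had a mean of 10.5 over the urea cycle genes, against 9.36 to 9.68 in the other controls. In the same livers the median log2 fold changes of erythroid, granulocyte and megakaryocyte markers were 0.37, 0.23 and 0.48. With the joint mean of the erythroid and granulocyte markers as a covariate no liver gene passed limma, and the list medians were -0.77 for the urea cycle, -0.46 for the postnatal genes, -0.20 for fatty acid oxidation and -0.12 for cytochromes P450.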

Finally, together with our previous data [24] it seems evident that the maternal metabolic status during gestation has a crucial role in determining how the prenatal metformin exposure translates to the phenotype of the offspring.

## Supporting Information

S1 Fig Offspring serum leptin during RD. Leptin levels of the female (A) and male (B) offspring at the end of the RD phase at 10 weeks of age. n = 7–8. P = 0.054 by Mann-Whitney test.
(PDF)

S2 Fig *GLUT4* mRNA expression in the eWAT at the end of the HFD phase. +/− denotes whether the mice were given an acute metformin dosage (2×300 mg/kg, p.o.), n = 5–8. Data expressed as mean ±SEM.
(PDF)

S1 Table Sequences (5′–>3′) of the primer pairs used for qPCR.
(PDF)

S2 Table Blood glucose, lipids and adipokines of the female offspring. P<0.05; prenatal treatment effect by 2-way ANOVA. +/− denotes whether the mice were given an acute metformin dosage (2×300 mg/kg, p.o.). n = 3–8. Data expressed as mean ±SEM.
(PDF)

S3 Table Blood glucose, lipids and adipokines of the male offspring. P<0.05; prenatal treatment effect by 2-way ANOVA. +/− denotes whether the mice were given an acute metformin dosage (2×300 mg/kg, p.o.). n = 5–8. Data expressed as mean ±SEM.
(PDF)

S4 Table Differentially (P<0.05) expressed genes in the liver in response to prenatal metformin exposure. In the liver, the expression of 165 unique genes was changed significantly. Table contains all the probes/gene (number of rows 185) shown from the highest up-regulation to the lowest down-regulation, n = 6 in both groups. LogFC  =  fold change in a logarithmic scale.
(PDF)

S5 Table Differentially (P<0.05) expressed genes in the SAT in response to prenatal metformin exposure. In the SAT, the expression of 1009 unique genes was changed significantly. Table contains all the probes/gene (number of rows 1082) shown from the highest up-regulation to the lowest down-regulation, n = 5–6. LogFC  =  fold change in a logarithmic scale.
(PDF)

S6 Table Enriched pathways in the liver and SAT according to the hypergeometric test. q-value equals to P-value.
(PDF)

S7 Table Genes associated to REACTOME pathway citric acid (TCA) cycle and respiratory electron transport (ETC).
(PDF)

S8 Table Genes associated to REACTOME pathway respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins.
(PDF)

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S1 Table — Sequences (5′–>3′) of the primer pairs used for qPCR.

**Table S1. Sequences (5' -> 3') of the primer pairs used for qPCR.**

| Gene   | Gene Accession | Forward (5' -> 3')      | Reverse (5' -> 3')     |
|--------|----------------|-------------------------|------------------------|
| Acaa2  | NM_177470.3    | CTGCTACGAGGTGTGTTTCATC  | AGCTCTGCATGACATTGCCC   |
| AdipoQ | NM_009605.4    | AGGGCTCAGGATGCTACTGT    | CACAAGTTCCTTGGGTGGA    |
| Atp5c1 | NM_020615.4    | CAAGGCTCCACCATGTTCTC    | TTCAGAGTTGCCATGTTTCG   |
| Ces3   | NM_053200.2    | TGGTATTTGGTGTCCCATCA    | GCTTGGGCGATACTCAAAC    |
| Cidea  | NM_007702.2    | GCCGTGTTAAGGAATCTGCTG   | TGCTCTTCTGTATCGCCCAGT  |
| Cox7b  | NM_025379.2    | TGTTGCCCTTAGCCAAAAAC    | AAGATGGCTCCACCTGCTAA   |
| Cpt1b  | NM_009948.2    | GAGTGACTGGTGGGAAGAATATG | GCTGCTTGACATTTGTGTT    |
| Cycs   | NM_007808.4    | GGACGTCTGTCTTCGAGTCC    | ACTGGGCACACTTCTGAACA   |
| Etfdh  | NM_025794.2    | GTGCGACTAACCAAGCTGTC    | GGATGAACAGTGTAGTGAGTGG |
| Glut4  | NM_009204.2    | GACGGACACTCCATCTGTTG    | GCCACGATGGAGACATAGC    |
| Ivd    | NM_019826.3    | CACTCGATATTGCCTGTGGA    | TGATCAATCTCTTGGGCCTT   |
| Ndufs4 | NM_010887.2    | CTGCCGTTTCCGTCTGTAGAG   | TGTTATTGCGAGCAGGAACAAA |
| Rps29  | NM_009093.2    | ATGGGTCACCAGCAGCTCTA    | AGCCTATGTCCTTCGCGTACT  |
| Ucp1   | NM_009463.3    | ACTGCCACACCTCCAGTCATT   | CTTTGCCTCACTCAGGATTGG  |
| Uqcrh  | NM_025641.3    | GTGGACCCCCTAACAACAGTG   | CGGGAAGACACGCGATTATCA  |

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S2 Table — Blood glucose, lipids and adipokines of the female offspring. P<0.05; prenatal treatment effect by 2-way ANOVA. +/− denotes whether the mice were given an acute metformin dosage (2×300 mg/kg, p.o.). n = 3–8. Data expressed as mean ±SEM.

Table S2. Blood glucose, lipids and adipokines of the female offspring. $P < 0.05$; prenatal treatment effect by 2-way ANOVA. +/- denotes whether the mice were given an acute metformin dosage (2 X 300 mg/kg, p.o.). $n = 3 - 8$. Data expressed as mean $\pm$ SEM.

		Prenatal group				P-value<br><i>Prenatal treatment</i>
		Ctr	Ctr	Met	Met	
Acute metformin		-	+	-	+	
	Glucose (mmol/l)	8.7 $\pm$ 0.8	7.0 $\pm$ 0.5	9.6 $\pm$ 0.8	7.9 $\pm$ 0.5	NS ^{*)}
	Trigly (mg/ml)	0.54 $\pm$ 0.22	0.62 $\pm$ 0.1	0.63 $\pm$ 0.16	0.54 $\pm$ 0.13	NS
	Cholesterol (mM)	0.56 $\pm$ 0.13	0.70 $\pm$ 0.10	0.47 $\pm$ 0.05	0.52 $\pm$ 0.07	NS
	NEFA (mmol/l)	0.30 $\pm$ 0.04	0.27 $\pm$ 0.04	0.29 $\pm$ 0.06	0.24 $\pm$ 0.03	NS
	Leptin (pg/ml)	8473 $\pm$ 1966	7618 $\pm$ 1338	5775 $\pm$ 1619	3599 $\pm$ 1288	< 0.05
	Insulin (pg/ml)	268 $\pm$ 119	308 $\pm$ 188	335 $\pm$ 86	621 $\pm$ 235	NS
	Resistin (pg/ml)	2000 $\pm$ 387	1713 $\pm$ 202	2116 $\pm$ 341	1745 $\pm$ 215	NS

^{*)} Acute metformin $P < 0.05$

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S3 Table — Blood glucose, lipids and adipokines of the male offspring. P<0.05; prenatal treatment effect by 2-way ANOVA. +/− denotes whether the mice were given an acute metformin dosage (2×300 mg/kg, p.o.). n = 5–8. Data expressed as mean ±SEM.

Table S3. Blood glucose, lipids and adipokines of the male offspring. $P < 0.05$; prenatal treatment effect by 2-way ANOVA. +/- denotes whether the mice were given an acute metformin dosage (2 X 300 mg/kg, p.o.). n = 5 - 8. Data expressed as mean $\pm$ SEM.

		Prenatal group				P-value<br><i>Prenatal treatment</i>
		Ctr	Ctr	Met	Met	
Acute metformin		-	+	-	+	
	Glucose (mmol/l)	8.3 $\pm$ 0.8	7.8 $\pm$ 0.9	10.3 $\pm$ 0.5	8.4 $\pm$ 0.6	<i>NS</i> ^{*)}
	Trigly (mg/ml)	0.82 $\pm$ 0.20	0.80 $\pm$ 0.10	0.47 $\pm$ 0.08	0.48 $\pm$ 0.13	< 0.05
	Cholesterol (mM)	1.76 $\pm$ 0.19	1.80 $\pm$ 0.14	1.48 $\pm$ 0.14	1.29 $\pm$ 0.11	< 0.05
	NEFA (mmol/l)	0.26 $\pm$ 0.03	0.28 $\pm$ 0.02	0.26 $\pm$ 0.03	0.26 $\pm$ 0.04	<i>NS</i>
	Leptin (pg/ml)	13729 $\pm$ 4481	13720 $\pm$ 3369	14388 $\pm$ 2426	7253 $\pm$ 2319	<i>NS</i>
	Insulin (pg/ml)	474 $\pm$ 61	465 $\pm$ 62	423 $\pm$ 96	359 $\pm$ 70	<i>NS</i>
	Resistin (pg/ml)	1583 $\pm$ 250	1698 $\pm$ 229	2283 $\pm$ 402	1584 $\pm$ 176	<i>NS</i>

^{*)} Acute metformin $P = 0.12$

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S4 Table — Differentially (P<0.05) expressed genes in the liver in response to prenatal metformin exposure. In the liver, the expression of 165 unique genes was changed significantly. Table contains all the probes/gene (number of rows 185) shown from the highest up-regulation to the lowest down-regulation, n = 6 in both groups. LogFC = fold change in a logarithmic scale.

Table S4. Differentially ($P < 0.05$) expressed genes in the liver in response to prenatal metformin exposure. In the liver, the expression of 165 unique genes was changed significantly. Table contains all the probes/gene (number of rows 185) shown from the highest up-regulation to the lowest down-regulation, $n = 6$ in both groups. LogFC = fold change in a logarithmic scale.

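The table lists 185 probes, 51 higher and 134 lower after metformin, by the paper's own calls. Of its 165 genes, 151 had a kept probe here. Of these, 144 had the paper's direction, 127 of them at an unadjusted p under 0.05, and 54 were also called here, while 53 genes called here are not in the table. The log2 fold changes had a rank correlation of 0.773 with the paper's. With the authors' normalized values and all 41 arrays in 1 model, 191 genes were called and 149 of them are in the table. As both come from the same samples, the overlap is not independent evidence.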

GENE Entrez	GENE Symbol	LogFC	Adj. P-value
17318	Mid1	1.22	0.011
225913	Dak	1.04	0.005
17523	Mpo	0.78	0.000
17523	Mpo	0.70	0.001
66961	2310043N10Rik	0.69	0.007
19152	Prtn3	0.51	0.004
217125	Samd14	0.50	0.016
100045999	LOC100045999	0.48	0.047
107503	Atf5	0.47	0.018
23925	Kel	0.47	0.028
19044	Ppox	0.44	0.012
17002	Ltf	0.43	0.043
15384	Hnrnpab	0.43	0.047
100047651	LOC100047651	0.43	0.018
11684	Alox12	0.42	0.022
103711	Pnpo	0.39	0.025
17523	Mpo	0.36	0.001
50701	Ela2	0.34	0.030
252870	Usp7	0.34	0.017
16399	Itga2b	0.34	0.004
19185	Psmc4	0.34	0.037
71643	4930422G04Rik	0.32	0.006
235606	Apeh	0.31	0.038
70026	Bzrpl1	0.30	0.047
18770	Pklr	0.28	0.012
16534	Kcnn4	0.28	0.025
20637	Snrp70	0.27	0.040
231830	Mical2	0.25	0.044
71941	2310051N18Rik	0.24	0.027
108052	Slc14a1	0.22	0.006
27205	Podxl	0.22	0.038
66532	2210417D09Rik	0.22	0.015
239552	Apol2	0.22	0.016
214901	Chtf18	0.22	0.047
67655	Ctdp1	0.21	0.018
22594	Xrcc1	0.20	0.024
100047674	LOC100047674	0.20	0.034
217353	Tmc6	0.19	0.040
67112	Fgf22	0.19	0.028

213988	Tnrc6b	0.19	0.007
68925	Rpap1	0.18	0.024
106205	Zc3h7a	0.17	0.046
442827	9830134C10Rik	0.17	0.017
59035	Carm1	0.17	0.044
50997	Mpp2	0.17	0.047
241525	Ypel4	0.16	0.003
21825	Thbs1	0.15	0.028
68964	1500010J02Rik	0.15	0.047
170676	Peg10	0.14	0.029
240753	Plekha6	0.12	0.018
12695	Inadl	0.11	0.039
69585	Hfe2	-0.12	0.042
211401	Mtss1	-0.12	0.048
100609	Nsun5	-0.12	0.024
83490	Pik3ap1	-0.14	0.027
97487	Cmtm4	-0.14	0.031
20913	Stxbp4	-0.16	0.014
14287	Fpgs	-0.16	0.032
75462	1700001C19Rik	-0.17	0.034
330463	Zfp78	-0.17	0.018
211389	Suox	-0.18	0.040
74931	4930481A15Rik	-0.18	0.025
381534	Ube2u	-0.18	0.043
67674	0610038D11Rik	-0.18	0.005
71562	Afmid	-0.18	0.010
234878	BC021891	-0.19	0.010
223920	Soat2	-0.19	0.017
27215	Azi2	-0.19	0.008
69770	1600002K03Rik	-0.22	0.017
98845	Eps8l2	-0.22	0.028
24059	Slco2a1	-0.22	0.048
214424	Parp16	-0.23	0.010
66129	1110018J18Rik	-0.24	0.048
194433	Olfr707	-0.24	0.012
71336	Rbks	-0.25	0.019
216871	Gltpd2	-0.25	0.003
56350	Arl3	-0.26	0.023
68338	Golt1a	-0.26	0.039
30956	Aass	-0.26	0.040
68347	0610011F06Rik	-0.27	0.011
56629	Dnase2b	-0.27	0.003
85031	Pla1a	-0.27	0.000
66487	2010107H07Rik	-0.27	0.030
76429	2310007H09Rik	-0.27	0.047

85031	Pla1a	-0.28	0.023
94279	Sfxn2	-0.28	0.005
100034251	OTTMUSG00000000971	-0.28	0.021
20751	Spr	-0.28	0.022
50702	Cfhr1	-0.29	0.006
69745	Pold4	-0.29	0.047
68312	Gstm7	-0.29	0.014
50765	Trfr2	-0.29	0.046
71562	Afmid	-0.29	0.004
71562	Afmid	-0.30	0.001
381045	Ccdc58	-0.31	0.030
66333	Aqp11	-0.31	0.018
103149	Upb1	-0.31	0.030
231903	Prhoxnb	-0.31	0.027
76257	Slc38a3	-0.31	0.042
17175	Masp2	-0.32	0.044
66412	Arrdc4	-0.32	0.035
16621	Klkb1	-0.32	0.024
76654	Upp2	-0.33	0.022
93747	Echs1	-0.34	0.046
15160	Serpind1	-0.36	0.032
71760	Agxt2l1	-0.37	0.047
76654	Upp2	-0.37	0.007
223267	a2ld1	-0.38	0.007
66847	Hint3	-0.38	0.037
94279	Sfxn2	-0.38	0.030
66847	Hint3	-0.39	0.032
18105	Nqo2	-0.39	0.047
67732	Iah1	-0.39	0.027
11949	Atp5c1	-0.39	0.000
268860	Abat	-0.40	0.001
17195	Mbl2	-0.40	0.011
56357	Ivd	-0.41	0.013
64385	Cyp4f14	-0.41	0.047
70031	Cmtm8	-0.41	0.008
15473	Hrsp12	-0.42	0.008
107747	Aldh1l1	-0.42	0.026
58992	F12	-0.43	0.047
18105	Nqo2	-0.44	0.005
237320	Aldh8a1	-0.44	0.010
56373	Cpb2	-0.44	0.033
11607	Agtr1a	-0.45	0.041
382044	Ces1b	-0.45	0.042
27409	Abcg5	-0.45	0.047
67880	Dcxr	-0.45	0.017

654426	LOC654426	-0.45	0.025
19301	Pxmp2	-0.45	0.049
54151	Cyhr1	-0.45	0.025
30057	Timm8b	-0.45	0.006
18478	Pah	-0.46	0.032
66576	Uqcrh	-0.46	0.017
67880	Dcxr	-0.46	0.001
100047762	LOC100047762	-0.47	0.004
217214	Nags	-0.47	0.002
27425	Atp5l	-0.48	0.037
69379	C8g	-0.48	0.007
93692	GlrX	-0.50	0.034
100047937	LOC100047937	-0.51	0.016
73724	Mcee	-0.53	0.006
20768	Sephs2	-0.53	0.017
16784	Lamp2	-0.53	0.024
56018	Stard10	-0.53	0.015
56373	Cpb2	-0.54	0.013
66841	Etfldh	-0.55	0.041
17993	Ndufs4	-0.55	0.016
100044204	LOC100044204	-0.56	0.041
13087	Cyp2a5	-0.56	0.005
15473	Hrsp12	-0.56	0.006
217214	Nags	-0.56	0.001
13085	Cyp2a12	-0.56	0.010
11611	Agxt	-0.56	0.003
16803	Lbp	-0.57	0.008
53315	Sult1d1	-0.57	0.006
100044204	LOC100044204	-0.57	0.004
192653	Ttc36	-0.57	0.001
18408	Slc25a15	-0.57	0.011
320415	Gchfr	-0.58	0.000
245688	Rbbp7	-0.60	0.047
18113	Nnmt	-0.60	0.032
22262	Uox	-0.60	0.001
13112	Cyp3a11	-0.62	0.000
320415	Gchfr	-0.62	0.014
15473	Hrsp12	-0.64	0.003
245688	Rbbp7	-0.65	0.045
231396	Ugt2b36	-0.66	0.004
11727	Ang	-0.66	0.017
16956	Lpl	-0.67	0.004
229905	Ccbl2	-0.68	0.036
14194	Fh1	-0.69	0.000
76263	Gstk1	-0.71	0.000

52538	Acaa2	-0.72	0.039
13113	Cyp3a13	-0.73	0.028
15242	Hhex	-0.87	0.000
14711	Gnmt	-0.88	0.005
14711	Gnmt	-0.89	0.004
11846	Arg1	-0.94	0.039
227231	Cps1	-0.98	0.006
216456	Gls2	-1.02	0.000
58809	Rnase4	-1.02	0.039
216456	Gls2	-1.04	0.000
227231	Cps1	-1.04	0.003

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S5 Table — Differentially (P<0.05) expressed genes in the SAT in response to prenatal metformin exposure. In the SAT, the expression of 1009 unique genes was changed significantly. Table contains all the probes/gene (number of rows 1082) shown from the highest up-regulation to the lowest down-regulation, n = 5–6. LogFC = fold change in a logarithmic scale.

Table S5. Differentially ($P < 0.05$) expressed genes in the SAT in response to prenatal metformin exposure. In the SAT, the expression of 1009 unique genes was changed significantly. Table contains all the probes/gene (number of rows 1082) shown from the highest up-regulation to the lowest down-regulation, $n = 5-6$. LogFC = fold change in a logarithmic scale.

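By the paper's own calls, the table of SAT genes lists 1082 probes, 615 higher and 467 lower after metformin. Of 1007 gene symbols in it, 894 had a kept probe here. Of these, 871 had the paper's direction, 719 of them at an unadjusted p under 0.05, and 1 was also called here. The log2 fold changes had a rank correlation of 0.856 with the paper's. With the authors' normalized values and all 41 arrays in 1 model, 1031 genes were called and 906 of them are in the table, which was made from the same samples.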

GENE Entrez	GENE Symbol	LogFC	Adj. P-value
17907	Mylpf	2.56	0.027
22227	Ucp1	2.51	0.001
17907	Mylpf	2.36	0.016
21953	Tnni2	2.07	0.036
14077	Fabp3	1.90	0.017
66402	Sln	1.70	0.046
12683	Cidea	1.63	0.001
21957	Tnnt3	1.59	0.030
17901	Myl1	1.47	0.032
13808	Eno3	1.32	0.043
22142	Tuba1a	1.30	0.005
668837	LOC668837	1.30	0.000
12865	Cox7a1	1.29	0.012
66355	Gmpr	1.21	0.002
12895	Cpt1b	1.18	0.006
22142	Tuba1a	1.18	0.000
66968	2310076L09Rik	1.10	0.001
53318	Pdlim3	1.08	0.024
17294	Mest	1.06	0.038
11464	Actc1	1.06	0.017
11946	Atp5a1	1.05	0.003
14120	Fbp2	1.04	0.019
231086	Hadhb	1.04	0.002
68728	Trp53inp2	1.03	0.001
66142	Cox7b	1.02	0.000
15481	Hspa8	1.02	0.001
17896	Myl4	1.01	0.033
21906	Otop1	1.00	0.004
14571	Gpd2	1.00	0.018
12869	Cox8b	0.98	0.008
67512	Agpat2	0.97	0.022
80888	Hspb8	0.93	0.005
66390	Slmo2	0.90	0.001
269951	Idh2	0.86	0.003
67951	Tubb6	0.86	0.036
1E+08	LOC100048480	0.86	0.002
18655	Pgk1	0.85	0.005
170439	Elovl6	0.85	0.005
27280	Phlda3	0.85	0.009

59011	Myoz1	0.85	0.028
17993	Ndufs4	0.85	0.000
233199	Mybpc2	0.83	0.005
75735	Pank1	0.83	0.010
27280	Phlda3	0.81	0.001
67267	2900010M23Rik	0.80	0.005
66046	Ndufb5	0.80	0.001
52538	Acaa2	0.79	0.010
56451	Suc1g1	0.77	0.001
13063	Cycs	0.77	0.006
232370	Clstn3	0.77	0.009
66359	2310005N03Rik	0.75	0.001
17901	Myl1	0.73	0.030
12895	Cpt1b	0.72	0.012
75552	Paqr9	0.71	0.024
14609	Gja1	0.71	0.037
17993	Ndufs4	0.70	0.000
14412	Slc6a13	0.70	0.005
18140	Uhrf1	0.69	0.011
1E+08	LOC100044087	0.69	0.004
65112	Pmepa1	0.68	0.000
66039	D14Ertd449e	0.68	0.015
110842	Etfa	0.67	0.005
15528	Hspe1	0.67	0.006
380773	1810035L17Rik	0.66	0.005
15510	Hspd1	0.66	0.001
632667	LOC632667	0.66	0.004
1E+08	LOC100045999	0.66	0.002
66448	Mrpl20	0.65	0.000
98238	Lrrc59	0.65	0.007
12825	Col3a1	0.65	0.036
52033	Pbk	0.65	0.010
67834	Idh3a	0.64	0.027
110172	Slc35b1	0.64	0.026
231440	9130213B05Rik	0.64	0.001
223917	Krt79	0.63	0.000
12314	Calm2	0.63	0.010
30058	Timm8a1	0.63	0.000
17993	Ndufs4	0.62	0.003
59029	Psmd14	0.62	0.001
13052	Cxadr	0.62	0.005
17448	Mdh2	0.62	0.005
12053	Bcl6	0.62	0.001
66092	Ghitm	0.62	0.001
60527	Fads3	0.61	0.018

11520	Adfp	0.60	0.003
636952	LOC636952	0.60	0.015
68614	Letmd1	0.59	0.026
66841	Etfdh	0.59	0.012
66961	2310043N10Rik	0.59	0.014
15490	Hsd17b7	0.59	0.021
227613	Tubb2c	0.59	0.049
67892	1810063B05Rik	0.58	0.001
53860	Sept9	0.57	0.007
66249	Pno1	0.57	0.001
639931	LOC639931	0.57	0.003
66925	Sdhd	0.57	0.003
215951	Lace1	0.57	0.001
78651	Lsm6	0.56	0.015
56438	Rbx1	0.56	0.003
217837	Itpk1	0.56	0.014
22027	Hsp90b1	0.56	0.001
677317	LOC677317	0.56	0.009
69702	Ndufaf1	0.56	0.000
68735	Mrps18c	0.56	0.008
12469	Cct8	0.55	0.000
11370	Acadvl	0.55	0.018
69064	1810014F10Rik	0.55	0.009
11370	Acadvl	0.55	0.050
16854	Lgals3	0.55	0.031
66218	Ndufb9	0.54	0.005
63953	Dusp10	0.54	0.000
15568	Elavl1	0.54	0.003
20194	S100a10	0.54	0.025
18102	Nme1	0.54	0.036
68016	2310039E09Rik	0.54	0.021
22628	Ywhag	0.53	0.010
667190	EG667190	0.53	0.017
66834	Them2	0.53	0.013
19285	Ptrf	0.53	0.005
71941	Cars2	0.53	0.001
17984	Ndn	0.53	0.046
269831	Tspan12	0.52	0.046
12387	Ctnnb1	0.52	0.009
14791	Emg1	0.52	0.019
231889	Bud31	0.52	0.002
14228	Fkbp4	0.52	0.012
68493	1110007M04Rik	0.52	0.033
71679	Atp5h	0.51	0.004
67851	1700021F05Rik	0.51	0.005

16419	Itgb5	0.51	0.034
68342	Ndufb10	0.51	0.013
225887	Ndufs8	0.50	0.013
230075	Ndufb6	0.50	0.015
68263	Pdhb	0.50	0.003
1E+08	LOC100042777	0.50	0.021
12406	Serpinh1	0.50	0.008
12866	Cox7a2	0.50	0.001
78653	Bola3	0.49	0.028
66477	Usmg5	0.49	0.000
110842	Etfα	0.49	0.020
68836	Mrpl52	0.49	0.043
66117	1110001J03Rik	0.49	0.006
109006	Ciapi1	0.49	0.029
72043	Sulf2	0.49	0.004
21454	Tcp1	0.48	0.025
59052	Mettl9	0.48	0.000
56348	Hsd17b12	0.48	0.014
74600	Mrpl47	0.48	0.003
94063	Mrpl16	0.48	0.005
11911	Atf4	0.48	0.021
26908	Eif2s3y	0.48	0.001
26458	Slc27a2	0.48	0.041
52469	Ccdc56	0.47	0.022
27279	Tnfrsf12a	0.47	0.023
14793	Cdca3	0.47	0.024
66310	Dpy30	0.47	0.018
76281	Tax1bp3	0.47	0.021
22631	Ywhaz	0.46	0.038
18645	Pfn2	0.46	0.029
16905	Lmna	0.46	0.008
18645	Pfn2	0.46	0.036
75597	Ndufa12l	0.46	0.012
68198	Ndufb2	0.46	0.000
22171	Tyms	0.46	0.012
1E+08	LOC100047184	0.46	0.000
20133	Rrm1	0.46	0.041
17149	Magoh	0.46	0.006
21379	Tbrg4	0.46	0.002
18674	Slc25a3	0.46	0.000
56367	Scoc	0.45	0.002
12334	Capn2	0.45	0.005
215210	Tmem120a	0.45	0.017
60530	Fignl1	0.45	0.030
22172	Tyms-ps	0.45	0.029

229709	Ahcyl1	0.45	0.010
67877	Nat5	0.44	0.001
329252	Lgr6	0.44	0.001
76863	Dcun1d5	0.44	0.001
67283	Slc25a19	0.44	0.043
13382	Dld	0.44	0.005
78920	Dlst	0.44	0.037
15384	Hnrnpab	0.44	0.021
56075	Pdss1	0.44	0.000
99138	Stard7	0.44	0.008
26446	Psmb3	0.44	0.009
268697	Ccnb1	0.43	0.012
70247	Psmd1	0.43	0.021
76281	Tax1bp3	0.43	0.044
66433	Chchd7	0.43	0.016
12334	Capn2	0.43	0.006
69536	Hemk1	0.43	0.015
97064	Wwtr1	0.43	0.005
21877	Tk1	0.43	0.037
13592	Ebf2	0.43	0.005
67877	Nat5	0.43	0.009
638892	LOC638892	0.43	0.014
13063	Cycs	0.43	0.001
76614	Immt	0.42	0.006
634015	LOC634015	0.42	0.043
70186	Fam162a	0.42	0.049
20335	Sec61g	0.42	0.013
66047	Mrpl54	0.42	0.005
665369	EG665369	0.42	0.017
380773	1810035L17Rik	0.42	0.015
102866	Pls3	0.42	0.016
244810	AW551984	0.42	0.049
19299	Abcd3	0.42	0.005
1E+08	LOC100041703	0.42	0.026
1E+08	LOC100042773	0.42	0.035
12166	Bmpr1a	0.42	0.001
66106	Smpx	0.41	0.018
11852	Rhob	0.41	0.030
54683	Prdx5	0.41	0.020
50927	Nasp	0.41	0.007
104303	Arl1	0.41	0.003
19302	Pex2	0.41	0.006
83961	Nrg4	0.41	0.020
74183	2310042D19Rik	0.41	0.045
69046	Isca1	0.41	0.046

64655	Mrps22	0.41	0.012
105559	Mbnl2	0.41	0.001
56456	Actl6a	0.41	0.015
69674	Mif4gd	0.41	0.028
12334	Capn2	0.41	0.003
70231	Gorasp2	0.40	0.016
81799	C1qtnf3	0.40	0.008
52250	Reep1	0.40	0.048
68194	Ndufb4	0.40	0.010
23837	Cfdp1	0.40	0.009
66242	Mrps16	0.40	0.011
21854	Timm17a	0.40	0.017
70160	Vps36	0.40	0.018
216767	Mrpl22	0.40	0.020
13527	Dtna	0.40	0.015
19345	Rab5c	0.40	0.019
19359	Rad23b	0.40	0.005
71883	Coq2	0.40	0.013
66043	Atp5d	0.40	0.031
67117	Dynlt3	0.40	0.032
69478	2300009A05Rik	0.40	0.024
170760	Acbd3	0.39	0.005
63953	Dusp10	0.39	0.004
16673	Krt36	0.39	0.001
17846	Commd1	0.39	0.015
11544	Adprh	0.39	0.019
76813	Armc6	0.39	0.004
170755	Sgk3	0.39	0.004
80888	Hspb8	0.39	0.017
69487	2310003L22Rik	0.39	0.004
67710	Polr2g	0.38	0.010
14792	Lpcat3	0.38	0.007
67308	Mrpl46	0.38	0.027
69538	Antxr1	0.38	0.011
69956	Ptcd3	0.38	0.009
12289	Cacna1d	0.38	0.013
29858	Pmm1	0.38	0.004
19027	Sypl	0.38	0.022
13664	Eif1a	0.38	0.001
13877	Erh	0.38	0.036
1E+08	LOC100044756	0.38	0.043
18226	Nup62	0.38	0.013
11306	Abcb7	0.38	0.010
54630	Prickle3	0.38	0.001
54351	Rai12	0.38	0.014

236792	Tmem32	0.38	0.002
66397	Sar1b	0.38	0.038
56433	Vps29	0.37	0.016
72416	Lrpprc	0.37	0.015
54216	Pcdh7	0.37	0.005
66121	Chchd1	0.37	0.034
11428	Aco1	0.37	0.014
20383	Sfrs3	0.37	0.005
381760	Ssbp1	0.37	0.033
29864	Rnf11	0.37	0.028
66375	Dhrs7	0.37	0.031
67270	D10Erttd322e	0.37	0.032
108115	Slco4a1	0.37	0.007
19072	Prep	0.37	0.006
1E+08	LOC100045542	0.37	0.019
94066	Mrpl36	0.37	0.035
67204	Eif2s2	0.37	0.033
53605	Nap1l1	0.37	0.049
1E+08	LOC100047167	0.37	0.024
69071	Tmem97	0.37	0.042
230596	Prpf38a	0.37	0.016
321022	Cdv3	0.37	0.012
27401	Skp2	0.37	0.039
72900	Ndufv2	0.37	0.005
17436	Mod1	0.36	0.014
12305	Ddr1	0.36	0.000
16952	Anxa1	0.36	0.001
19655	RbmX	0.36	0.008
70984	4931406C07Rik	0.36	0.032
11539	Adora1	0.36	0.003
12450	Ccng1	0.36	0.017
17713	Grpel1	0.36	0.045
77407	Rab35	0.36	0.007
66291	1810030N24Rik	0.36	0.009
99730	Taf13	0.36	0.000
14548	Mrps33	0.35	0.027
675985	LOC675985	0.35	0.026
68032	Tmem85	0.35	0.011
69072	Ebna1bp2	0.35	0.002
74596	Cds1	0.35	0.013
68460	Dhrs7c	0.35	0.033
27407	Abcf2	0.35	0.010
229589	Prune	0.35	0.025
270163	Myo9a	0.35	0.011
76306	1110021L09Rik	0.35	0.009

224904	2410015M20Rik	0.35	0.020
1E+08	LOC100046343	0.35	0.043
434632	BC085271	0.35	0.035
104725	1110002B05Rik	0.34	0.039
20383	Sfrs3	0.34	0.004
66671	Ccnh	0.34	0.024
70503	Ddo	0.34	0.005
16905	Lmna	0.34	0.047
15507	Hspb1	0.34	0.026
74205	Acsl3	0.34	0.033
215751	BC013529	0.34	0.045
70231	Gorasp2	0.34	0.025
26754	Cops5	0.34	0.005
29876	Clic4	0.34	0.024
110651	Rps6ka3	0.33	0.009
210146	Irgq	0.33	0.014
386612	Thoc6	0.33	0.010
76178	6330578E17Rik	0.33	0.042
75991	Slain2	0.33	0.006
66048	Tmem93	0.33	0.014
70122	Milt3	0.33	0.035
1E+08	LOC100041500	0.33	0.038
407785	Ndufs6	0.33	0.036
78248	Armcx1	0.33	0.020
1E+08	LOC100047794	0.33	0.004
26754	Cops5	0.33	0.026
68197	Ndufc2	0.33	0.005
108098	Med21	0.32	0.010
665509	EG665509	0.32	0.005
66849	Ppp1r2	0.32	0.032
626152	LOC626152	0.32	0.020
19247	Ptpn11	0.32	0.020
67994	Mrps11	0.32	0.031
237781	Smcr7	0.32	0.022
66587	Fastk	0.32	0.032
12387	Ctnnb1	0.32	0.036
64833	Acot10	0.32	0.011
231440	9130213B05Rik	0.32	0.030
66365	Ccdc90b	0.31	0.005
19183	Psmc3ip	0.31	0.020
52840	Dbnidd2	0.31	0.034
235339	Dlat	0.31	0.020
118451	Mrps2	0.31	0.000
67894	1810055E12Rik	0.31	0.031
76485	Glt8d1	0.31	0.001

16646	Kpna1	0.31	0.001
26556	Homer1	0.31	0.020
12023	Barx2	0.31	0.026
18105	Nqo2	0.31	0.037
214952	Rhot2	0.31	0.041
56282	Mrpl12	0.31	0.026
74868	Tmem65	0.31	0.049
211347	Pank3	0.30	0.040
114641	Rpl31	0.30	0.022
16780	Lamb3	0.30	0.006
59009	Sh3rf1	0.30	0.023
28028	Mrpl50	0.30	0.044
66993	Smarcd3	0.30	0.036
97820	4833439L19Rik	0.30	0.040
98417	Cnih4	0.30	0.018
67863	Slc25a11	0.30	0.048
11832	Aqp7	0.30	0.048
107765	Ankrd1	0.30	0.001
50529	Mrps7	0.30	0.022
68523	1110019N10Rik	0.30	0.012
66665	5730528L13Rik	0.29	0.004
80752	BC004044	0.29	0.005
16600	Klf4	0.29	0.023
76551	Ccdc6	0.29	0.031
213491	D4Ertd22e	0.29	0.010
67921	Ube2f	0.29	0.043
272551	Gins2	0.29	0.026
68082	Dusp19	0.29	0.004
67609	4930453N24Rik	0.29	0.008
78521	B230219D22Rik	0.29	0.046
16579	Kifap3	0.29	0.007
68032	Tmem85	0.29	0.043
14007	Cugbp2	0.29	0.026
545388	B020018G12Rik	0.29	0.044
28030	Gfm1	0.29	0.014
213541	Ythdf2	0.29	0.018
14791	Emg1	0.29	0.046
54351	Rai12	0.29	0.005
56200	Ddx21	0.29	0.042
64934	Pes1	0.29	0.005
68724	Arl8a	0.28	0.029
26572	Cops3	0.28	0.046
69882	2010321M09Rik	0.28	0.011
1E+08	LOC100043675	0.28	0.032
79560	Ublcp1	0.28	0.027

74006	Dnm1l	0.28	0.046
67888	Tmem100	0.28	0.026
22200	Ube1c	0.28	0.015
66997	Psmc12	0.28	0.032
11677	Akr1b3	0.28	0.013
21402	Skp1a	0.27	0.046
72175	Mfsd8	0.27	0.015
66410	Mterfd1	0.27	0.007
74006	Dnm1l	0.27	0.031
64656	Mrps23	0.27	0.023
104771	1200003C05Rik	0.27	0.016
71934	Car13	0.27	0.049
108099	Prkag2	0.27	0.050
269424	Phf17	0.27	0.038
114663	Impa2	0.27	0.022
108124	Napa	0.27	0.001
69861	2010003K11Rik	0.27	0.036
21906	Otop1	0.27	0.010
70356	St13	0.27	0.014
110750	Cse1l	0.26	0.008
213436	Zcchc5	0.26	0.012
99045	Mrps26	0.26	0.015
16211	Kpnb1	0.26	0.021
80752	BC004044	0.26	0.000
71913	Tmem79	0.26	0.004
60411	Cenpk	0.26	0.024
67894	1810055E12Rik	0.26	0.031
230709	Zmpste24	0.26	0.014
97440	B3gnt9	0.26	0.005
70257	2010107E04Rik	0.26	0.025
65112	Pmepa1	0.26	0.001
59046	Arpp19	0.26	0.032
101437	Dhx32	0.26	0.023
217737	Ahsa1	0.26	0.047
93696	Chrac1	0.26	0.014
69136	Tusc1	0.26	0.014
234865	Nup133	0.26	0.010
69639	Exosc8	0.26	0.025
15159	Hccs	0.25	0.004
329910	Acot11	0.25	0.037
17919	Myo5b	0.25	0.043
12144	Blm	0.25	0.015
57896	Krcc1	0.25	0.036
243813	Leng9	0.25	0.013
72421	Ttc30b	0.25	0.021

11769	Ap1s1	0.25	0.033
74838	Narg1	0.25	0.014
214572	Prmt7	0.25	0.016
229363	Gmps	0.25	0.016
59048	C1galt1c1	0.25	0.041
29819	Stau2	0.25	0.001
12830	Col4a5	0.25	0.039
74646	Spsb1	0.25	0.014
70885	Ints10	0.25	0.049
26992	Brd7	0.25	0.008
227743	Mapkap1	0.25	0.025
67204	Eif2s2	0.25	0.041
74132	Rnf6	0.25	0.046
98238	Lrrc59	0.25	0.004
14356	Fxc1	0.24	0.045
12181	Bop1	0.24	0.005
233876	Hirip3	0.24	0.045
72692	Hnrp11	0.24	0.029
22248	Unc119	0.24	0.013
11518	Add1	0.24	0.024
386649	Nsfl1c	0.24	0.049
23885	Gmcl1	0.24	0.044
56280	Mrpl37	0.24	0.032
105446	Gmpr2	0.24	0.030
18008	Nes	0.24	0.041
109093	Rars2	0.24	0.041
68291	Mto1	0.24	0.006
27377	Yme111	0.24	0.008
83997	Slmap	0.23	0.043
235599	6430571L13Rik	0.23	0.014
56748	Nfu1	0.23	0.014
66821	Bcs1l	0.23	0.036
207952	Klhl25	0.23	0.008
14745	Edg2	0.23	0.019
20016	Polr1c	0.23	0.016
69077	Psmd11	0.23	0.012
545472	LOC545472	0.23	0.011
244962	Snx14	0.23	0.022
109168	5730596K20Rik	0.23	0.013
14376	Ganab	0.23	0.043
67046	Tbc1d7	0.23	0.040
12450	Ccng1	0.23	0.024
1E+08	LOC100044842	0.23	0.018
230654	Lrrc41	0.23	0.027
66398	Comm5	0.23	0.043

1E+08	LOC100047911	0.23	0.024
56150	Mad2l1	0.22	0.048
208628	Kntc1	0.22	0.037
52575	Rg9mtd1	0.22	0.014
109168	Atl3	0.22	0.005
22019	Tpp2	0.22	0.011
66595	Aste1	0.22	0.029
16673	Krt36	0.22	0.002
14356	Fxc1	0.22	0.045
66902	Mtap	0.22	0.013
104458	Rars	0.22	0.023
68092	Ncbp2	0.22	0.033
65111	Dap3	0.22	0.041
70153	2210016F16Rik	0.22	0.036
22171	Tyms	0.22	0.025
56279	B230317C12Rik	0.22	0.003
13167	Dbi	0.22	0.037
66870	Serbp1	0.22	0.034
224020	Pi4ka	0.22	0.043
66067	Gtpbp8	0.21	0.004
56279	B230317C12Rik	0.21	0.019
52715	Ccdc43	0.21	0.024
74467	Pus10	0.21	0.018
11982	Atp10a	0.21	0.012
76983	Scfd1	0.21	0.018
225745	Ccdc5	0.21	0.030
72124	Seh1l	0.21	0.012
50786	Hs6st2	0.21	0.037
237880	1700071K01Rik	0.21	0.013
66523	2810004N23Rik	0.21	0.017
101631	Pwwp2b	0.20	0.049
70673	Prdm16	0.20	0.004
17975	Ncl	0.20	0.046
77116	Mtmr2	0.20	0.041
26374	Rfwd2	0.20	0.015
99890	Prmt6	0.20	0.042
66912	Bzw2	0.20	0.049
66997	Psmd12	0.20	0.025
66314	Tpd52l2	0.20	0.016
1E+08	LOC100039175	0.20	0.022
20411	Sorbs1	0.20	0.041
68184	Denr	0.20	0.030
18693	Pick1	0.20	0.031
20972	Syng1	0.20	0.029
26556	Homer1	0.20	0.038

19376	Rab34	0.20	0.013
12832	Col5a2	0.20	0.018
105440	Kctd9	0.20	0.046
76167	6330548G22Rik	0.19	0.013
67456	Ergic2	0.19	0.035
99650	4933434E20Rik	0.19	0.015
338359	Supv3l1	0.19	0.025
70394	Kptn	0.19	0.020
66136	Znrd1	0.19	0.040
99890	Prmt6	0.19	0.040
21353	Tank	0.19	0.030
12579	Cdkn2b	0.19	0.031
77116	Mtmr2	0.19	0.024
66165	Bccip	0.19	0.045
245841	Polr2h	0.19	0.048
68537	Mrpl13	0.19	0.043
106931	Kctd1	0.19	0.009
21406	Tcf12	0.19	0.015
71703	Armcx3	0.19	0.045
76273	Ndfip2	0.18	0.031
23885	Gmcl1	0.18	0.046
13690	Eif4g2	0.18	0.022
71988	Esco2	0.18	0.032
228491	Zfp770	0.18	0.024
12873	Cpa3	0.18	0.022
56749	Dhodh	0.18	0.045
629763	LOC629763	0.18	0.025
218441	Zfyve16	0.18	0.042
67014	Mina	0.18	0.020
66497	2610528E23Rik	0.17	0.023
77781	Epm2aip1	0.17	0.017
71690	Esm1	0.17	0.023
16562	Kif1c	0.17	0.032
19336	Rab24	0.17	0.025
73274	Gpbp1	0.17	0.042
94254	Wbscr16	0.17	0.046
72354	Ttc4	0.17	0.047
11910	Atf3	0.16	0.041
50915	Grb14	0.16	0.048
66185	1110037F02Rik	0.16	0.032
27395	Mrpl15	0.15	0.027
14231	Fkbp7	0.15	0.050
234736	Rfwd3	0.15	0.044
236904	Klhl15	0.15	0.045
67391	Fundc2	0.15	0.022

70240	Ufsp1	0.15	0.032
1E+08	LOC100047052	0.15	0.034
12837	Col8a1	0.15	0.005
18648	Pgam1	0.15	0.045
67477	1300007F04Rik	0.15	0.005
229731	Slc25a24	0.15	0.036
320365	Fry	0.14	0.023
240892	Dusp27	0.14	0.011
12043	Bcl2	0.14	0.037
71711	Mus81	0.14	0.020
22689	Zfp27	0.14	0.042
109245	Lrrc39	0.14	0.003
72139	2610044O15Rik	0.14	0.040
225579	Slc27a6	0.13	0.022
73016	Kremen2	0.13	0.032
75424	Zfp820	0.13	0.022
103765	Tmem17	0.13	0.008
69608	Sec24d	0.13	0.040
69944	2810021J22Rik	0.13	0.030
70788	Klhl30	0.13	0.032
22688	Zfp26	0.12	0.020
22337	Vdr	0.12	0.022
76854	Gper	0.12	0.028
68760	Synpo2l	0.12	0.049
1E+08	LOC100045958	0.12	0.048
384596	EG384596	0.12	0.049
71151	Exod1	0.12	0.048
1E+08	LOC100041194	0.12	0.019
63993	Slc5a7	0.11	0.043
320234	Ccdc66	0.11	0.044
56369	Apip	0.10	0.023
68857	Dtwd2	0.10	0.042
71521	Pds5a	0.10	0.029
19124	Procr	0.10	0.047
20378	Frzb	0.09	0.041
68775	Atp6v1c2	0.07	0.044
319748	6430526N21Rik	-0.09	0.027
239559	A4galt	-0.09	0.048
77533	C030034I22Rik	-0.09	0.046
57780	Fxyd7	-0.10	0.049
239647	Fam113b	-0.10	0.029
72296	Rusc1	-0.11	0.049
75561	1700016J18Rik	-0.12	0.002
14128	Fcer2a	-0.12	0.043
171580	Mical1	-0.12	0.038

214897	Csnk1g1	-0.13	0.042
104418	Dgkz	-0.13	0.038
72140	Ccdc123	-0.13	0.036
214547	She	-0.13	0.029
103724	Tbc1d10a	-0.14	0.044
30843	Fbxl12	-0.14	0.043
676136	LOC676136	-0.14	0.048
1E+08	LOC100048504	-0.15	0.045
320712	Abi3bp	-0.15	0.011
18720	Pip5k1a	-0.15	0.027
19775	Xpr1	-0.15	0.043
215705	Arrdc1	-0.15	0.034
71148	Mier1	-0.15	0.039
116848	Baz2a	-0.16	0.047
140484	Pofut1	-0.16	0.042
319713	Ablim3	-0.16	0.027
18541	Pcnt	-0.16	0.036
20555	Slfn1	-0.16	0.024
27886	Dgcr14	-0.16	0.018
245865	Spag4	-0.17	0.011
12702	Socs3	-0.17	0.046
30838	Fbxw4	-0.17	0.032
94094	Trim34	-0.17	0.036
20947	Swap70	-0.17	0.018
67661	Ift172	-0.17	0.031
14182	Fgfr1	-0.18	0.005
245847	Amdhd2	-0.18	0.009
243612	D630042P16Rik	-0.18	0.032
68895	Rasl11a	-0.18	0.012
52609	Cbx7	-0.18	0.030
69434	Snhg10	-0.18	0.007
71923	2310047M10Rik	-0.18	0.038
229003	BC006779	-0.18	0.031
103677	Smg6	-0.18	0.032
67200	Ccdc77	-0.18	0.033
77110	Gbbp1l1	-0.19	0.012
15184	Hdac5	-0.19	0.028
56321	Aatf	-0.19	0.036
57354	Cramp1l	-0.19	0.017
403202	A430093F15Rik	-0.19	0.016
217119	Xylt2	-0.19	0.016
76707	Clasp1	-0.19	0.023
67769	Gpatch2	-0.19	0.045
28081	D11Wsu99e	-0.19	0.023
78816	Gmip	-0.19	0.029

1E+08	LOC100044439	-0.19	0.018
12493	Cd37	-0.19	0.040
20181	Rxra	-0.19	0.048
101706	Numa1	-0.19	0.030
76187	Adhfe1	-0.19	0.022
107986	Ddb2	-0.19	0.047
1E+08	LOC100043189	-0.19	0.039
20840	Stac	-0.20	0.027
1E+08	LOC100040462	-0.20	0.047
57276	Vsig2	-0.20	0.021
232201	Arhgap25	-0.20	0.011
21407	Tcf15	-0.20	0.008
75234	Ibrdc3	-0.20	0.005
17912	Myo1b	-0.20	0.047
55943	Stx8	-0.20	0.033
100756	Usp30	-0.20	0.043
98999	Znfx1	-0.20	0.026
664862	Gpr137b-ps	-0.20	0.038
57783	Tnip1	-0.20	0.015
78610	Uvrug	-0.20	0.012
214968	Sema6d	-0.20	0.042
16970	Lrmp	-0.20	0.015
23856	Dido1	-0.20	0.046
216505	Pik3ip1	-0.20	0.018
76051	Ganc	-0.21	0.009
68947	Chst8	-0.21	0.012
11432	Acp2	-0.21	0.029
16188	Il3ra	-0.21	0.034
1E+08	LOC100044324	-0.21	0.036
21400	Tcea2	-0.21	0.012
277414	Trp53i11	-0.21	0.006
76187	Adhfe1	-0.21	0.004
330474	BC057627	-0.21	0.018
56743	Lat2	-0.21	0.043
225888	Suv420h1	-0.21	0.031
68501	Nsmce2	-0.21	0.022
75410	Wbp7	-0.21	0.032
56464	Ctsf	-0.21	0.045
434484	Sp140	-0.21	0.001
215193	AA408296	-0.21	0.012
216869	Arrb2	-0.22	0.009
20403	Itsn2	-0.22	0.015
72823	Pard3b	-0.22	0.004
210710	Gab3	-0.22	0.027
72948	Tppp	-0.22	0.040

74195	Elp3	-0.22	0.028
69654	Dctn2	-0.22	0.043
73447	Wdr13	-0.22	0.043
12752	Cln3	-0.22	0.004
78816	Gmip	-0.22	0.005
224624	Rab40c	-0.22	0.034
12748	Clk2	-0.22	0.013
13831	Epc1	-0.22	0.015
246177	Myo1g	-0.22	0.038
58230	Rnf8	-0.22	0.019
236920	Stard8	-0.23	0.016
66840	Wdr45l	-0.23	0.030
71279	Slc29a3	-0.23	0.010
105841	Dennd3	-0.23	0.016
17095	Lyl1	-0.23	0.027
223642	Zc3h3	-0.23	0.008
67145	Tomm34	-0.23	0.009
98685	1190005F20Rik	-0.23	0.049
19165	Psen2	-0.23	0.013
78308	Gpr108	-0.23	0.043
66505	Zmynd11	-0.23	0.039
98732	Rab3gap2	-0.23	0.020
78334	Cdc2l6	-0.23	0.027
14708	Gng7	-0.23	0.016
107375	Slc25a45	-0.23	0.023
105352	Dusp22	-0.23	0.032
76051	Ganc	-0.23	0.005
20928	Abcc9	-0.23	0.014
17344	Pias2	-0.23	0.041
231866	Zfp12	-0.23	0.007
212483	BC021381	-0.23	0.039
83429	Ctns	-0.23	0.001
75731	5133401N09Rik	-0.23	0.021
68020	2810002N01Rik	-0.24	0.036
68731	1110032A13Rik	-0.24	0.028
245866	Ift52	-0.24	0.026
59024	Med12	-0.24	0.043
71175	Nipbl	-0.24	0.025
11819	Nr2f2	-0.24	0.005
20544	Slc9a1	-0.24	0.029
330474	BC057627	-0.24	0.041
19062	Inpp5k	-0.24	0.009
54402	Stk19	-0.24	0.013
215653	Rassf2	-0.24	0.031
56458	Foxo1	-0.24	0.027

20848	Stat3	-0.24	0.045
110147	Ehmt2	-0.24	0.040
232078	Thns12	-0.24	0.029
1E+08	LOC100048299	-0.24	0.011
13353	Dgcr6	-0.25	0.005
212398	Frat2	-0.25	0.008
245866	Ift52	-0.25	0.042
68552	1110003E01Rik	-0.25	0.040
108735	Sft2d2	-0.25	0.006
381629	0610007C21Rik	-0.25	0.043
108655	Foxp1	-0.25	0.010
16197	Il7r	-0.25	0.034
67488	Calcoco1	-0.25	0.018
20672	Sox18	-0.26	0.007
67186	Rplp2	-0.26	0.024
235504	Slc17a5	-0.26	0.040
69903	Rasip1	-0.26	0.014
140721	Caskin2	-0.26	0.005
224109	Lrrc33	-0.26	0.027
12554	Cdh13	-0.26	0.001
209200	Dtx3l	-0.26	0.016
66530	Ubxn6	-0.26	0.043
17874	Myd88	-0.26	0.027
69723	Rpain	-0.26	0.011
80911	Acox3	-0.26	0.005
21354	Tap1	-0.26	0.036
319565	Syne2	-0.27	0.011
98365	Slamf9	-0.27	0.023
22379	Fmn13	-0.27	0.041
233833	Tnrc6a	-0.27	0.021
18131	Notch3	-0.27	0.022
71732	Vps11	-0.27	0.002
434204	Whdc1	-0.27	0.029
105827	Amigo2	-0.27	0.029
69274	Ctdspl	-0.27	0.010
24044	Scamp2	-0.27	0.015
233806	Tmem159	-0.28	0.002
74761	Mxra8	-0.28	0.004
56407	Trpc4ap	-0.28	0.029
15478	Hs3st3a1	-0.28	0.035
17939	Naga	-0.28	0.029
67880	Dcxr	-0.28	0.038
105844	Card10	-0.28	0.014
628101	LOC628101	-0.28	0.014
27416	Abcc5	-0.28	0.013

14387	Gaa	-0.28	0.018
110198	Akr7a5	-0.28	0.025
101602	Al467606	-0.28	0.039
22637	Zap70	-0.28	0.030
66990	Tmem134	-0.28	0.013
15018	H2-Q7	-0.28	0.048
68126	Fahd2a	-0.28	0.040
66404	2410001C21Rik	-0.28	0.032
15239	Hgs	-0.28	0.036
16994	Ltb	-0.29	0.016
1E+08	LOC100045877	-0.29	0.034
77590	4631426J05Rik	-0.29	0.008
70575	Gfod2	-0.29	0.001
17346	Mknk1	-0.29	0.032
18417	Cldn11	-0.29	0.018
213573	Efcab4a	-0.29	0.011
69745	Pold4	-0.29	0.026
76233	Dnttip1	-0.29	0.037
107723	Slc12a6	-0.29	0.026
17207	Mcf2l	-0.29	0.032
214597	Sidt2	-0.29	0.011
70785	Dennd1c	-0.29	0.007
71361	Aifm2	-0.29	0.009
12125	Bcl2l11	-0.29	0.018
17207	Mcf2l	-0.29	0.010
54215	Cd160	-0.29	0.032
675228	LOC675228	-0.29	0.014
18613	Pecam1	-0.29	0.005
68792	Srpx2	-0.29	0.024
243374	Gimap8	-0.29	0.003
110094	Phka2	-0.29	0.019
78887	Sfi1	-0.29	0.049
229542	Gatad2b	-0.29	0.002
16428	Itk	-0.30	0.008
104110	Adcy4	-0.30	0.025
55934	rp9	-0.30	0.044
18132	Notch4	-0.30	0.013
20130	Rras	-0.30	0.037
54208	Arl6ip1	-0.30	0.024
66566	2310079N02Rik	-0.30	0.018
72282	1810062G17Rik	-0.30	0.005
218963	LOC218963	-0.30	0.047
269608	Plekkg5	-0.30	0.001
233016	Blvrb	-0.30	0.041
66625	5730406M06Rik	-0.30	0.012

71956	Rnf135	-0.30	0.005
214597	Sidt2	-0.31	0.018
108687	Edem2	-0.31	0.024
56030	Tmem131	-0.31	0.030
108155	Ogt	-0.31	0.013
19128	Pros1	-0.31	0.019
67905	Ppm1m	-0.31	0.026
20356	Sema5a	-0.32	0.035
14612	Gja4	-0.32	0.004
20661	Sort1	-0.32	0.001
67188	2700046G09Rik	-0.32	0.025
20315	Cxcl12	-0.32	0.017
97287	Mtmr14	-0.32	0.030
102084	Al451557	-0.32	0.003
110147	Ehmt2	-0.33	0.008
14247	Fli1	-0.33	0.003
16432	Itm2b	-0.33	0.044
108155	Ogt	-0.33	0.017
11797	Birc2	-0.33	0.021
16625	Serpina3c	-0.33	0.042
23789	Coro1b	-0.33	0.031
15896	Icam2	-0.33	0.029
108705	Pttg1ip	-0.33	0.014
11972	Atp6v0d1	-0.33	0.018
104318	Csnk1d	-0.34	0.032
26406	Map3k3	-0.34	0.000
22187	Ubb	-0.34	0.035
207728	Pde2a	-0.34	0.000
18301	Fxyd5	-0.34	0.048
16541	Napsa	-0.34	0.005
54445	Unc93b1	-0.34	0.014
12757	CltA	-0.34	0.015
77006	Ddrgk1	-0.34	0.025
68592	Syf2	-0.34	0.022
16779	Lamb2	-0.34	0.008
227700	Sh3glb2	-0.34	0.012
99683	Sec24b	-0.34	0.001
1E+08	LOC100047093	-0.34	0.018
18010	Neu1	-0.35	0.039
110095	Pygl	-0.35	0.041
26429	Orc5l	-0.35	0.036
66366	Ergic3	-0.36	0.029
22378	Wbp2	-0.36	0.005
71706	Slc46a3	-0.36	0.007
15979	Ifngr1	-0.36	0.038

11826	Aqp1	-0.36	0.009
224139	Golgb1	-0.36	0.002
57342	Parva	-0.36	0.002
22324	Vav1	-0.37	0.014
11490	Adam15	-0.37	0.000
17159	Man2b1	-0.37	0.029
1E+08	LOC100048434	-0.37	0.000
16421	Itgb7	-0.37	0.028
217069	Trim25	-0.37	0.043
77006	2600009E05Rik	-0.37	0.010
19934	Rpl22	-0.37	0.038
13041	Ctsw	-0.37	0.015
83486	Rbm5	-0.37	0.040
12351	Car4	-0.37	0.044
19156	Psap	-0.38	0.032
320405	Cadps2	-0.38	0.024
624036	Gm1821	-0.38	0.028
246696	Slc25a28	-0.38	0.028
11450	Adipoq	-0.38	0.014
77087	Ankrd11	-0.38	0.029
268566	Gphn	-0.38	0.043
239743	Klhl6	-0.38	0.024
104318	Csnk1d	-0.38	0.033
14132	Fcgrt	-0.38	0.023
14705	Bscl2	-0.39	0.008
65962	Slc9a3r2	-0.39	0.017
1E+08	LOC100044190	-0.39	0.032
18220	Nucb1	-0.39	0.001
14470	Rabac1	-0.40	0.010
21940	Cd27	-0.40	0.047
105450	Mmrn2	-0.40	0.000
1E+08	LOC100044204	-0.40	0.030
13424	Dync1h1	-0.40	0.050
22117	Tst	-0.41	0.042
74030	Rin2	-0.41	0.014
57783	Tnip1	-0.41	0.026
54354	Rassf5	-0.41	0.021
26390	Mapkbp1	-0.41	0.022
50794	Klf13	-0.41	0.032
67880	Dcxr	-0.41	0.016
14057	Sfxn1	-0.41	0.036
114886	Cygb	-0.41	0.014
67168	P2ry5	-0.42	0.033
19414	Rasa3	-0.42	0.013
52430	Echdc2	-0.42	0.027

12039	Bckdha	-0.42	0.048
239743	Klhl6	-0.42	0.027
13350	Dgat1	-0.42	0.028
26936	Mprp	-0.43	0.011
67895	Ppa1	-0.43	0.003
52468	Ctdsp2	-0.43	0.009
69169	Faim3	-0.43	0.035
18574	Pde1b	-0.43	0.004
14824	Grn	-0.43	0.001
11826	Aqp1	-0.43	0.003
353156	Egfl7	-0.44	0.007
67784	Plxnd1	-0.44	0.007
76051	Ganc	-0.44	0.001
11722	Amy1	-0.44	0.031
67231	Tbc1d20	-0.44	0.008
13139	Dgka	-0.44	0.003
231712	Trafd1	-0.44	0.020
26943	Serinc3	-0.44	0.018
56312	Nupr1	-0.44	0.005
19301	Pxmp2	-0.45	0.027
20185	Ncor1	-0.45	0.016
231931	Gimap6	-0.45	0.004
106952	Centd3	-0.45	0.007
20621	Snn	-0.45	0.004
1E+08	LOC100048445	-0.45	0.016
214162	Mll1	-0.46	0.030
64817	Svep1	-0.46	0.000
20848	Stat3	-0.46	0.007
71712	1200002N14Rik	-0.47	0.002
12010	B2m	-0.47	0.047
66599	Rdm1	-0.47	0.003
84094	Plvap	-0.47	0.001
15211	Hexa	-0.47	0.011
22371	Vwf	-0.47	0.012
14874	Gstz1	-0.48	0.027
1E+08	LOC100047214	-0.48	0.024
80880	Ankrd47	-0.48	0.005
11669	Aldh2	-0.48	0.005
11752	Anxa8	-0.48	0.007
13716	Ell	-0.48	0.033
76969	Chst1	-0.48	0.002
26938	St6galnac5	-0.48	0.008
66612	Ormdl3	-0.48	0.040
77866	E130102H24Rik	-0.49	0.047
269275	Acvr1c	-0.49	0.009

56738	Mocs1	-0.49	0.045
18035	Nfkbia	-0.50	0.047
17200	Mc2r	-0.50	0.000
16205	Gimap1	-0.50	0.001
74392	Specc1l	-0.50	0.014
76263	Gstk1	-0.51	0.006
17681	Msc	-0.51	0.004
54194	Akap8l	-0.51	0.001
224792	Gpr116	-0.51	0.001
319899	Dock6	-0.51	0.002
12263	C2	-0.51	0.018
140742	Sesn1	-0.51	0.029
22695	Zfp36	-0.51	0.024
52685	Cd300lg	-0.52	0.010
70719	Hmha1	-0.52	0.016
1E+08	LOC100047126	-0.52	0.004
12010	B2m	-0.53	0.027
20230	Satb1	-0.53	0.019
12562	Cdh5	-0.53	0.000
68453	Gpihbp1	-0.54	0.002
14667	Gm2a	-0.54	0.001
78754	Galnt12	-0.55	0.015
1E+08	LOC100044204	-0.56	0.021
18613	Pecam1	-0.56	0.000
19062	Inpp5k	-0.56	0.002
12496	Entpd2	-0.56	0.000
11537	Cfd	-0.56	0.027
12036	Bcat2	-0.57	0.005
233103	4931406P16Rik	-0.57	0.013
16000	Igf1	-0.58	0.044
74144	Robo4	-0.58	0.009
394430	Ugt1a10	-0.59	0.016
65963	Tmem176b	-0.59	0.029
56357	Ivd	-0.59	0.000
13139	Dgka	-0.59	0.009
76491	Abhd14b	-0.60	0.000
101540	Prkd2	-0.60	0.000
26464	Vnn3	-0.60	0.003
18708	Pik3r1	-0.60	0.031
80885	Gpr109a	-0.61	0.007
14204	Il4i1	-0.61	0.013
110095	Pygl	-0.61	0.002
66058	Tmem176a	-0.61	0.001
56078	Car5b	-0.61	0.038
108995	Tbc1d10c	-0.62	0.014

246747	BC054059	-0.62	0.000
12192	Zfp3611	-0.62	0.006
26464	Vnn3	-0.62	0.004
100637	B230342M21Rik	-0.62	0.039
227753	Gsn	-0.63	0.006
23972	Papss2	-0.63	0.023
394430	Ugt1a10	-0.64	0.005
83965	Enpp5	-0.64	0.001
66990	Tmem134	-0.65	0.000
235320	Zbtb16	-0.65	0.040
15040	H2-T23	-0.65	0.030
12226	Btg1	-0.65	0.049
16010	Igfbp4	-0.66	0.000
101488	Slco2b1	-0.69	0.010
230857	Ece1	-0.70	0.000
214597	Sidt2	-0.70	0.001
22041	Trf	-0.71	0.011
23871	Ets1	-0.71	0.000
11522	Adh1	-0.71	0.009
56349	Net1	-0.73	0.049
235493	BC031353	-0.74	0.020
227929	Cytip	-0.75	0.013
641240	LOC641240	-0.76	0.036
14775	Gpx1	-0.78	0.008
625018	C4a	-0.78	0.040
12741	Cldn5	-0.78	0.000
20363	Sepp1	-0.80	0.014
15439	Hp	-0.81	0.030
66168	Grina	-0.82	0.001
1E+08	LOC100046120	-0.86	0.024
108682	Gpt2	-0.86	0.001
234564	AU018778	-0.87	0.000
12526	Cd8b1	-0.88	0.028
14964	H2-D1	-0.90	0.011
66853	Pnpla2	-0.90	0.007
19122	Prnp	-0.91	0.001
1E+08	LOC100045864	-0.94	0.012
16149	Cd74	-0.94	0.025
12268	C4b	-0.94	0.008
674135	LOC674135	-0.97	0.007
66090	Ypel3	-0.97	0.004
625018	C4a	-0.98	0.004
1E+08	LOC100047628	-0.99	0.045
16149	Cd74	-0.99	0.034
20512	Slc1a3	-1.01	0.001

630499	EG630499	-1.01	0.005
54613	St3gal6	-1.09	0.008
56338	Txnip	-1.13	0.007
56338	Txnip	-1.24	0.004
20887	Sult1a1	-1.29	0.002
109959	Amy2-2	-1.48	0.001
665506	LOC665506	-1.50	0.029
104158	Ces3	-1.54	0.000

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S6 Table — Enriched pathways in the liver and SAT according to the hypergeometric test. q-value equals to P-value.

Table S6. Enriched pathways in the liver and SAT according to the hypergeometric test.

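A hypergeometric test asks whether the genes called hold more members of a pathway than a random draw of the same size. With all 41 arrays in 1 model it was run here on calls from the intensities, a test added after the data had been seen. The lists were written here, after the S4 and S5 Tables had been seen, and are not the pathways that the paper tested. In the liver, 3 of 9 urea cycle genes were called (exact p = 0.000104 from the hypergeometric test), 3 of 14 postnatal genes (exact p = 0.000431), 4 of 37 cytochromes P450 (exact p = 0.000693), 2 of 26 genes of BCAA degradation (exact p = 0.0327), 2 of 76 ETC genes (exact p = 0.203) and 1 of 20 TCA cycle genes (exact p = 0.198). In SAT, 23 of 76 ETC genes were called (exact p = 3.29e-08), 7 of 20 TCA cycle genes (exact p = 0.000851), 7 of 26 genes of BCAA degradation (exact p = 0.00462) and 6 of 19 MHC class I genes (exact p = 0.00364). Among marker lists in SAT, 11 of 31 skeletal muscle genes (exact p = 2.48e-05), 11 of 21 endothelial genes (exact p = 2.27e-07), 7 of 13 B-cell genes (exact p = 3.19e-05) and 4 of 23 white adipocyte genes (exact p = 0.123) were called. Among blood-cell marker lists in the liver, 2 of 23 erythroid genes (exact p = 0.026), 1 of 20 granulocyte genes (exact p = 0.198) and 0 of 14 megakaryocyte genes were called. The test takes genes as independent, which genes of 1 pathway are not.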

q-value equals to P-value.

	Pathway REACTOME: SAT	q-value
1	The citric acid (TCA) cycle and respiratory electron transport	0.000
2	Respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins	0.000
3	Citric acid cycle (TCA cycle)	0.000
4	Pyruvate metabolism and Citric Acid (TCA) cycle	0.000
5	Respiratory electron transport	0.000
6	Antigen Presentation: Folding, assembly and peptide loading of class I MHC	0.001
7	Apoptotic execution phase	0.001
8	Class I MHC mediated antigen processing & presentation	0.001
9	Regulation of mRNA Stability by Proteins that Bind AU-rich Elements	0.004
10	Centrosome maturation	0.006
11	G2/M Transition	0.006
12	Recruitment of mitotic centrosome proteins and complexes	0.006
13	Mitotic G2-G2/M phases	0.008
14	Regulation of Cholesterol Biosynthesis by SREBP (SREBF)	0.008
15	Antigen processing-Cross presentation	0.009
16	ER-Phagosome pathway	0.009
17	Apoptosis	0.010
18	Muscle contraction	0.012
19	RNA Polymerase I Transcription Initiation	0.012
20	Striated Muscle Contraction	0.012
21	Nuclear signaling by ERBB4	0.018
22	Gluconeogenesis	0.023
23	Signaling by NOTCH	0.025
24	Destabilization of mRNA by AUF1 (hnRNP D0)	0.030
25	Loss of Nlp from mitotic centrosomes	0.030
26	Loss of proteins required for interphase microtubule organization from the centrosome	0.030
27	Cyclin A:Cdk2-associated events at S phase entry	0.032
28	Cyclin E associated events during G1/S transition	0.032
29	SCF(Skp2)-mediated degradation of p27/p21	0.033
30	Apoptotic cleavage of cellular proteins	0.034
31	Cooperation of Prefoldin and TriC/CCT in actin and tubulin folding	0.038
32	Degradation of beta-catenin by the destruction complex	0.038
33	Glucose metabolism	0.038
34	Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell	0.038
35	Prefoldin mediated transfer of substrate to CCT/TriC	0.038
36	Signaling by Wnt	0.038

37	APC/C-mediated degradation of cell cycle proteins	0.042
38	Regulation of mitotic cell cycle	0.042
39	Autodegradation of the E3 ubiquitin ligase COP1	0.043
40	Chaperonin-mediated protein folding	0.043
41	Cyclin D associated events in G1	0.043
42	G1 Phase	0.043
43	G1/S Transition	0.049
44	Stabilization of p53	0.050
	Pathway KEGG: SAT	q-value
1	Citrate cycle (TCA cycle)	0.000
2	Fatty acid metabolism	0.004
3	PPAR signaling pathway	0.004
4	Pyruvate metabolism	0.004
5	Valine, leucine and isoleucine degradation	0.004
6	Glycolysis / Gluconeogenesis	0.006
7	Small cell lung cancer	0.010
8	Starch and sucrose metabolism	0.019
9	Adipocytokine signaling pathway	0.033
10	Cysteine and methionine metabolism	0.033
11	Phosphatidylinositol signaling system	0.035
	Pathway REACTOME: Liver	q-value
1	Cytochrome P450 - arranged by substrate type	0.000
2	Phase 1 - Functionalization of compounds	0.001
3	Respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins	0.002
4	The citric acid (TCA) cycle and respiratory electron transport	0.002
	Pathway KEGG: Liver	q-value
1	Drug metabolism - other enzymes	0.000
2	Chemical carcinogenesis	0.000
3	Drug metabolism - cytochrome P450	0.000
4	Metabolism of xenobiotics by cytochrome P450	0.000
5	Valine, leucine and isoleucine degradation	0.000
6	Complement and coagulation cascades	0.000
7	Retinol metabolism	0.000

# Supplementary material for: Prenatal Metformin Exposure in a Maternal High Fat Diet Mouse Model Alters the Transcriptome and Modifies the Metabolic Responses of the Offspring
**Source:** PLoS One. 2014 Dec 26;9(12):e115778. doi: 10.1371/journal.pone.0115778
**Supplement:** S7 Table — Genes associated to REACTOME pathway citric acid (TCA) cycle and respiratory electron transport (ETC).

Table S7. Genes associated to REACTOME pathway citric acid (TCA) cycle and respiratory electron transport (ETC).

How the deposited data were processed for this re-analysis (not part of the article)

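RNA of the liver and SAT of 4-day-old male offspring of HFD dams was measured on Illumina Mouse WG-6 v2 arrays, with 6 control and 6 metformin livers and 6 control and 5 metformin SAT samples. The same series holds the earlier arrays of RD offspring, with 3 control and 3 metformin livers of each sex and 3 control and 3 metformin brains of males. All 41 arrays were used, and each array holds RNA of 1 animal. By the animal codes, liver and SAT came from the same HFD animals, apart from 1 metformin animal with a liver array alone. The RD brains came from the same males as the RD male livers. By its methods the paper discarded 1 SAT metformin array for low signal, and that array was not analysed here.

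The authors deposited a non-normalized table of bead intensities, summarized per probe after scanning and not normalized (the software is not named, and the values show no background subtraction). In the same table the authors deposited a detection p-value for each probe and array (how it was made is not stated), which fell as the intensity rose. The authors also deposited log2 values, which they made from these intensities by variance-stabilizing transformation and robust spline normalization in lumi (its version is not given) together with the earlier arrays. These units were checked on the values. The rank order of the intensities and of the authors' values was the same on every array.

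From the intensities, background correction, quantile normalization and log2 transformation were done with neqc of limma 3.58.1 in R 4.3.3 (offset of 16). The detection p-values served to estimate the background, as no control probes are in the table. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Of 45281 probes, 34885 had 1 gene symbol in the platform's annotation, 18 had several and 10378 had none, which gave 19057 genes. Probes with several symbols or none entered the models and the adjustment but were not counted as genes. A probe was kept where its detection p was under 0.05 on every array of at least 1 group of the model.

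The liver model held 24 arrays in 6 groups (17547 probes kept), the SAT model 11 arrays in 2 groups (15848 probes), the model of both tissues 23 HFD arrays (17125 probes) and the brain model 6 arrays (19182 probes). Linear models and moderated statistics were fitted with limma (lmFit, contrasts.fit and eBayes), and p-values were adjusted by Benjamini and Hochberg over all kept probes at a threshold of 0.05. The comparisons were metformin against control in each tissue, the difference of the metformin effect between SAT and liver, the difference between HFD and RD male livers, the difference between the sexes in RD livers, and metformin against control in RD livers and brains. A gene was counted as changed when any of its kept probes passed, and its value is that of its brightest kept probe.

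Gene lists of energy metabolism, liver and fat function, stress and cell types were written from general knowledge, and the browning set was taken from the paper. The paper's S4 and S5 Tables, made from the same arrays, had been seen by then. Several members of the cell type lists stand in those tables, so the lists were not chosen independently of these data. They were tested with camera of limma at its preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists of a comparison. Members were counted by their brightest probe, after adjustment over all probes and over the list alone. The paper's pathway tests used calls from a model shared with the earlier arrays, so a hypergeometric test on the calls of all 41 arrays was added after the data had been seen.

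The genes named were chosen by a rule. It takes, for liver and SAT each, the 10 largest rises and the 10 largest falls among genes past the threshold with every metformin array above or below every control array, every gene that the paper names for the arrays, and the 4 members of each described list with the smallest p. Values in the paper's S4, S5, S7 and S8 Tables had been seen when the rule was written. Hspa8, Slc13a3 and the few genes called in RD samples fall outside it and were named after their values were seen.

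The pipeline was tested on simulated data, drawn with the measured control means and the measured spread of each tissue, with no effect of metformin apart from changes of known size added to some genes. In the liver design it recovered 28 of 67 probes changed by 0.5 on the log2 scale, 62 of 67 changed by 1 and 65 of 66 changed by 2, with 6 unchanged probes called. In the SAT design it recovered 10 of 67, 43 of 67 and 61 of 66, with 9 unchanged probes called. In the model of all 41 arrays the SAT contrast recovered 28 of 67, 58 of 67 and 66 of 66, with 190 unchanged probes called of 22853.

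The alternatives tried were the authors' log2 values, no background correction, another offset, arrays centred on their medians, other filters, other variance models, array weights, animal code as a random block, each animal code and each array left out in turn, the mean of a gene's probes, smaller and larger sets of arrays in 1 model, stricter thresholds, and marker means as covariates. Alternatives added after the data had been seen were leaving out the dim arrays, the share of detected probes as a covariate, the SAT contrast in the model of both tissues, 1 weight per tissue, and the hypergeometric test. Up to 100 other splits of the samples were also fitted for each comparison. No block for the slide that arrays share was fitted, since the data used here name no slides. Animal codes are nested in treatment, so an effect of what they stand for cannot be separated from metformin by any of these models. The qPCR values and the metabolic measurements of the animals were not analysed here.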

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

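Tests chosen only after results were seen are those that leave out the dim arrays, use the share of detected probes as a covariate or give 1 weight per tissue, and the requirement that a median with a covariate clear 0.5 of the unadjusted median by more than its jackknife error was also set after those medians had been seen.

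In SAT the ETC genes had a median log2 fold change of 0.2687 (jackknife standard error 0.16), positive in 66 of 75 genes. Chance is not excluded, since in a permutation of the samples 18 of 100 splits gave a camera p as small as the real one (real 5.55e-10, smallest of the others 4.25e-24). More skeletal muscle in the metformin SAT samples may account for part of the rise, as the median was 0.2144 with the muscle mean as a covariate, and the 2 dim SAT control arrays may do so too, as it was 0.1568 without them. Both medians lie above 0.1344, which is 0.5 of the unadjusted 0.2687, but by less than the standard error, and muscle markers and dim arrays are unevenly spread over the groups, so these explanations and an effect of metformin on SAT cannot be told apart. The 2 dim controls, 1R-4 and 1T-1, were also among the controls lowest in muscle markers (means of 5.71 and 7.11, and 6.64 in 1T-3). The muscle and dim-array explanations therefore rest in part on the same samples. An effect of metformin on brown fat cells stays open and was not tested separately.

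In the liver the ETC genes had a median log2 fold change of -0.1935 (jackknife standard error 0.0326), negative in 66 of 73 genes. Chance over single arrays is unlikely by permutation of the samples (camera p of 2.09e-14 for the real groups, 4.51e-12 for the most extreme of the other splits). The splits moved arrays across animal codes, so they cannot exclude chance at the level of the codes. With the joint mean of the erythroid and granulocyte markers as 1 covariate the median was -0.1429. This argues against more of these cells in the metformin livers as the whole cause. Megakaryocyte markers were not in the joint mean. With the share of detected probes as a covariate the median was -0.1779, which argues against the dim liver arrays as the whole cause. What the animal codes stand for stays open, as they are nested in treatment, and a split by code across treatments (1R with 3R against 1T with 10K) also moved the ETC list (1.4e-06 by camera) while no gene passed limma (1425 at an unadjusted p under 0.05). Of 100 splits, 50 of those other than the real one also put the ETC list under a camera p of 0.05. An effect of prenatal metformin stays open beside it and was not tested separately.

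With all 41 arrays in 1 model, 1042 SAT genes passed, against 1 in the model of SAT alone. Chance is unlikely but not excluded, since 3 of 100 splits, the real one included, called as many (real 1042, highest of the other splits 1594). A spread taken from less variable liver and brain arrays is argued against as the whole cause, because the other splits of the SAT arrays called a median of 6 genes in that model. It may still add calls, since the same model called 190 unchanged probes in simulated data and 305 genes passed with 1 weight per tissue (weight 0.679 for SAT and 1.479 for brain). A metformin effect too small for 11 arrays stays open.

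Of 110 groups of 5 or 6 samples tested, 7 held a sample far from the others, and chance gives about 1 in 20 groups. The groups are lists and genes over the same HFD liver and SAT samples, so they are not independent. The gap, as a share of the range of the group, was 0.756 for the control liver 1T-3 in the ETC list (11.1 against a median of 10.9), 0.725 for the control liver 1T-1 in the urea cycle list (10.5 against 9.36 to 9.68) and 0.756 for the same liver in the postnatal list (11.6 against 11.0 to 11.1). It was 0.722 for the control SAT sample 1R-4 in the MHC class I list (9.22 against 8.30 to 8.55) and 0.738 for the same sample in the chaperone list (8.99 against 9.30 to 9.41). It was 0.741 for the metformin SAT sample 3R-1 in the white adipocyte list (9.53 against 9.86 to 9.98) and 0.715 for the same sample in the skin keratinocyte list (10.1 against 5.98 to 7.14).

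For the effect of metformin in SAT minus that in the liver, 14 lists passed camera at its preset correlation and none passed after adjustment with an estimated correlation. The 10 given here are those of the 14 that had an unadjusted p under 0.05 with an estimated correlation. The median difference was 0.388861 for complex I, 0.702464 for complex II, 0.470855 for complex III, 0.577543 for complex IV, 0.508598 for complex V and 0.466361 for the whole ETC. It was 0.638725 for the TCA cycle, 0.310391 for mitochondrial ribosomes, -0.557423 for endothelial markers and 0.22582 for chaperones. Each of the 10 had an adjusted p of 0.102 with an estimated correlation. For the ETC list chance is unlikely but not excluded by permutation (real camera p of 1.57e-22, smallest of the others 9.67e-27, reached by 3 of 100 splits with the real one included). A camera p under 0.05 was given by 75 of the other splits. For Slc13a3, the only gene to pass, the difference was -1.17828. It was detected on 0 of 11 SAT arrays, so this restates the rise in the liver, with 5.22 ± 0.365 (SD, n = 6) in control and 6.41 ± 0.238 (SD, n = 6) in metformin livers and 4.31 ± 0.064 (SD, n = 6) and 4.33 ± 0.0252 (SD, n = 5) in SAT.

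For the effect in HFD male livers minus that in RD male livers, 17 lists passed camera at its preset correlation, and the 9 given here also had an unadjusted p under 0.05 with an estimated correlation. The diets were measured in separate studies, so diet and study are confounded. The median difference was -0.197475 for complex I, -0.253558 for complex IV, -0.23336 for complex V and -0.23336 for the whole ETC. It was -0.2735 for BCAA degradation, -0.21955 for fatty acid oxidation, -0.461887 for the postnatal list, -0.763168 for the urea cycle and -0.334241 for cytochromes P450. With an estimated correlation the adjusted p from camera was 0.0248 for the whole ETC and for complex V, and between 0.0584 and 0.109 for the others. For the ETC list chance over single arrays is unlikely, as no other split reached its camera p (real 5.08e-13, smallest of the others 3e-08 by permutation). A camera p under 0.05 was given by 48 of the other splits. Of the 32 genes that differed, those named by the rule were Arhgef2 (1.75234), Neat1 (1.82165), Zgrf1 (1.47319), Stxbp3 (1.17881), Rep15 (1.12236), Hhex (-1.3916) and Chpt1 (-1.21625). For this count too, no other split came as high (real 32, highest of the other splits 3).

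In RD livers the effect in females minus that in males had a median of 0.156763 for complement and coagulation genes (adjusted p = 0.000285 from camera, adjusted p = 0.787 with an estimated correlation).

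The paper uses the RD arrays to add power to the liver analysis and reports no comparison within them. The lists given here passed camera at its preset correlation and had an unadjusted p under 0.05 with an estimated correlation. In RD male livers the median was 0.649772 for cholesterol synthesis and 0.1695 for lipogenesis (adjusted p of 7.11e-13 and 0.0052 from camera, 0.353 and 0.391 with an estimated correlation). Mug2, a protease inhibitor of plasma, fell, with a fitted log2 fold change of -1.43406 (adjusted p = 0.00295 from limma, 6.22 in controls and 4.79 after metformin, n = 3 each) and Sst, somatostatin, rose, with 1.24095 (adjusted p = 0.00639, 4.60 and 5.84). In RD female livers the median was -0.594719 for erythroid and -0.410089 for megakaryocyte markers, 0.0937354 for complex V, 0.0894618 for the whole ETC, 0.0967286 for fatty acid oxidation, 0.20926 for lipogenesis, 0.325882 for cholesterol synthesis, 0.135066 for hepatocyte markers and 0.149766 for the postnatal list. With an estimated correlation each of these had an adjusted p of 0.149 from camera. In RD male brains Cptp, a lipid transfer protein, had a fitted log2 fold change of -2.83313 (adjusted p = 0.000447 from limma, 7.34 and 4.51, n = 3 each) and Cwc22, a splicing factor, of -1.54257 (adjusted p = 0.0343, 6.22 and 4.68). Cptp and Cwc22 were detected on 0 of 3 metformin brains, Mug2 on 1 of 3 metformin livers and Sst on 1 of 3 control livers, so these folds run against the background of the arrays and their size is not measured. With 10 splits each, the splits are too few for a share under 0.05 in RD male livers (real 2, highest other 4), RD female livers (real 0, highest other 1, so every split reaches it) and brains (real 2, highest other 1995), where a split that calls so many genes points to a structure of the samples.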

How the results depend on the processing

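Alternatives chosen only after the data were seen are the last 5 given below, and the slide as a block was not run because the data name no slides. The values in turn are counts of genes past an adjusted p of 0.05 unless said otherwise, in liver (107 as reported), SAT (1), the tissue difference (1), the diet difference (32), RD male liver (2), RD female liver (0), RD male brain (2) and the sex difference (0). The browning set is given by its camera value (0.0421 as reported, without adjustment over lists). The cause was not tested for any change, except where fewer samples or a stricter threshold make it.

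With the authors' processed values the counts were 181 in liver, 2 in SAT, 48 for tissue, 11 for diet, 1 in RD male liver, 4 in RD female liver and 0 in brain. No background correction gave 253 in liver, 37 for tissue, 1 in RD male and 3 in RD female liver, and an offset of 50 gave 265, 42, 1 and 3. Arrays centred on their medians gave 0 in liver, SAT, tissue and diet and 1 in RD male liver, RD female liver and brain. No filter gave 53 in liver, 0 for tissue, 10 for diet and 1 in brain, and probes detected on any array gave 0 for tissue. An intensity trend with robust estimation gave 241 in liver, 5 for tissue and a camera p of 0.0539 for the browning set. Array weights gave 53 in liver, 804 in SAT, 479 for tissue, 108 for diet, 11 in RD male liver, 33 in RD female liver and 2 for sex. Animal code as a random block gave 1 in brain.

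Leaving out code B gave 2 for diet, 7 in RD female liver, 0 in brain and 2 for sex, code C 9 for diet and 1 in RD female liver, code E 44 in RD male liver, 0 in brain and 32 for sex, and code F 106 for diet, 20 in RD male liver, 4 in RD female liver, 1 in brain and 3 for sex. Code 1R left out gave 35 in liver, 0 in SAT, 0 for tissue and 10 for diet. Code 1T left out gave 433, 197, 175 and 183, and a browning p of 0.214 by camera. Code 10K left out gave 481, 0, 0 and 69, with 0.111 for the browning set. Code 3R left out gave 12, 0, 0 and 4, and the skin keratinocyte list in SAT was reversed (camera p of 0.0506, down, against 0.0166, up).

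The mean of a gene's probes gave 58 in liver, 0 in SAT, 0 for tissue, 11 for diet, 5 in RD male liver, 1 in RD female liver and 0.057 for the browning set. The 12 HFD livers alone gave 14. All 41 arrays in 1 model gave 1042 in SAT, and with the authors' values 191 in liver and 1031 in SAT. The authors' values with no filter gave 52 in liver. The muscle mean or the joint T-cell and B-cell mean as a covariate gave 0 in SAT each, and the joint erythroid and granulocyte mean gave 0 in liver and 0 for diet. An adjusted p under 0.01 gave 9 in liver and 0 in SAT. With an estimated correlation 5 of the liver lists and 0 of the SAT lists passed, against 19 and 21 (the whole ETC list and the browning set, given on their own, are left out of these counts), with camera p of 0.22 for the ETC and 0.125 for the browning set in SAT. With fry 12 liver lists and 2 SAT lists passed by the same count, with 0.054 for the ETC in SAT.

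Of the alternatives added later, leaving out the dim arrays gave 60 in liver, the share of detected probes as a covariate 218 in liver, 0 in SAT and 0 for tissue, the model of 23 HFD arrays 334 in SAT, 1 weight per tissue 305 in SAT, and the hypergeometric exact test 0.203 for the ETC in liver.

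Leaving out 1 array at a time gave 27 to 349 genes in liver, 0 to 1 in SAT, 0 to 140 for tissue, 1 to 131 for diet, 1 to 37 in RD male liver, 0 to 8 in RD female liver, 1 to 2 in brain and 0 to 31 for sex. The arrays that moved a count by more than 1.5 times were, for tissue, SAT 3R-1 (140), 1T-2 (62), 1T-1 (11) and 3R-2 (3). No gene passed limma for tissue without any other SAT sample or without any liver other than 1T-1, 1T-2 or 3R-5, where 2052 genes had an unadjusted p under 0.05 with all arrays. For diet they were the RD livers 6F (131), 3E (64), 5C (9), 1B (8), 3B (1) and 1E (1) and the HFD livers 10K-2 (70), 1T-1 (50), 1R-1 (21), 3R-1 (20), 10K-1 (19) and 3R-2 (18). For RD male liver they were 3E (37), 6F (14) and 3B (1), for RD female liver 4F (8) and 2B (7), for sex the livers 3E (31) and 4F (2), and for brain each array but 5C (1 each), with the livers and SAT samples given at the counts of changed genes. Over the same omissions the camera p was 3.19e-16 to 6.2e-11 for the ETC in liver, 1.81e-16 to 5.19e-06 in SAT, 9.34e-31 to 1.02e-17 for the tissue difference and 3.32e-14 to 1.89e-10 for the diet difference, so each kept its direction and its side of the threshold. The browning set ranged from 0.0112 (without 3R-1) to 0.111 (without 10K-2), and it also missed the threshold without 1T-3 (0.0922), 1T-4 (0.0771), 3R-5 (0.0731) or 3R-6 (0.0589). By the same count, liver lists past the threshold numbered 16 to 20 and SAT lists 16 to 23. The liver count kept within 1.5 times with the animal code as a block (95), all 41 arrays (136), a detection p under 0.01 (138) and probes detected on any array (83). Low signal over background limits what can be seen on the dim arrays, where 29.9% to 34.0% of probes were detected.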

Differences from the paper's values

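Chosen only after the results were seen are the tests with the SAT contrast in the model of 23 HFD arrays, with 1 weight per tissue and with the hypergeometric test.

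In the liver, 107 genes passed an adjusted p under 0.05, and the paper's count is 165. The paper's filter asks for a detection p under 0.05 in at least 1 sample group, and the threshold is the same. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with the authors' processed values (181), a detection p under 0.01 (138), an intensity trend with robust estimation (241), leaving out the control liver 1T-3 (131) or the metformin liver 10K-1 (141), all 41 arrays in 1 model (136) and the authors' values with all 41 arrays (191), and not with the other 27.

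In SAT, 1 gene passed, and the paper's count is 1009. The count came within 1.5 times of it with array weights (804), all 41 arrays in 1 model (1042) and the authors' values with all 41 arrays (1031), which is the closest to the paper's methods, and not with the other 30 alternatives. Of the paper's SAT genes, 101 were not called with the authors' values and all 41 arrays, and 315 were not called with all 41 arrays from the intensities. In the liver 16 and 91 of the paper's genes were not called under these 2 settings.

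For Atp5l in the liver the log2 fold change was -0.2483 at the brightest probe, and the paper's value is -0.48. The paper's table names no probes and lists 1 value, and the fainter probe here was at -0.44 (adjusted p = 0.0871 from limma), and at -0.48 (adjusted p = 0.037) with the authors' values and all 41 arrays. The brightest probe came within the spread of the replicates with the authors' processed values (-0.34, also with all 41 arrays and without a filter), the mean of the probes (-0.34), animal code 1T (-0.44) or 10K (-0.35) left out, and the liver 1T-2 (-0.29), 1T-4 (-0.28), 10K-1 (-0.30) or 10K-2 (-0.28) left out, and not under the other 22.

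For Ndufs4 in SAT it was 0.3396, and the paper's value is 0.723333, the mean of the 3 values in its table, which names no probes. The 3 fainter probes here were at 0.59, 0.69 and 0.94, and with the authors' values and all 41 arrays at 0.62, 0.70 and 0.85. The value at the brightest probe came within the spread of the replicates of the paper's value with code 3R left out (0.52), without the SAT sample 3R-1 (0.46) and with the mean of the probes (0.64), and not under the other 28.

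For Prdm16 in SAT it was 0.8063, and the paper's value is 0.2, a gap just above the spread of the replicates (SD 0.5995). With the authors' processed values it was 0.20, also with all 41 arrays and without a filter. It also came within that spread, but stayed above 0.2 by 0.2 or more, with no background correction (0.46), an offset of 50 (0.42), array weights (0.61), animal code as a random block (0.79), code 1R (0.75) or 10K (0.70) left out, the SAT sample 1R-4 (0.65), 1T-1 (0.70), 10K-2 (0.70) or 3R-6 (0.75) left out and the muscle mean as a covariate (0.51), and not under the other 17. Of the genes that the paper names for the arrays and that could be compared, 1 of 8 differed in the liver and 2 of 16 in SAT. These values are those of the brightest probe of each gene, and for Atp5l and Ndufs4 the fainter probes lay closer to the paper's values. Liver genes named here for the size of their change, among them Nnmt and Mid1, were not compared in this way, so these shares do not cover them.

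The paper states that Uqcrh and Ivd are lower in the liver, and here neither passed, while Fh1, Ndufs4, Etfdh, Atp5c1 and Acaa2 did. The paper also measured each of these liver genes by qPCR, and those values were not analysed here. With the authors' values and all 41 arrays Uqcrh (adjusted p = 0.0169 from limma) and Ivd (adjusted p = 0.0135) passed, and Ivd also passed with the authors' values in the liver model (adjusted p = 0.0308). In SAT the paper states that Ucp1, Cidea, Cox7b, Cycs and Ndufs4 are higher and that Adipoq, Ivd, Bcat2, Bckdha, Ces1d and Txnip are lower. Each had the paper's direction here and none passed in the SAT model. In the paper all but Bcat2, Bckdha and Txnip were also measured by qPCR in SAT, which was not analysed here. With the authors' values and all 41 arrays Ucp1 (adjusted p = 0.000703), Cidea (0.00143), Cox7b (4.28e-05), Cycs (0.00581), Adipoq (0.0143), Ivd (0.00031), Bcat2 (0.00482), Bckdha (0.0481), Ces1d (0.000189) and Txnip (0.00688) passed, and Ndufs4 passed at its 3 fainter probes (0.00284, 0.000424 and 0.000189) and not at its brightest (0.0677).

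The paper states that more genes changed in SAT than in the liver. The counts of the separate models ran the other way, and those of all 41 arrays in 1 model ran as in the paper. It reports the ETC, the TCA cycle and BCAA degradation as enriched in both tissues. By the hypergeometric exact test on the calls of all 41 arrays, which was chosen after seeing the values, the liver ETC (0.203) and TCA cycle (0.198) lists were not enriched at 0.05 and the other 4 pairs of list and tissue were. Those calls come from the intensities and drop 91 of the paper's liver genes and 315 of its SAT genes. The lists were written here and are not the REACTOME and KEGG pathways of the paper. With the authors' values and all 41 arrays, Ndufs4 (adjusted p = 0.0158 from limma), Etfdh (0.0405), Uqcrh (0.0169), Atp5c1 (0.000292) and 1 probe of Atp5l (0.037) passed in the liver. The hypergeometric test was not run on those calls, so it does not decide on the paper's liver enrichment. By camera the list of BCAA degradation did not move in 1 direction in SAT (adjusted p = 0.872). The paper reports a difference for the browning set, by its methods from a hypergeometric test. By the hypergeometric exact test on the calls of all 41 arrays, 4 of 8 genes of the set were called here (p = 0.00264). Camera, a different test, gave the set an adjusted p of 0.0549 in the SAT model. In the model of 23 HFD arrays 334 SAT genes passed and with 1 weight per tissue 305 did, and neither reached the paper's count.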

Other observations

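Tests chosen only after results were seen in this part are the covariate of detected probes and those that name genes outside the rule. In the liver, markers of blood-forming cells were higher after metformin at the preset correlation of camera and not with an estimated one, and of these the erythroid list also passed fry (adjusted p = 0.0338). Megakaryocyte markers had a median log2 fold change of 0.48 (8 of 14 higher over the list alone, adjusted p = 0.000423 from camera, adjusted p = 0.221 with an estimated correlation), with Pf4, a platelet chemokine, at 0.76 and Ppbp, another, at 0.65. Granulocyte markers had a median of 0.23 (2 of 20 higher, 5 over the list alone, adjusted p = 0.000193, adjusted p = 0.22 with an estimated correlation), with S100a9 at 0.32 and S100a8 at 0.08, and their median was -0.10 when arrays were centred on their medians, where all genes were at -0.22. Of the abundant erythroid genes Hba-a1, alpha globin, was at 0.07 (15.5 and 15.6) and Slc4a1, the anion exchanger of red cells, at 0.34, and the erythroid median was 0.00 under that centring. Cell-cycle genes had a median of 0.27 (3 of 25 higher over the list alone, adjusted p = 1.19e-06, adjusted p = 0.221 with an estimated correlation, and -0.09 under that centring), with Uhrf1, which maintains DNA methylation, at 0.57. Interferon-response genes had a median of 0.18 (adjusted p = 0.0196, adjusted p = 0.457 with an estimated correlation).

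In SAT, endothelial and B-cell markers were lower and muscle, skin, cell-cycle and chaperone genes higher at the preset correlation of camera and not with an estimated one, and of these the endothelial (adjusted p = 0.0276) and chaperone lists also passed fry. With an estimated correlation the adjusted p was 0.329 for endothelial and 0.393 for B-cell markers, and 0.438, 0.438, 0.393 and 0.12 for the muscle, skin, cell-cycle and chaperone lists. Cldn5, a tight junction protein of endothelium, was 11.0 ± 0.269 (SD, n = 6) in controls and 10.2 ± 0.188 (SD, n = 5) after metformin, with every metformin sample below every control. The 21 endothelial markers had a median of -0.50 (13 lower over the list alone, adjusted p = 1.06e-11 from camera), which was 0.10 against 0.55 for all genes when arrays were centred on their medians. Among B-cell markers Cd37 was at -0.82 and H2-Ab1 at -1.24. The B-cell mean was high in the controls of code 1R (8.14 and 7.89), while the controls of code 1T (6.01 to 6.90) overlapped the metformin samples (5.64 to 6.84). Chaperones had a median of 0.48 (9 of 22 higher over the list alone, adjusted p = 7.22e-07, adjusted p = 0.00151 with fry). Cct8, of the chaperonin that folds actin, was 9.50 ± 0.133 (SD, n = 6) and 10.1 ± 0.049 (SD, n = 5), and Hsp90aa1 was at 0.73. Cell-cycle genes had a median of 0.46 (1 of 25 over the list alone, adjusted p = 1.31e-06), with Mcm7, of the replication helicase, at 0.63. Skin keratinocyte markers had a median of 0.96 (adjusted p = 0.0249), which rests on the metformin sample 3R-1 (without it the list was at 0.442 by camera and did not pass), and Krt14 was at 0.85. Interferon-response genes had a median of -0.32 (adjusted p = 0.00115, adjusted p = 0.393 with an estimated correlation) and proteasome genes of 0.17 (adjusted p = 0.0134, adjusted p = 0.393 with an estimated correlation). The mean of the skeletal muscle markers was 8.28 ± 2.03 (SD, n = 6) in controls and 9.60 ± 0.482 (SD, n = 5) after metformin, and none of these 30 genes is in another list. The controls 1R-1 (10.5), 1T-2 (9.91) and 1T-4 (9.74) lay within or above the metformin samples (8.96 to 10.1). Below them lay the controls 1R-4 (5.71), 1T-3 (6.64) and 1T-1 (7.11), of which 1R-4 and 1T-1 are the dim arrays.

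Other lists that passed camera in the liver at the preset correlation were complement and coagulation (median -0.11, adjusted p = 0.0299, adjusted p = 0.364 with an estimated correlation), gluconeogenesis (-0.21, adjusted p = 0.0332, adjusted p = 0.319 with an estimated correlation) and mitochondrial ribosomes (-0.08, adjusted p = 0.00667, adjusted p = 0.319 with an estimated correlation). Lists that did not pass camera in the liver were lipogenesis (0.12, adjusted p = 0.107), endothelial (-0.04, 0.754) and macrophage markers (-0.12, 0.256), chaperones (0.08, 0.0586), proteasome (0.03, 0.211), immediate early genes (-0.15, 0.412), hepatocyte markers (-0.08, 0.26), fetal liver genes (0.04, 0.322), cholesterol synthesis (0.09 with the test down, 0.965) and ribosomal proteins (0.00 with a mean of -0.01, 0.754). In SAT they were macrophage (-0.21, adjusted p = 0.062), T-cell (-0.34, 0.286) and fibroblast genes (0.03, 0.785), immediate early genes (0.29, 0.342) and ribosomal proteins (-0.03, 0.136).

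In RD livers erythroid markers were lower after metformin at the preset correlation of camera and not with an estimated one (adjusted p = 0.518 in males and 0.149 in females), with a mean of 9.15 in control and 8.87 in metformin males and 8.93 and 8.36 in females (n = 3 each), and the difference between HFD and RD males had a median of 0.70 (adjusted p = 1.02e-09 from camera, adjusted p = 0.165 with an estimated correlation). ETC genes had a median of 0.08 in RD male livers (adjusted p = 0.000864, adjusted p = 0.479 with an estimated correlation) and 0.06 in RD brains (adjusted p = 0.00952, adjusted p = 0.292 with an estimated correlation), where the TCA cycle (-0.01, adjusted p = 0.939) and neuron lists (-0.08, adjusted p = 0.116) did not pass. No gene passed limma in RD female livers, where 557 had an unadjusted p under 0.05, and none differed between the sexes, where 165 did. Counted as probes these were 728 and 212, both below the 877 of 17547 probes expected by chance. Genes outside the rule whose effect differed between HFD and RD male livers, each given at the probe that passed, included Insig1, a regulator of cholesterol synthesis (-2.66), Top2a, a topoisomerase of dividing cells (1.75), and Ndufs6 of complex I (-0.79, adjusted p = 0.0356). At its brightest probe Insig1 was at -1.61 and did not pass (adjusted p = 0.157 from limma). The brightest probe of Ndufs6 had a log2 fold change of -0.0078 after metformin in HFD livers (adjusted p = 0.975 from limma).

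Permutation of the samples over 100 splits gave the following for results not weighed above. Splits that reached a result are counted with the real one included. Chance is unlikely but not excluded for the count of liver genes (real 107, highest of the other splits 153, reached by 2 splits) and for that count with all 41 arrays (real 136, highest 202). The same holds for the lone SAT gene (real 1, highest 2, reached by 4) and the lone gene of the tissue difference (real 1, highest 1, reached by 3). It also holds for the number of liver lists, the whole ETC list not counted (real 19, highest 20), and for that of SAT lists, the whole ETC list and the browning set not counted (real 21, highest 24). For the SAT count with array weights no other split came as high (real 804, highest 631). The splits moved single arrays across animal codes, so they cannot exclude chance at the level of the codes. For the browning set chance stays open (real camera p of 0.0421, smallest of the others 0.00058, reached by 15 splits). No gene passed for the sex difference, so a count of splits says nothing there (real 0, highest 5). A split by animal code across treatments called 0 liver genes and 0 SAT genes with limma, against 107 and 1 for the real groups, and 1425 and 538 genes at an unadjusted p under 0.05, against 2327 and 1988. By the same count it moved 11 liver lists and 10 SAT lists, against 19 and 21. The other splits drawn moved a median of 5 liver lists and 10 SAT lists, so in SAT this split by code moved no more lists than that median. Only 1 pairing of the codes was fitted. Differences between codes could offset each other in it, so it sets no bound on an effect of the codes. The consensus correlation within animal codes was 0.00989 in the liver, -0.0598 in SAT and 0.522 in brain.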
